# The chemical compound ‘Heatin’ stimulates hypocotyl elongation and interferes with the Arabidopsis NIT1‐subfamily of nitrilases

**DOI:** 10.1111/tpj.15250

**Published:** 2021-05-06

**Authors:** Lennard van der Woude, Markus Piotrowski, Gruson Klaasse, Judith K. Paulus, Daniel Krahn, Sabrina Ninck, Farnusch Kaschani, Markus Kaiser, Ondřej Novák, Karin Ljung, Suzanne Bulder, Marcel van Verk, Basten L. Snoek, Martijn Fiers, Nathaniel I. Martin, Renier A. L. van der Hoorn, Stéphanie Robert, Sjef Smeekens, Martijn van Zanten

**Keywords:** chemical genetics, thermomorphogenesis, Arabidopsis, nitrilases, NIT1‐subfamily, Heatin, aldehyde oxidase, PIF4, 1‐iminomethyl‐2‐naphthol, IAN, indole‐3‐acetonitrile

## Abstract

Temperature passively affects biological processes involved in plant growth. Therefore, it is challenging to study the dedicated temperature signalling pathways that orchestrate thermomorphogenesis, a suite of elongation growth‐based adaptations that enhance leaf‐cooling capacity. We screened a chemical library for compounds that restored hypocotyl elongation in the *pif4‐2*–deficient mutant background at warm temperature conditions in *Arabidopsis thaliana* to identify modulators of thermomorphogenesis. The small aromatic compound ‘Heatin’, containing 1‐iminomethyl‐2‐naphthol as a pharmacophore, was selected as an enhancer of elongation growth. We show that *ARABIDOPSIS ALDEHYDE OXIDASES* redundantly contribute to Heatin‐mediated hypocotyl elongation. Following a chemical proteomics approach, the members of the NITRILASE1‐subfamily of auxin biosynthesis enzymes were identified among the molecular targets of Heatin. Our data reveal that nitrilases are involved in promotion of hypocotyl elongation in response to high temperature and Heatin‐mediated hypocotyl elongation requires the NITRILASE1‐subfamily members, NIT1 and NIT2. Heatin inhibits NIT1‐subfamily enzymatic activity *in vitro* and the application of Heatin accordingly results in the accumulation of NIT1‐subfamily substrate indole‐3‐acetonitrile *in vivo*. However, levels of the NIT1‐subfamily product, bioactive auxin (indole‐3‐acetic acid), were also significantly increased. It is likely that the stimulation of hypocotyl elongation by Heatin might be independent of its observed interaction with NITRILASE1‐subfamily members. However, nitrilases may contribute to the Heatin response by stimulating indole‐3‐acetic acid biosynthesis in an indirect way. Heatin and its functional analogues present novel chemical entities for studying auxin biology.

## Significance Statement

We identified the chemical compound Heatin that stimulates plant thermomorphogenesis and show that Heatin interferes with NIT1‐subfamily enzymatic activity and results in accumulation of auxin. The precise mechanism of action of Heatin requires further study but the investigations presented can contribute to knowledge‐based engineering of warm temperature‐resilient crops. Heatin is a promising agrochemical to steer plant growth and is a novel chemical tool for studying auxin biology.

## INTRODUCTION

Many plant species, including the model system *Arabidopsis thaliana*, respond to small increases in temperature by adapting their architecture to maximize fitness in suboptimal temperature conditions. This process is called thermomorphogenesis (Casal and Balasubramanian, 2019; Quint *et al.*, 2016) and comprises a number of growth features including hypocotyl elongation, upward leaf movement and petiole elongation. The resulting open rosette architecture promotes cooling capacity (Crawford *et al.*, 2012; Park *et al.*, 2019). Temperature is perceived via diverse molecular mechanisms that are increasingly well understood (Chung *et al.*, 2020; Jung *et al.*, 2020; Jung *et al.*, 2016; Legris *et al.*, 2016). Central in the regulation of thermomorphogenesis are bHLH transcription factor proteins PHYTOCHROME INTERACTING FACTORS 4 (PIF4) and PIF7 (Chung *et al.*, 2020; Fiorucci *et al.*, 2020; Franklin *et al.*, 2011; van der Woude *et al.*, 2019). Levels of these PIFs increase rapidly in response to high temperature (Chung *et al.*, 2020; Fiorucci *et al.*, 2020; Franklin *et al.*, 2011; van der Woude *et al.*, 2019) and PIFs induce biosynthesis of the bioactive auxin indole‐3‐acetic acid (IAA) that is required for thermomorphogenesis by binding and activating the promoters of key auxin biosynthesis genes such as *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS* (*TAA1*) and the *cytochrome P450s* genes, *CYP79B2* and *CYP79B3*, as well as the flavin monooxygenase *YUCCA8* (*YUC8*) (Chung *et al.*, 2020; Fiorucci *et al.*, 2020; Franklin *et al.*, 2011; Sun *et al.*, 2012; van der Woude *et al.*, 2019).

Substantial progress has been made in recent years in our understanding of the molecular and genetic regulation of thermomorphogenesis (Casal and Balasubramanian, 2019; Quint *et al.*, 2016). However, functional redundancy among temperature sensing and response mechanisms, as well as the thermodynamic (passive) effect of temperature on biological processes, impeded the identification of factors involved in the complex molecular networks regulating temperature‐mediated elongation growth, as these are readily missed by classical forward genetics approaches (Vu *et al.*, 2019). Alternative strategies to identify possible redundant factors are chemical genetics or chemical genomics approaches (Dejonghe and Russinova, 2017; Kaschani and van der Hoorn, 2007). In chemical genetics, compound libraries are screened for compounds that interfere with the biological system. One major advantage is that compounds can target a broad range of related molecules, whereas knockout mutations in a single gene could be masked by redundancy. Moreover, compounds can be more specific than genetic loss‐of‐function approaches in terms of tissue localization or developmental timing of its effects (Cutler and McCourt, 2005; Hicks and Raikhel, 2014; Kaschani and van der Hoorn, 2007; Park *et al.*, 2009). Chemical genetics has its origin in the pharmaceutical sciences where it is used to identify targets of known drugs and for drug discovery (Cong *et al.*, 2012). Prominent examples in plant sciences include the identification of abscisic acid receptor proteins (Park *et al.*, 2009) and studies on biosynthesis and functioning of auxin and brassinosteroids (Nishimura *et al.*, 2014; Savaldi‐Goldstein *et al.*, 2008; Zhao *et al.*, 2003).

Here, a chemical genetics approach was taken to study thermomorphogenesis by screening for small molecules that rescue impaired hypocotyl elongation of the *pif4‐2* mutant at high temperature conditions. We identified a compound, named ‘Heatin’, containing a 1‐iminomethyl‐2‐naphthol moiety that was subsequently determined to be the pharmacophore. A targeted chemical proteomics approach using a chemically tagged Heatin analogue led to the identification of members of the NITRILASE1 (NIT1)‐subfamily among the Heatin targets. We demonstrate by genetic means that the NIT1‐subfamily of nitrilases promotes hypocotyl elongation in response to high temperature and that Heatin requires these enzymes for its effect on hypocotyl elongation. Heatin was found to inhibit NIT1‐subfamily enzyme activity *in vitro* and Heatin treatment resulted in *in vivo* accumulation of the substrate indole‐3‐acetonitrile (IAN). Surprisingly, also a significant accumulation of bioactive auxin (IAA) was detected in Heatin‐treated seedlings. Therefore, the stimulation of hypocotyl elongation by Heatin appears to involve other actors in addition to nitrilases. The role of nitrilases in the production of IAA is not well‐understood and Heatin somehow impinges on this role.

## RESULTS

### Identification of Heatin as compound that stimulates thermomorphogenesis

Small molecule compounds that potentially stimulate thermomorphogenesis were identified from a library of 8360 chemical entities, by testing their ability to restore hypocotyl elongation of the *Arabidopsis pif4‐2* mutant grown at warm temperature (28°C) (Figure S1a,b, Table S1). In total, 36 initial compounds were identified that stimulated elongation growth without apparent visual side effects such as curled leaves or agravitropic growth (Figure S1b,c, Table S2). Quantification of hypocotyl lengths at control (22°C) and high temperature (27°C) conditions reproducibly confirmed the stimulatory effects of several compounds in either Col‐0 wild type and/or *pif4‐2* (Table S3, Figure 1c).

**Figure 1:**
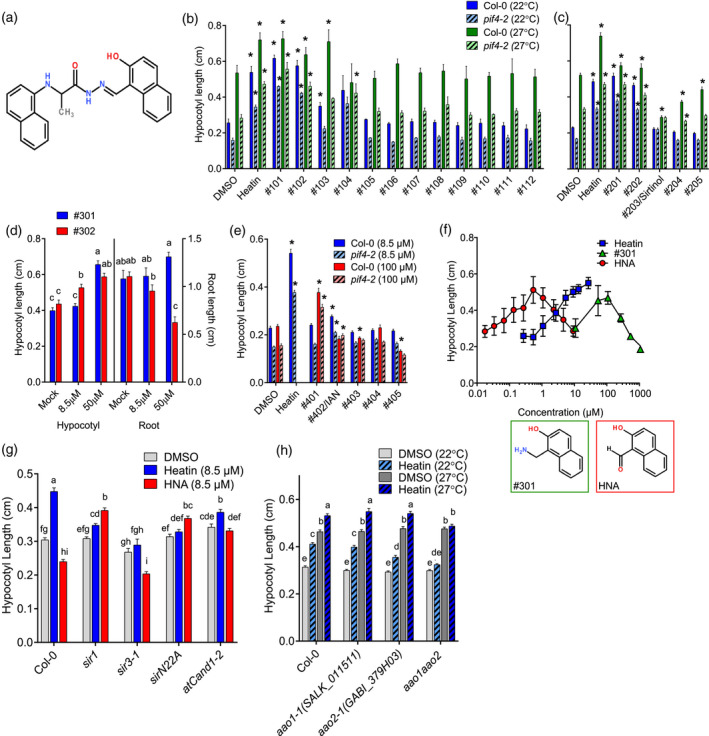
Structure–activity relation study. (a) Heatin structure (*N*'‐[(2‐hydroxy‐1‐naphthyl)methylene]‐2‐(1‐naphthylamino)propanohydrazide). (b–e) Effects of Heatin analogues (8.5 µm, unless specified otherwise) on hypocotyl elongation and (d) root length, of 8‐day‐old Col‐0 wild‐type (dark, clear bars) or *pif4‐2* mutant (light, dashed bars) seedlings, at (b,c) 22°C (blue bars) or 27°C (green bars). (d) Dose–response relationship of Heatin analogue no. 301 (blue bars) and no. 302 (red bars) on hypocotyl elongation (left panel) and root length (right panel). (e) Dose–response relationship of Heatin analogues on Col‐0 and *pif4‐2* applied at 8.5 µm (blue bars) or 100 µm (red bars), at 22°C. DMSO, dimethyl sulphoxide. (f) Dose–response relationship of Heatin (blue, squares), 1‐aminomethyl‐2‐naphthol (no. 301; green, triangles) and 2‐hydroxy‐1‐naphthaldehyde (HNA, red circles) on hypocotyl elongation of 8‐day‐old Col‐0 seedlings. Insets below panel indicate compound no. 301 (left, green line) and HNA (right, red line) structures. (g,h) Hypocotyl lengths of 8‐day‐old (g) Sirtinol‐resistant *arabidopsis aldehyde oxidase 1* (*aao1*), *aao2* and *aao1 aao2* double mutants, in the presence of mock (DMSO; grey open bars), Heatin (8.5 µm; blue bars), or HNA (8.5 µm; red bars) at (g,h) 22°C (light bars) or (h) 27°C (dark bars). Values are averages of (b,c,e,f,g,h) three or four replicates, of 15–25 seedlings each, or (d) a representative experiment of 20 seedlings. (b,c,e) Asterisks indicate significant differences (*P* < 0.05) from wild type. (d,g,h) Letters indicate significance groups (Tukey HSD *post hoc*), where averages that do not share letters are significantly different from each other (*P* < 0.05). Error bars indicate SEM.

One compound (D; Figure 1a, Table S3) stood out for its strong elongation‐stimulating capacity (Figure 1, Figure S1c). Therefore, we further focused on this compound, subsequently named ‘Heatin’. To test if Heatin can stimulate thermomorphogenesis, we verified if it could stimulate thermomorphogenesis‐related phenotypes in rosette‐stage plants (Figure S2a). A significant Heatin effect was indeed found for all measured architectural traits except petiole length (Figure S2b–h) in both Col‐0 and *pif4‐2* mutant plants. This shows that Heatin treatment phenocopies thermomorphogenesis and acts at least partly genetically downstream of PIF4 or bypasses PIF4 effects.

### 1‐Iminomethyl‐2‐naphthol is a pharmacophore for Heatin

Structure–activity relationship assessment was performed to identify the key active moiety of Heatin (Figure 1b; Figure S3a–e, Table S4). First, 12 commercially available Heatin analogues, assigned nos 101–112, were tested (Figure 1b). These compounds all had a similar central core structure and differed mainly in the composition of their side chains (Figure S3b, Table S4). Four of these compounds were bioactive (nos 101–104; Figure 1b) and all these contained a 2‐naphthol moiety that was absent in non‐active compounds (Figure S3b). Of note, compound no. 104 was previously identified in a chemical genetics screen to affect G‐protein‐dependent signalling in rat cell cultures (Marlo *et al.*, 2009). Therefore, we tested various Arabidopsis G‐protein signalling mutants but did not find any significant effect that would suggest their involvement in Heatin signalling (Figure S4a).

Subsequently, a second set of compounds was assayed (nos 201–205), which had different degrees of similarity to the central Heatin core structure, but all contained the 2‐naphthol moiety (Figure S3c, Table S4). Neither 2‐naphthol (no. 205) itself, nor 1‐methyl 2‐napthol (no. 204), were sufficient for hypocotyl elongation, even at high concentrations (Figure 1c; Figure S4b). Compound nos 201, 202 and 203 were active (Figure 1c), although no. 203 inhibited hypocotyl elongation under high temperature conditions. These three bioactive compounds contained either 1‐aminomethyl‐2‐naphthol (no. 202) or 1‐iminomethyl‐2‐naphthol (nos 201 and 203) moiety, which were absent in inactive compound nos 204 and 205 (Figure 1c). Therefore, the 1‐aminomethyl‐2‐naphthol/1‐iminomethyl‐2‐naphthol moiety is considered the pharmacophore for hypocotyl elongation. Indeed, 1‐aminomethyl‐2‐naphthol (no. 301) by itself was able to induce hypocotyl elongation (Figure 1d; Figure S3d, Table S4), albeit at higher concentrations than used to identify Heatin (8.5 µm).

To assess the requirement of the hydroxyl‐group of 1‐aminomethyl‐2‐naphthol for bioactivity or specificity, 1‐naphthylmethylamine (no. 302) was assayed in parallel. This compound caused hypocotyl elongation at high concentrations, e.g. 1‐aminomethyl‐2‐naphthol (no. 301), although a strong inhibitory effect on root growth was also observed (Figure 1d; Figure S3d, Table S4), suggesting that the hydroxyl group of 1‐aminomethyl‐2‐naphthol, and most likely the 1‐iminomethyl‐2‐naphthol pharmacophore for Heatin is necessary for the specificity of hypocotyl elongation during seedling growth.

Further evaluation of compounds with additional structural features (nos 401–405) (Figure 1e; Figure S3e, Table S4) revealed that modifications between the 2‐napthol and the amide group generally led to reduced bioactivity compared with Heatin. However, changing the amino‐group into a piperidine (no. 401) led to retention of some bioactivity at high concentrations (Figure 1e). Of note, treatment with the Heatin analogue, and auxin precursor, IAN (no. 402) stimulated hypocotyl elongation, albeit less effectively than Heatin (Figure 1e) (Normanly *et al.*, 1997).

### *ARABIDOPSIS ALDEHYDE OXIDASES* redundantly contribute to Heatin‐mediated hypocotyl elongation

Heatin analogue no. 203 was identified previously as Sirtinol, a compound that inhibits Sirtuin NAD‐dependent deacetylases in yeast (Grozinger *et al.*, 2001). In Arabidopsis, Sirtinol supresses hypocotyl elongation in darkness (Zhao *et al.*, 2003). We found that Sirtinol (no. 203) also supresses high temperature‐induced hypocotyl elongation in light (Figure 1c), despite Sirtinol containing the 1‐iminomethyl‐2‐naphthol pharmacophore (Figure S3c) that was sufficient for stimulation of hypocotyl elongation in Heatin and its analogues (Figure 1b,f).

Previous structure–activity relationship studies identified 2‐hydroxy‐1‐naphthaldehyde (HNA) as the pharmacophore for Sirtinol, which is similar to the 1‐iminomethyl‐2‐naphthol pharmacophore for Heatin (Figure 1f), but is hydrolysed on the amide (Dai *et al.*, 2005). Considering the suppression of hypocotyl elongation by Sirtinol (no. 203) (Figure 1c) and the concentration‐dependent manner of 1‐aminomethyl‐2‐naphthol (no. 301)‐mediated hypocotyl elongation (Figure 1d), we assayed HNA effects over a concentration range. This revealed that HNA was able to stimulate hypocotyl elongation, but at much lower concentrations than previously used by Dai *et al.*, (2005) and Zhao *et al.*, (2003) (Figure 1f).

Several *sirtinol resistant* (*sir*) mutants are available and most have defects in molybdenum cofactor biosynthesis (Dai *et al.*, 2005; Zhao *et al.*, 2003). The current hypothesis is that HNA is metabolized into bioactive 2‐hydroxy‐1‐naphthoic acid (HNC) by molybdenum cofactor‐dependent aldehyde oxidase activity. In addition, we observed that Sirtinol‐resistant mutants are resistant to applications of Heatin (Figure 1g). Expression data from the TraVA database indicated that of the four *ARABIDOPSIS ALDEHYDE OXIDASE* (*AAO)* genes present in Arabidopsis, *AAO1* and *AAO2* transcripts are most abundant in young seedling tissues (Klepikova *et al.*, 2016) (Figure S5a). Therefore, we generated an *aao1 aao2* double mutant (Figure S5b–d) and found that this line is insensitive to Heatin (Figure 1h), whereas high temperature‐induced hypocotyl elongation was retained. Various *aao* single mutants remained sensitive to Heatin application (Figure 1h; Figure S5d), except for *aao2* that consistently exhibited reduced sensitivity. These findings suggest that AAO1 and AAO2 redundantly contribute to Heatin‐mediated hypocotyl elongation, with a possible prevalent role for AAO2.

### Heatin‐mediated hypocotyl elongation involves auxin

Thermomorphogenesis depends on bioactive auxin and the structure of the endogenous auxin precursor IAN (no. 402) is similar to 1‐iminomethyl‐2‐naphthol. Moreover, a role for AAO2 in auxin biosynthesis has been implicated (Seo *et al.*, 1998), although this is disputed (Mashiguchi *et al.*, 2011; Seo *et al.*, 2004). Therefore, we investigated a possible relation between auxin and Heatin in mediating hypocotyl elongation.

The application of Heatin triggered hypocotyl elongation in a dose–response way (Figures 1f and 2a) in Col‐0 wild‐type and *pif4‐2* mutant plants at control (22°C) and high (27°C) temperature conditions, in a manner distinct from the synthetic auxin analogue picloram (4‐amino‐3,5,6‐trichloro‐2‐pyridinecarboxylic acid) (Figure 2b). The polar auxin transport inhibitor *N*‐1‐naphthylphathalamic acid (NPA) suppressed elongation growth (Figure 2c) as expected, but Heatin treatment could overcome this inhibition (Figure S6a). Picloram becomes repressive for hypocotyl elongation at high concentrations (Figure 2b) but such a negative effect was not observed for Heatin (Figure 2a).

**Figure 2:**
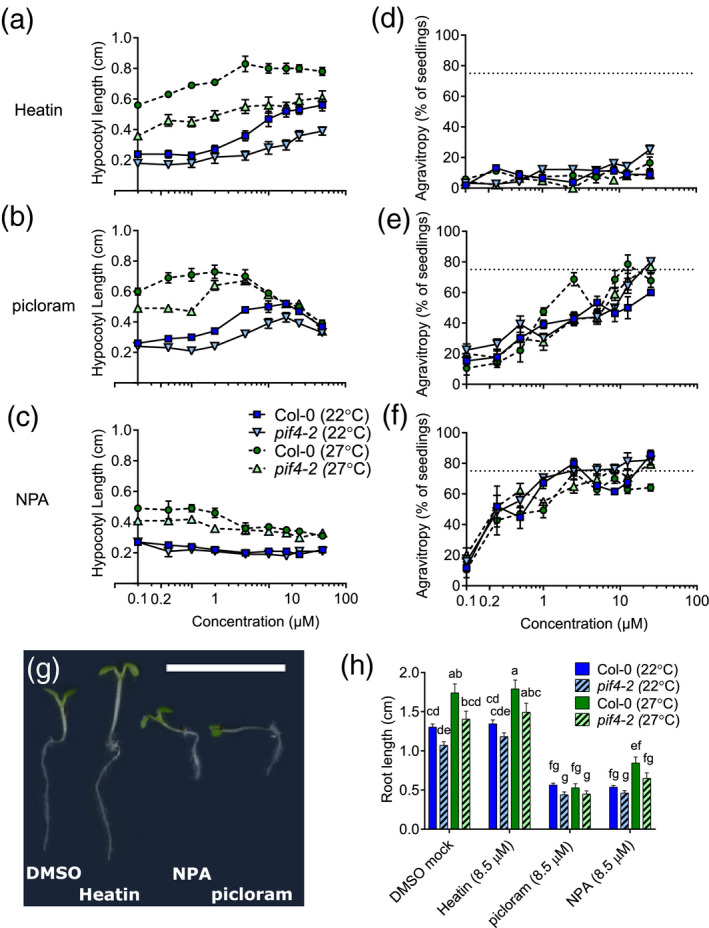
Dose–response effects of Heatin, picloram and *N*‐1‐naphthylphthalamic acid (NPA) on hypocotyl elongation, gravitropism and root length. (a–c) Hypocotyl lengths and (d–f) agravitropy scores, of 8‐day‐old Col‐0 wild‐type (circles and squares) and *pif4‐2* (triangles) seedlings in the presence of (a,d) Heatin, (b,e) picloram and (c,f) NPA at 22°C (dark square, triangles down markers, closed lines) or 27°C (circles and triangles up, light markers, dashed lines). (d,f) Dashed horizontal lines at 75% indicate complete agravitropy (random seedling orientation). (g) Image of representative seedlings grown on the indicated compounds (8.5 µm). Note the differences in hypocotyl lengths and gravitropism. Scale bar = 1 cm. (h) Root length of 8‐day‐old Col‐0 wild‐type (clear bars) and *pif4‐2* (dashed bars) seedlings grown on mock (dimethyl sulphoxide solvent), Heatin, picloram or NPA (each 8.5 µm), at 22°C (blue bars) or 27°C (green bars). Letters indicate significance groups (Tukey HSD *post‐hoc* tests), where averages that do not share letters are significantly different from each other (*P* < 0.05). Values are averages of three replicates of 15–25 seedlings each. Error bars indicate SEM.

NPA application, or saturation of the tissues with picloram, disturbs coordinated gravity‐directed growth (gravitropic response (Boonsirichai *et al.*, 2002; Nagashima *et al.*, 2008; Rakusová *et al.*, 2011), Figure 2e–g). In contrast, Heatin did not interfere with gravitropism (Figure 2d,g). Consistent with published data, we observed that high temperature results in longer roots, whereas roots of *pif4‐2* were mildly shorter than wild type (Figure 2h) (Martins *et al.*, 2017). Heatin and compound 1‐aminomethyl‐2‐naphthol (no. 301) did not affect root length, unlike NPA and picloram that were both inhibitive (Figures 1d and 2h).

The *axr1‐3* mutant, disturbed in SCF^TIR1/AFB^ auxin receptor complex formation (del Pozo *et al.*, 2002; del Pozo and Estelle, 1999), was insensitive to Heatin (Figure 3a; Figure S6b). The *tir1‐1* receptor mutant showed reduced Heatin sensitivity as well, whereas mutants in auxin receptors, AFB1 and AFB2, retained responsiveness at 8.5 µm Heatin. Surprisingly, *afb3‐4* was hypersensitive to Heatin (Figure 3a). The double *tir1‐1 afb2‐3* mutant was more resistant than the single mutants were. The *afb5‐5* mutant was insensitive to picloram, but remained significantly, albeit reduced, responsive to Heatin (Figure 3a; Figure S6b). Together, these data suggest that Heatin activity relies on intact auxin perception genes and that genetic redundancy between different auxin receptors exists in relaying the Heatin signal.

**Figure 3:**
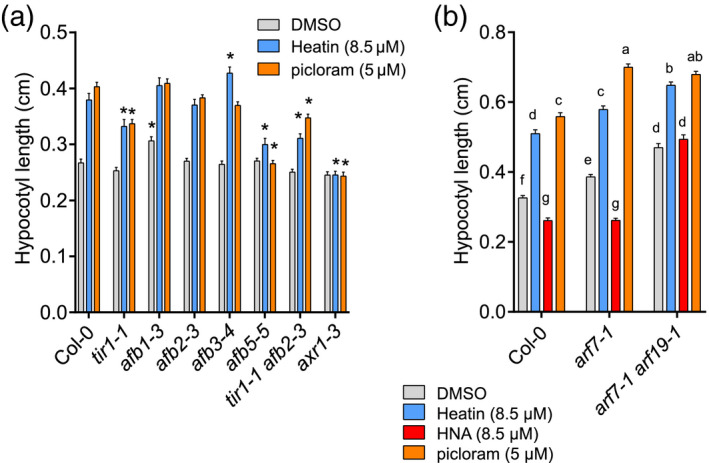
Heatin activity is dependent on auxin. (a,b) Hypocotyl lengths of 8‐day‐old wild‐type Col‐0 and auxin signalling mutant seedlings, on mock (DMSO solvent, grey bars) or in the presence of (a,b), Heatin (8.5 µm; blue bars), picloram (a) 5 µm or (b) 8.5 µm (light orange bars), and (b) HNA (red bars). (a) Asterisks indicate significant difference from Col‐0 wild type (*P* < 0.05). (b) Letters indicate significance groups (Tukey HSD *post‐hoc* test), where averages that do not share letters are significantly different from each other (*P* < 0.05). Error bars indicate SEM. Values are averages of three to five independent repetitions of 15–25 seedlings each. DMSO, dimethyl sulphoxide; HNA, 2‐hydroxy‐1‐naphthaldehyde.

Several mutants disturbed in auxin signalling, such as the *arf7‐1 arf19‐1* double mutant (Li *et al.*, 2006) and *AtCAND1*, involved in SCF‐complex functioning (Cheng *et al.*, 2004), exhibited altered sensitivity to HNA. The *Atcand1‐2* mutant was resistant to Heatin as well (Figure 1g). However, *arf7‐1* and *arf7‐1 arf19‐1* mutants retained sensitivity to Heatin application (Figure 3b; Figure S6c). Furthermore, where Sirtinol is known to activate *DR5:GUS* (Zhao *et al.*, 2003), Heatin was unable to induce this auxin reporter (Figure S6d). Together, this suggests that Sirtinol and Heatin affect at least in part, different signalling pathways, despite the structural similarities.

### Transcriptomics of Heatin responsiveness

Time‐lapse imaging of hypocotyl growth demonstrated that Heatin‐induced hypocotyl elongation initiated approximately 48 h after induction of germination, during the photoperiod of day 3 (Figure S7a,b). This contrasts with the onset of high temperature‐induced hypocotyl elongation, which occurred from germination (*t* = approximately 24 h) onwards. Heatin effects persisted throughout the experimental period. Both *pif4‐2* and Col‐0 wild‐type seedlings were sensitive to Heatin (Figure S8), confirming that PIF4 is not essential for Heatin’s effects. However, as *pif4‐2* mutants appear less responsive (Figure 2a; Figure S11), we cannot exclude that PIF4 contributes to the effects of Heatin. 

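RNA was sequenced from Col-0 seedlings of 2 ages, 2 days and 7 days, grown at 22°C or 27°C on medium with 8.5 µM Heatin or with the DMSO solvent alone (mock). Each of the 8 groups had 3 replicates, giving 24 samples, and every sample was a pool of RNA from separately harvested batches. The authors mapped the reads to the TAIR10 genome with TopHat, counted them per gene with HTSeq-count and divided the counts of each sample by 1 depth factor; these normalized read counts were the starting point here. Every value was a whole multiple of 1 step in its sample, so the number of reads could be worked out, and between 19705950 and 60575036 reads per sample fell on genes. At 2 days the median was 48922848 reads in DMSO at 22°C (35500788 to 52519494), 52615346 in Heatin at 22°C (35737484 to 60575036), 35721908 in DMSO at 27°C (30599045 to 41327475) and 31003989 in Heatin at 27°C (29064510 to 40301498). At 7 days it was 28840750 in DMSO at 22°C (21906850 to 29804170), 29992615 in Heatin at 22°C (19705950 to 33273619), 40914088 in DMSO at 27°C (28868332 to 55503049) and 25022806 in Heatin at 27°C (24852763 to 47828021). Differential expression was tested with limma on log2(normalized reads + 1), in 1 fit of the 12 samples of each age, over the genes with a mean of at least 1 normalized read. A gene was called differentially expressed at an adjusted p-value (limma, Benjamini-Hochberg) below 0.1, because Table S6 lists genes above 0.05. Fold changes are on this scale, which understates the change of genes with few reads. The choices that could change the numbers include the added 1, the minimum mean, the threshold, the samples in the fit and whether replicate numbers pair the samples. The scaling of the values, the test and the depth of the samples are others.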

Based on these findings, we defined an early (2‐day‐old seedlings; 48 h) and late (7‐day‐old seedlings; 168 h) sampling time point for RNA‐sequencing (RNA‐seq) experiments, with the aim of cataloguing Heatin‐induced changes in the transcriptome (see Appendix S1 for details).

Upon application of Heatin, the expression of only two genes at 22°C and 10 genes at 27°C was significantly different in 2‐day‐old seedlings. 

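Among 23140 genes tested at 2 days, 1 gene was upregulated by Heatin at 22°C and 1 at 27°C, and none was downregulated at an adjusted p-value (limma, Benjamini-Hochberg) below 0.1. The gene at 22°C was AT2G37870, with a log2 fold change of 2.30 (standard error 0.28, limma adjusted p = 0.0777), and each Heatin replicate was above each mock replicate. The gene at 27°C was GH3.3. At an unadjusted p-value below 0.05 there were 412 genes at 22°C and 593 at 27°C. With the replicate number included as a block, 6 genes were called at 22°C and 15 at 27°C. Deviations from the group means of samples with the same replicate number correlated at 0.163 across genes on average. With 1 replicate left out in turn, no gene was called at 22°C, and 0 to 1 gene at 27°C.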

The effects of Heatin were more pronounced in 7‐day‐old seedlings (Tables S5–S7, Figure S9, Appendix S1). 

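In 7-day-old seedlings, 574 of 23252 genes tested were differentially expressed by Heatin at 22°C and 1260 at 27°C. Including the replicate number as a block gave 948 and 1587 genes. The lowest numbers with every replicate kept and no limit on the fold change were those of 1 fit of all 24 samples, 245 genes at 22°C and 651 at 27°C. Same-numbered samples correlated at 0.0424 in their deviations at this age. Leaving out 1 replicate at a time gave 237 to 434 genes at 22°C and 731 to 1111 genes at 27°C. The difference between the ages was tested for each gene as the Heatin effect over both temperatures at 7 days minus that at 2 days, and 169 of 23427 genes had an adjusted p-value (limma, Benjamini-Hochberg) below 0.1.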

The small number of genes affected by Heatin treatment in 2‐day‐old seedlings hampered systematic enrichment analyses. However, four of the eight Heatin‐upregulated genes in 2‐day‐old seedlings at 27°C are known auxin responsive genes [*INDOLE‐3‐ACETIC ACID INDUCIBLE 5* (*IAA5*), *GH3.1*, *GH3.3* and *1‐AMINOCYCLOPROPANE‐1‐CARBOXYLATE SYNTHASE 4* (*ACS4*)] (Paponov *et al.*, 2008; Tian *et al.*, 2002) (Table S6). 

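ACS4 (AT2G22810) had 21.4 ± 5.93 normalized reads in Heatin at 27°C and 3.43 ± 1.18 in the mock (SD, n = 3), a log2 fold change of 2.33 (standard error 0.33, limma adjusted p = 0.145).
These are few reads, so the change of ACS4 is understated by the added 1.
IAA5 (AT1G15580) rose from 10.6 ± 3.95 to 37.1 ± 5.74 normalized reads, a log2 fold change of 1.77 (standard error 0.29, limma adjusted p = 0.244).
GH3.1 (AT2G14960) rose from 38.9 ± 5.75 to 90.1 ± 20.8, a log2 fold change of 1.17 (standard error 0.21, limma adjusted p = 0.359).
GH3.3 (AT2G23170) rose from 1309 ± 69.4 to 2193 ± 237, a log2 fold change of 0.74 (standard error 0.091, limma adjusted p = 0.0740).
In each of these genes all 3 Heatin replicates at 27°C were above all 3 mock replicates.
GH3.3 was called in 1 of the 6 fits that left out a replicate of its comparison.
In the fit with a replicate block, the limma adjusted p-values were 0.0642 for ACS4, 0.0642 for IAA5, 0.0939 for GH3.1 and 0.0322 for GH3.3.
At 22°C none of them was called, with log2 fold changes of -0.29, 0.26, 0.07 and -0.03 in the same order, and those of GH3.1 and GH3.3 changed sign when single replicates were left out.
The difference of the Heatin effect between the temperatures had a limma adjusted p-value of 1.00 in each gene.

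**Figure D1:**
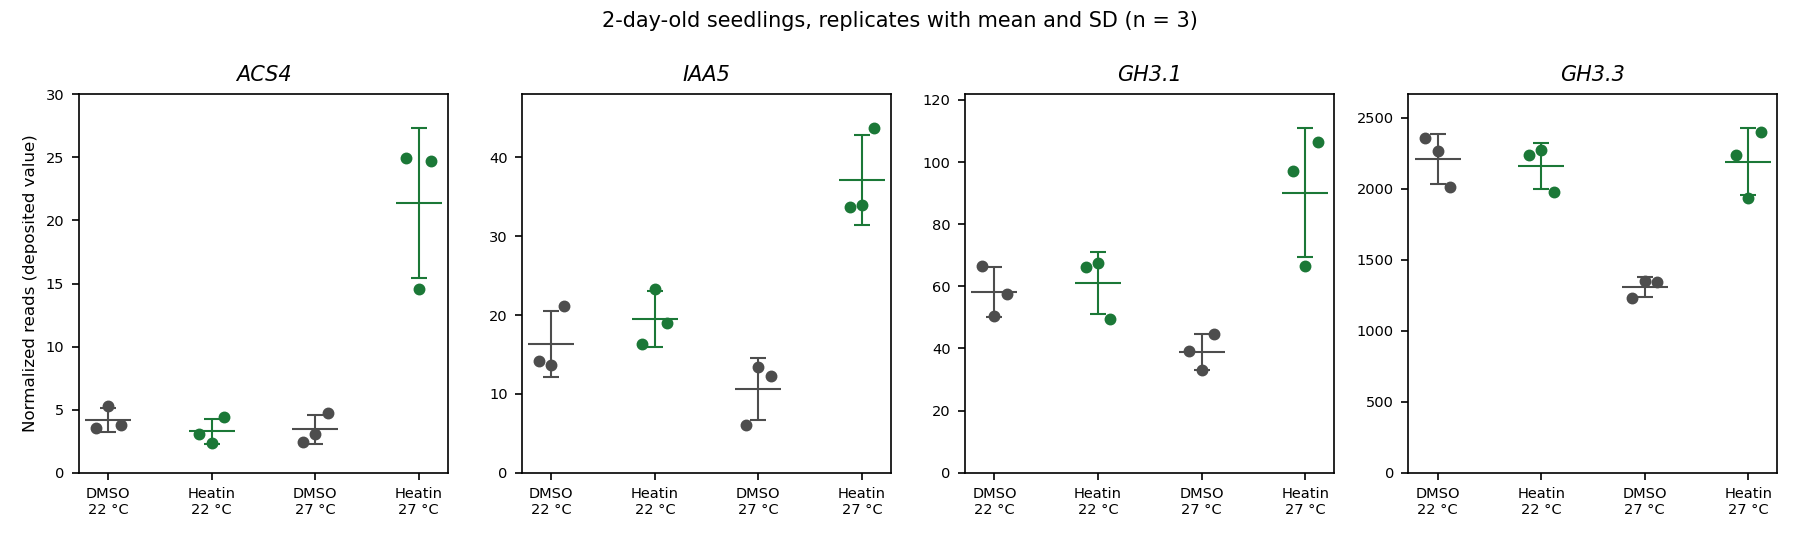
Normalized reads of ACS4, IAA5, GH3.1 and GH3.3 in 2-day-old seedlings, on a linear axis from 0, for DMSO and Heatin at 22°C and 27°C. Points are the 3 replicates, the horizontal mark is their mean and the bar their SD; in every panel the Heatin points at 27°C lie above the DMSO points at 27°C, with the lowest Heatin value of ACS4 at 14.6 and the highest DMSO value at 4.74.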

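Auxin response genes at 7 days were counted by family, as the Aux/IAA, GH3, SAUR and ARF genes named in the TAIR10.1 annotation, of which 126 could be tested. At 22°C, 8 of them (6.35%) were upregulated by Heatin, against 1.39% of all genes tested (Fisher's exact test, two-sided, p = 0.000386). At 27°C, 13 (10.3%) were upregulated, against 2.32% of all genes tested (Fisher's exact test, two-sided, p = 7.7e-06). Under the replicate block the shares were 12.7% and 11.9%. One response gene, SAUR78, was downregulated at 22°C. None was at 27°C, where 4 had an unadjusted p-value below 0.05. These families are not the Gene Ontology category itself, which was not used here.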

Terms in the Gene Ontology (GO) enrichment analysis of Heatin‐upregulated genes at day 7 also pointed towards auxin, as among other terms, genes annotated as ‘response to auxin stimulus’ was found as an overrepresented category (22°C) (Table S8). Examination of specific auxin biosynthesis and signalling genes confirmed that expression of several AUX/IAA proteins is significantly affected by Heatin treatment, whereas auxin biosynthesis genes do not seem affected at the transcript level (Table S9).

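At 22°C, 5 of 28 Aux/IAA genes tested were upregulated by Heatin at 7 days: IAA19 (log2 fold change 0.81), IAA17 (0.60), IAA3 (0.41), IAA7 (0.39) and IAA9 (0.29), with limma adjusted p-values between 4.1e-05 and 0.0271. At 27°C, 4 were upregulated: IAA5 (1.65), IAA6 (1.02), IAA19 (0.55) and IAA17 (0.43), with limma adjusted p-values between 0.000452 and 0.0911. None was downregulated at either temperature, where 1 Aux/IAA gene at 22°C and 0 at 27°C had a lower value at an unadjusted p-value below 0.05. Of 19 auxin biosynthesis genes tested at 7 days (TAA1/TAR, YUC, CYP79B2/B3, CYP71A13, AMI1, AAO1 and NIT1 to NIT3), none was called at 22°C, where 4 had an unadjusted p-value below 0.05. At 27°C, CYP79B3 (log2 fold change 0.53, limma adjusted p = 0.00159), NIT2 (0.38, adjusted p = 0.0517) and AAO1 (0.26, adjusted p = 0.0676) were upregulated, a share of 15.8% (Fisher's exact test, two-sided, p = 0.00915). None was downregulated there, and at an unadjusted p-value below 0.05 there were 4 higher and 4 lower. At 27°C CYP79B3 alone remained at an adjusted p-value below 0.05 (limma, Benjamini-Hochberg), and including the replicate number as a block gave 4 upregulated genes. Over both temperatures CYP79B3, NIT2 and AAO1 were upregulated (limma adjusted p = 0.00185, 0.0164 and 0.0341) and YUC8 was downregulated (log2 fold change -0.16, limma adjusted p = 0.0545). From its examination of auxin biosynthesis and signalling genes in Table S9, the paper states that several AUX/IAA genes are affected by Heatin and that biosynthesis genes do not seem affected at the transcript level.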

### NIT1‐subfamily proteins are potential molecular targets of Heatin

A chemical proteomics (Futamura *et al.*, 2013) strategy was designed to identify potential biomolecular targets of Heatin (Figure 4; Figures S10–S12a). For this purpose, we structurally elaborated Heatin analogue no. 202 (Figure S3c) as it displayed a similar bioactivity (Figure 1c) to Heatin and shares the 2‐napthol moiety but contains a stable tertiary amine in place of the hydrazide moiety found in Heatin, making it resistant to hydrolysis (Figure 4a). Starting from no. 202, an azide‐functionalized probe (Appendix S2, Figure 4a) was synthesized and subsequently linked to alkyne‐functionalized magnetic beads by means of the copper catalysed ‘click’ reaction (Figure 4b). The resulting Heatin‐coated beads were incubated with total‐protein extract of pooled 2–3‐day‐old seedlings. Bead elution was performed using the original Heatin molecule to enrich for Heatin‐specific targets and to remove unspecific proteins attached to the beads or probe molecule (Figure 4b). The resulting ‘Elute’ fraction and the ‘On‐bead’ remaining fraction were collected separately and analysed by liquid chromatography‐tandem mass spectrometry (LC‐MS/MS). After filtering of the MS results (Data S1), 212 protein groups were significantly enriched in the ‘Elute’ fraction compared with the ‘On‐bead’ fraction [at 5% false discovery rate (FDR), Figure 4c, Table S10].

**Figure 4:**
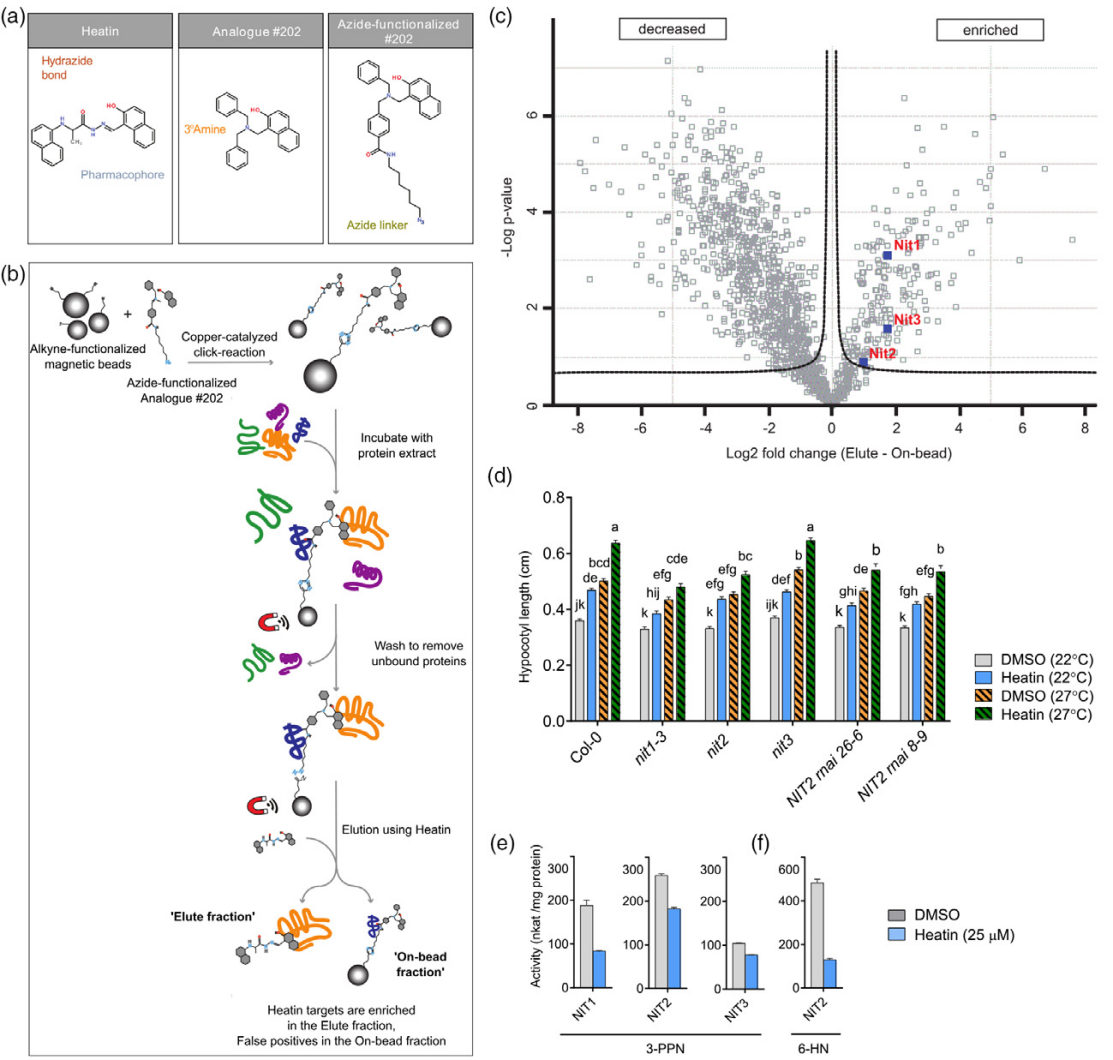
Nitrilase 1‐subfamily members are direct Heatin targets. (a) Chemical structures of Heatin (left), analogue no. 202 (middle) and azide‐functionalized compound no. 202 (right). Highlighted are the pharmacophore (blue), Heatin’s hydrazide bond (red), analogue no. 202’s corresponding amine bond (yellow) and the azide linker (green). (b) Schematic representation of the chemical proteomics strategy. (c) Volcano plot of statistical significance against fold‐change of protein group label‐free quantification intensities between ‘Heatin‐eluted’ and ‘On‐bead fractions’ based on a two‐sided Student’s *t*‐test (FDR: 0.05; S0: 0.1). NIT1‐subfamily member proteins (indicated in blue squares and red letters) are enriched in the Elute fraction. Dotted lines represent the threshold for significant differences in protein abundances. Data are based on four biological replicates per condition. (d) Hypocotyl lengths of 8‐day‐old *nitrilase1‐subfamily* mutant seedlings and Col‐0 wild type, grown on mock [dimethyl sulphoxide (DMSO), grey and orange bars] or in presence of Heatin (8.5 µm; blue and green bars), at either 22°C (open bars) or 27°C (dashed bars). Values are averages of six independent repetitions of 20–30 seedlings each. Letters indicate significance groups (Tukey HSD *post‐hoc* test), where averages that do not share letters are significantly different from each other (*P* < 0.05). (e,f) *In vitro* enzymatic activity of recombinant NIT1‐subfamily proteins with (e) 3‐phenylpropionitrile (3‐PPN) or (f) 6‐heptenenitrile (6‐HN) as substrate (2.5 µm), with DMSO solvent as mock (grey bars) or Heatin (25 µm; blue bars), present in the reaction mix. Values are averages of three technical replicates. Error bars indicate SEM.

Small molecules often bind multiple members of multiprotein families and hence chemical genetics approaches are particularly useful to overcome genetic redundancy (Dejonghe and Russinova, 2017; Tóth and van der Hoorn, 2010). We therefore searched for enriched molecular function GO terms among the 212 ‘Heatin‐eluted’ protein groups (Table S11, Figure S10a). This unbiased approach recovered phospholipase activator activity as the top overrepresented category. However, all recovered peptides that were assigned to ADP ribosylation factor proteins were shared among the six annotated phospholipase activator activity proteins in Arabidopsis, which are therefore not discriminative. Consequently, they were collectively assigned to a single protein group. Thus, it is undetermined if indeed several of these factors are present in the ‘Elute fraction’, as all members of a protein group were included in the GO term analysis. For this reason, we focused on the second highest fold enriched group: ‘indole‐3‐acetonitrile nitrilase/nitrile hydratase’ activity (88.02 times), consisting of the four members of the nitrilase protein family of which each member was uniquely identified and therefore assigned an independent protein group. Interestingly, of the four nitrilases, we recovered all three members of the *Brassicaceae‐*specific NIT1‐subfamily (NIT1, NIT2 and NIT3) as potential Heatin targets, but not the divergent NIT4 (Piotrowski, 2008; Vik *et al.*, 2018; Vorwerk *et al.*, 2001) (Figure 4c, Table S11). Indeed, of several tested crop species, only varieties belonging to the *Brassicaceae* exhibited Heatin‐induced hypocotyl elongation (Figure S10b, Appendix S3). Such hypocotyl elongation is a good proxy for growth and productivity of adult plants under high temperatures (Ibañez *et al.*, 2017).

We next tested whether the NIT1‐subfamily proteins are required for Heatin‐mediated hypocotyl elongation, by assaying sensitivity of Arabidopsis *nitrilase1‐subfamily* mutants to Heatin (Figure 4d; Figure S11). In the presence of Heatin, hypocotyls of *nit1‐3* (Normanly *et al.*, 1997) were significantly shorter than Col‐0 wild type in both control and high temperature (27°C) conditions (Figure 4d). A *35S::NIT1* overexpression line exhibited shorter hypocotyls under control conditions in the absence of Heatin, but this effect was overcome by Heatin, possibly due to increased sensitivity to the compound (Figure S11a). In the presence of Heatin, hypocotyl lengths of a *nit2* knock‐out mutant and two independent *NIT2 RNAi* lines (Lehmann *et al.*, 2017) were also reduced, whereas a *nit3* knock‐out mutant was not affected in its responsiveness (Figure 4d). Overall, our results indicate that NIT1 and NIT2 are required for full Heatin‐mediated hypocotyl elongation, whereas NIT3 has no apparent role. Interestingly, in the absence of Heatin hypocotyl elongation of *nit1‐3*, *nit2*, *NIT2 RNAi* knockdown and *NIT1* overexpression (Figure 4d; Figure S11a) lines all displayed reduced responsiveness to high temperature. Therefore, NIT1 and NIT2 can be considered contributors to seedling thermomorphogenesis. Heatin did not affect *NIT1‐subfamily* mRNA levels, indicating that Heatin operates at the protein level. 

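The NIT1-subfamily genes analysed were NIT1 (AT3G44310), NIT2 (AT3G44300) and NIT3 (AT3G44320).
Of the 50-base windows of their exons in TAIR10.1, 5.79% in NIT2, 3.92% in NIT1 and 0.612% in NIT3 also occur in another of the 3 genes.
In 2-day-old seedlings NIT1 had 31438 ± 654 normalized reads in the mock and 33052 ± 2396 in Heatin at 22°C, and 25963 ± 2569 and 27209 ± 1536 at 27°C (SD, n = 3).
NIT2 had 1194 ± 661 and 1543 ± 463 at 22°C, and 2599 ± 790 and 3176 ± 1233 at 27°C.
NIT3 had 1754 ± 48.6 and 1902 ± 163 at 22°C, and 1006 ± 98.2 and 1021 ± 85.0 at 27°C.
Over both temperatures the Heatin effect was 0.07 on the log2 scale for NIT1 (exact permutation test within temperature, two-sided, p = 0.235), 0.36 for NIT2 (exact permutation p = 0.25) and 0.07 for NIT3 (exact permutation p = 0.305), where 400 arrangements allow no p-value below 0.005.
NIT2 varied most between replicates, with replicate 3 highest in each group.
With same-numbered replicates paired, the exact permutation p-values were 0.188 for NIT1, 0.0313 for NIT2 and 0.0938 for NIT3, and 0.0313 is the smallest that the 64 paired arrangements allow; NIT2 was higher in Heatin in each of the 6 pairs.
From mRNA levels that it reports as unaffected, the paper reasons that Heatin operates at the protein level.

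**Figure D2:**
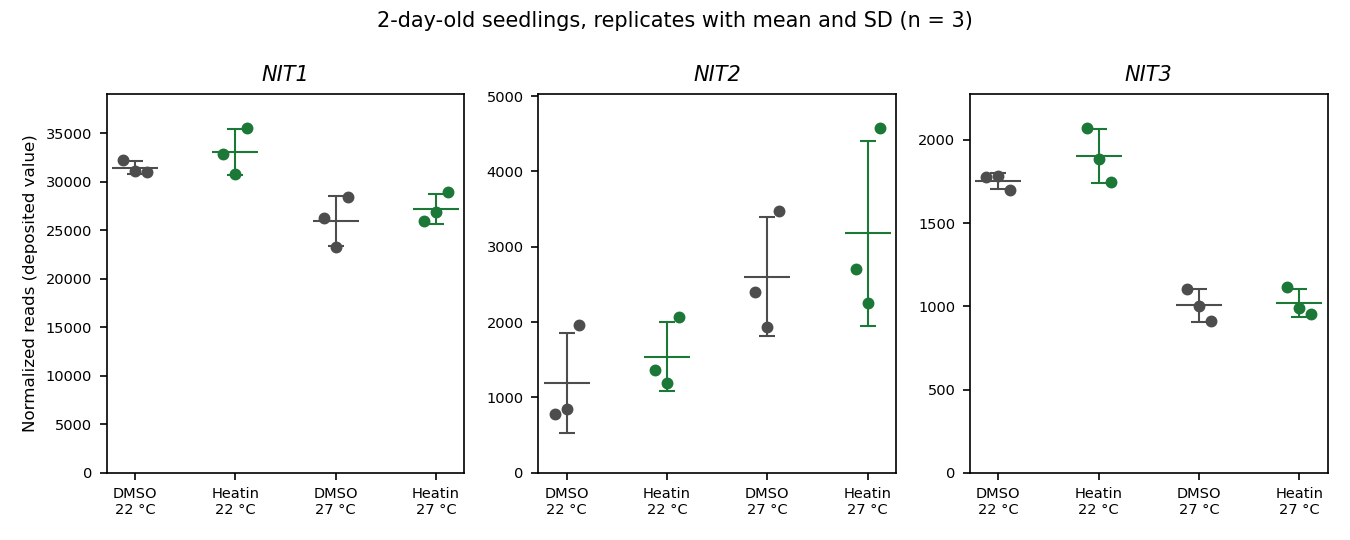
Normalized reads of NIT1, NIT2 and NIT3 in 2-day-old seedlings, on linear axes from 0, for DMSO and Heatin at 22°C and 27°C. Points are the 3 replicates, the horizontal mark is their mean and the bar their SD; for NIT2 the DMSO points at 22°C run from 782 to 1957 and the Heatin points at 22°C from 1191 to 2068.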

Transcriptional regulation may be involved in NIT1‐subfamily contributions to thermomorphogenesis as mRNA levels responded to high temperatures (Figure S11b).

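At 27°C compared with 22°C, over mock and Heatin samples of 2-day-old seedlings, NIT1 fell by 0.28 on the log2 scale (exact permutation test within compound, two-sided, p = 0.005, the smallest possible) and NIT3 fell by 0.85 (exact permutation p = 0.005). NIT2 rose by 1.11 (exact permutation p = 0.01). In the mock samples alone, limma adjusted p-values of the temperature effect were 0.0234 for NIT1, 0.0118 for NIT2 and 1.3e-05 for NIT3. The replicates at 27°C and 22°C were separated for NIT1 and NIT3 in the mock, and overlapped for NIT2. With same-numbered replicates paired, each of the 3 genes reached the smallest p-value of the paired exact test.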

We next considered the possibility that NIT1‐subfamily members convert Heatin into HNA/HNC, similar to Sirtinol turnover into HNA. However, all tested *nit* mutants were sensitive to hypocotyl elongation induced by HNA and HNC application similar to wild‐type Col‐0 (Figure S11c). Moreover, Heatin additively stimulated hypocotyl elongation in the presence of supra‐optimal (Figure 1f) HNC (and to a lesser extend HNA) concentrations (Figure S11c). These results suggest that NIT1‐subfamily enzymes are likely not involved in Heatin turnover into HNA/HNC, which further underlines that Sirtinol/HNA and Heatin affect at least in part, different signalling pathways.

### Heatin affects auxin metabolism via NIT1‐subfamily proteins

Previous reports indicated roles for NIT1‐subfamily members in defence and in auxin metabolism (Lehmann *et al.*, 2017; Piotrowski, 2008) and IAN is a known NIT1‐subfamily substrate that is converted by the nitrilases to IAA (Lehmann *et al.*, 2017). Given the involvement of auxin in Heatin‐induced hypocotyl elongation (Figure 3) on the one hand and the auxin signature observed among the genes affected by Heatin on the other hand (Tables S6–S9), we enquired whether Heatin modulates hypocotyl elongation by interfering with IAA metabolism. To this end, *in vivo* levels of IAN and IAA were quantified (Pěnčík *et al.*, 2018) in the presence and absence of Heatin (Figure 5a; Figure S13a,b). A striking significant increase in IAN abundance was detected in 2‐day‐old, but particularly 3‐day‐old seedlings. This *in vivo* IAN substrate accumulation prompted NIT1‐subfamily *in vitro* activity assays, using purified recombinant nitrilases (Piotrowski *et al.*, 2001) and different substrates (Figure 4e,f; Figure S12b–d). Results obtained showed that Heatin inhibits nitrilase enzyme activity as turnover of the substrate 3‐phenyl‐propionitrile (3‐PPN) (Vorwerk *et al.*, 2001) was reduced in the presence of Heatin (Figure 4e) in a dose–response manner, with an estimated half‐maximal inhibitory concentration (IC_50_) of 20.7 µm for NIT1 (Figure S12c,d). Turnover of 6‐heptenenitrile by recombinant NIT2 was accordingly reduced by Heatin (Figure 4f), showing that Heatin inhibition of NIT1‐subfamily enzyme activity is not substrate specific.

**Figure 5:**
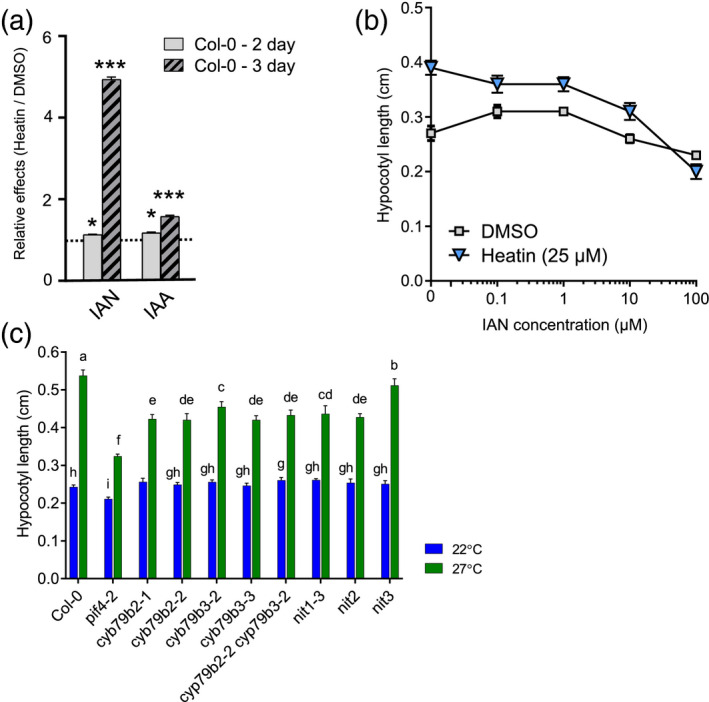
Heatin application results in indole‐3‐acetonitrile (IAN) and indole‐3‐acetic acid (IAA) accumulation required for hypocotyl elongation. (a) Relative Heatin effects on endogenous IAN and IAA levels. Two‐day‐old samples are shown as clear bars and 3‐day‐old samples are shown as striped bars. Horizontal dotted line indicates no difference between dimethyl sulphoxide (DMSO) and Heatin treatment. *N* = 4 replicates per treatment, each of 10 mg (fresh weight) seedlings. Asterisks indicate statistical significance, *P < 0.05, ***P < 0.001, determined by a Student’s *t*‐test. (b) Dose–response curves of hypocotyl lengths of 8‐day‐old Col‐0 wild‐type seedlings grown on medium containing various concentrations of IAN in the presence (blue triangles) or absence (mock; grey squares) of Heatin (25 µm). (c) Hypocotyl lengths of 8‐day‐old seedlings of Col‐0 wild‐type and various *cyp79b2* and *cypb79b3* and *nitrilase1‐subfamily* mutants, grown at 22°C (blue) and 27°C (green bars). Values are averages of (b) seven to eight independent repetitions of 15–68 seedlings, and (c) six to eight independent repetitions of 15–50 seedlings each. Error bars indicate SEM. Letters indicate significance groups (Tukey HSD *post‐hoc* test), where averages that do not share letters are significantly different from each other (*P* < 0.05). Note that these data provide independent confirmation for the observation that NIT1 and NIT2 contribute to thermomorphogenesis.

In the presence of Heatin the *in vivo* level of the nitrilase substrate IAN is increased but, remarkably, also *in vivo* levels of bioactive IAA significantly increased, in both 2‐ and 3‐day‐old seedlings (Figure 5a; Figure S13a,b). Probably, this rise in IAA abundance contributes to Heatin‐induced hypocotyl elongation, implying that observed Heatin‐imposed inhibition of NIT1‐subfamily enzyme may not be directly causal for hypocotyl elongation. Nitrilases are involved in IAA production and may modulate the response to Heatin. We tested the necessity of the IAN/IAA biosynthesis pathway for hypocotyl elongation at warm temperatures. A dose–response assay confirmed that IAN could stimulate elongation up to a concentration of 1 µm, whereas higher concentrations became suppressive (Figure 5b). However, in the presence of Heatin, IAN suppressed hypocotyl elongation already at a 10‐fold lower concentration (Figure 5b). In addition, we tested mutants in the P450 cytochromes CYP79B2 and CYP79B3. These enzymes convert TRP to indole‐3‐acetaldoxime, the precursor of IAN. *Cyp79b* mutants are nearly IAN‐depleted and display reduced hypocotyl elongation in response to high temperatures (Sugawara *et al.*, 2009; Zhao, 2012), which we confirmed in our experimental conditions (Figure 5c). Responsiveness to Heatin application was significantly reduced in *cyp79b* mutants as compared with the Col‐0 wild type (Figure S14a,b). This suggests that Heatin and IAN are associated with the IAA pathway, triggering hypocotyl elongation, although the exact mechanism of Heatin action and its contribution to hypocotyl elongation remains unclear.

## DISCUSSION

Temperature is a pervasive stimulus that affects all molecular processes in plants. Therefore, investigations on temperature signalling networks are prone to thermodynamic and other unspecific effects (Vu *et al.*, 2019). A further complication is the prevalence of genetic redundancy (Cutler and McCourt, 2005). To overcome these hurdles, we adopted a forward chemical genetics strategy (Dejonghe and Russinova, 2017) and identified the small molecule Heatin as an inducer of elongation growth (Figure 6). In a previous chemical genetics screen, the structurally related compound piperidine (no. 401) was also identified as inducer of hypocotyl elongation (Savaldi‐Goldstein *et al.*, 2008), indicating that the findings here reported are not restricted to our experimental conditions. In general, Heatin effects on hypocotyl growth are more pronounced at control temperatures than in high temperatures. A likely explanation for this is that the total elongation capacity is already partly saturated in the elongated hypocotyls at warm temperatures. This may limit the effective window of the compound Heatin.

**Figure 6:**
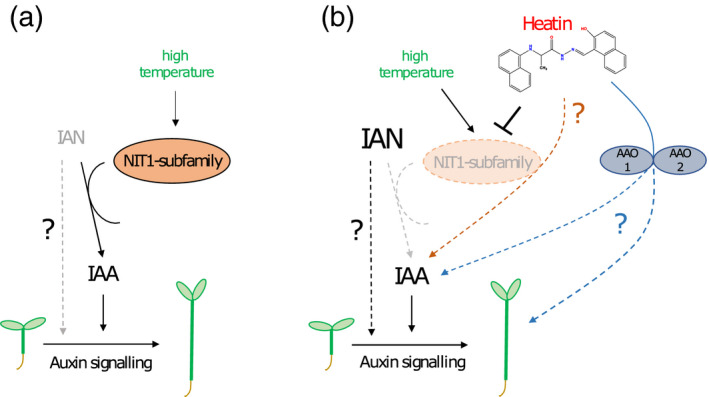
Proposed model of the role of the NIT1 family of nitrilases in hypocotyl elongation (thermomorphogenesis) in the absence and presence of the chemical compound Heatin. (a) In absence of the chemical compound Heatin. Hypocotyl elongation in high temperature conditions (27°C; green letters) requires the NIT1‐subfamily of nitrilase enzymes (orange oval). Members of the NIT1‐subfamily convert the auxin precursor indole‐3‐acetonitrile (IAN) into bioactive auxin indole‐3‐acetic acid (IAA). Hence, in high temperature conditions IAN substrate levels are relatively low (grey letters) and IAA product levels are relatively high (black letters). A possible direct effect of IAN on hypocotyl elongation (bypassing IAA) cannot be excluded and is here indicated as a grey‐dotted arrow and black question mark. How high temperature interacts with NIT1‐subfamily enzymes is unknown, but IAN substrate conversion by NIT2 is promoted by higher temperatures. Furthermore, NIT2 displays an atypical temperature sensitivity profile (Vorwerk *et al.*, 2001). Eventually, auxin perception and signalling are required for hypocotyl elongation. (b) In presence of the chemical compound Heatin. In this study, we report on the identification of the chemical compound Heatin (red letters and chemical structure). We demonstrate that NIT1 and NIT2 are required for Heatin‐mediated hypocotyl elongation and propose that Heatin can directly interact with NIT1‐subfamily members to inhibit their activity (orange oval with dashed outline and grey letters). As a result, IAN substrate levels are high in the presence of Heatin (bold black letters). Unanticipated, also a significant rise in the NIT1‐subfamily enzyme product, bioactive IAA, was observed because of Heatin application, which occurs via an unknown mechanism (orange dashed line and question mark). Although unanticipated, a similar finding has been reported before (Piotrowski *et al.*, 2001). This increase in IAA would likely contribute to observed Heatin‐induced hypocotyl elongation. However, as indicated above, we cannot exclude IAN to trigger hypocotyl elongation (bypassing IAA; dotted arrow). Nevertheless, it appears that the main effect of Heatin on hypocotyl elongation is probably not depending on the nitrilases, although nitrilases may indirectly affect the response to Heatin because of their role in the production of IAA. A possible alternative pathway for Heatin action may involve aldehyde oxidase 1 (AAO1) and AAO2 enzymes, as these redundantly contribute to Heatin‐mediated hypocotyl elongation. As AAO activity was proposed to be linked to IAA biosynthesis (Böttcher *et al.*, 2014; Seo *et al.*, 1998) it is possible that this AAO1/AAO2 route contributes to observed increased IAA levels in the presence of Heatin. AAO1/AAO2 might interfere with elongation growth via a yet unknown mechanism (blue dashed lines and question mark).

We show that Heatin application results in *in vivo* accumulation of bioactive IAA and its precursors IAN (Figure 6b). Heatin effects are partly distinct from those of the synthetic auxinic compound picloram and might diverge at the level of AFB3, because mutants in this auxin receptor component are hypersensitive to Heatin, whereas normal picloram sensitivity is retained. Such a specific role for AFB3 would not be unprecedented. Specific roles for each auxin receptor are suggested and each receptor has different affinities for different auxinic compounds (Calderón Villalobos *et al.*, 2012; Parry *et al.*, 2009; Shimizu‐Mitao and Kakimoto, 2014). Interestingly, *afb3* single mutants were reported to be hypersensitive to auxin‐induced hypocotyl elongation (Chapman *et al.*, 2012) and to salt stress (Garrido‐Vargas *et al.*, 2020). Moreover, AFB3 was proposed to have a unique role in the responses of roots to nitrate (Vidal *et al.*, 2010). Although the exact mechanism remains unclear, it is hypothesized that this hypersensitivity is due to increased activity of other TIR1/AFB family members. This is in line with our observation that the *tir1* and *afb5* mutant are partially resistant to Heatin, while the *axr1‐3* mutant, which is disturbed in SCF^TIR1/AFB^ auxin receptor complex formation (del Pozo *et al.*, 2002; del Pozo and Estelle, 1999), is insensitive.

Alternatively, Heatin’s bioavailability could be restricted to the hypocotyl. Again, this would not be unprecedented, as several auxin analogues are effectively transported and metabolized *in situ* to release active auxins (Savaldi‐Goldstein *et al.*, 2008). Furthermore, removal of the hydroxyl group from 1‐aminomethyl‐2‐naphthol causes loss of hypocotyl specificity and removal of non‐core parts of the Heatin molecule reduces bioactivity. Heatin accumulation in the hypocotyl is indirectly supported by the observation that 25 µm Heatin is not sufficient for full nitrilase inhibition *in vitro* (Figure 4a; Figure S12c,d), whereas Heatin effects on hypocotyl elongation are clearly induced at a concentration of 5 µm and higher (Figure 2a). It is also possible that inhibition of nitrilases in the physiological context is more effective than in the *in vitro* test buffer. Alternatively, if Heatin directly competes with nitrilase substrate binding, the relatively high substrate levels in the *in vitro* experiment may have outcompeted Heatin binding, thereby dampening the inhibitive effect. The latter would implicate that NIT1‐subfamily proteins are direct molecular targets of the Heatin compound. Circumstantial evidence suggests this to be the case. First, in our chemical proteomics approach we uncovered the NIT1‐subfamily proteins with a Heatin‐derived probe as bait. Secondly, NIT1 and NIT2 are required for full Heatin‐mediated hypocotyl elongation, and thirdly, NIT1‐subfamily enzyme activity is reduced in the presence of Heatin. However, dedicated biochemical, and biophysical experiments are needed to confirm the direct molecular interaction between the ligand Heatin and the proposed NIT1‐subfamily targets and to establish how Heatin inhibits nitrilases (e.g. competitive or allosteric).

Nitrilases catalyse the hydrolysis of nitrile into the corresponding carboxylic acid and ammonia and are found throughout the plant kingdom, where they are mainly involved in cyanide detoxification and defence against pathogens and herbivory (Piotrowski, 2008; Vik *et al.*, 2018; Vorwerk *et al.*, 2001). In *Brassicaceae*, nitrilases can be divided into two subfamilies, i.e. NIT4 and the NIT1‐subfamily (NIT1, NIT2 and NIT3). NIT4 has a well understood role in cyanide detoxification (Piotrowski, 2008) and shows high substrate specificity. Nitrilases of the NIT1‐subfamily have among others a role in auxin biosynthesis (Lehmann *et al.*, 2017; Vik *et al.*, 2018) in a *Brassicaceae‐*specific pathway parallel to the main auxin biosynthesis route (Zhao, 2012). In the NIT1‐subfamily–dependent pathway, l‐tryptophan is metabolized into indole‐3‐acetaldoxime by the cytochrome P450 CYP79B2 (Lehmann *et al.*, 2017; Tóth and van der Hoorn, 2010) and subsequently converted into IAN by CYP71A1 and then hydrolysed by nitrilases into bioactive IAA (Lehmann *et al.*, 2017; Tóth and van der Hoorn, 2010).

Heatin treatment resulted in *in vivo* accumulation of its substrate IAN, in line with the observation that nitrilase activity is suppressed by Heatin *in vitro*. However, we also observed a significant increase in bioactive IAA levels. Such an apparent contradictory connection between NIT1, and IAA and IAN levels is not unprecedented, as it has been reported that *NIT1* overexpression resulted in reduced total IAA and IAN levels (Piotrowski *et al.*, 2001). However, the underlying mechanism is not understood. These findings suggest that the main effect of Heatin on hypocotyl elongation may not be through Heatin affecting the nitrilases, but that the effect of Heatin on hypocotyl elongation is due to increased IAA levels. However, the possibility remains that IAN directly stimulates elongation growth in a NIT1‐ and NIT2‐dependent manner (Figure 6), or that nitrilases indirectly affect the response to Heatin because of their role in IAA biosynthesis.

Previous modelling studies have suggested that IAN might possibly bind to the TIR1 auxin receptor directly to form stable complexes with AUX/IAA proteins (Katz *et al.*, 2015; Vik *et al.*, 2018). This suggestion should be taken with great caution, as IAN did not facilitate TIR‐AUX/IAA7 interaction in a yeast two‐hybrid assay, unlike IAA, and the modelled binding of IAN to TIR1 does not occupy the same region on chain B, close to Ala299, but occurs on chain C (Katz *et al.*, 2015; Vik *et al.*, 2018).

We considered whether Heatin could be metabolized *in situ* to release an auxinic compound affecting auxin metabolism, analogous to Sirtinol’s action relying on hydrolysis of its hydrazine bond to release HNA. Aldehyde oxidase proteins could then metabolize HNA into HNC (Dai *et al.*, 2005; Zhao *et al.*, 2003). However, several of our observations indicate that Heatin is not directly metabolized into HNA/HNC. First, Heatin acts in an additive way to supra‐optimal HNA concentrations (Figure S11a). Second, Heatin does not require ARF7 and ARF19 to exert its effect (Figure 3b; Figure S6c). Third, Heatin did not activate the *DR5* auxin reporter promoter (Figure S6d). Fourth, compound no. 202 used for our chemical proteomics experiment is less prone to hydrolysis and has a similar activity as Heatin, suggesting that Heatin metabolism *in situ* is probably not a prerequisite for its bioactivity. Finally, from a chemical perspective, compound no. 202 cannot be hydrolysed via the same mechanism as Heatin; even if hydrolysed, the magnetic beads used in our proteomics approach would separate from the active moiety of the molecule (Figure 4c), which would have precluded NIT1‐subfamily recovery. Nevertheless, we observed resistance of *sir1* to Sirtinol and Heatin, suggesting that aldehyde oxidation capacity is required for Heatin’s effect (Dai *et al.*, 2005). Heatin resistance of the *aao1‐1 aao2‐1* double mutant supports this notion. It is tempting to speculate that Heatin may in part affect elongation growth by modulating auxin metabolite levels by interfering with aldehyde oxidation capacity, as AAO1 has been implicated in IAA biosynthesis (Böttcher *et al.*, 2014; Seo *et al.*, 1998) (Figure 6b). However, the contribution of AAO proteins to auxin biosynthesis *in planta* is still under debate (Mashiguchi *et al.*, 2011; Seo *et al.*, 1998; Seo *et al.*, 2004). In conclusion, we propose that Heatin has a complex mode of action, which may involve inhibiting NIT1‐subfamily activity and affecting an AAO‐dependent process (Figure 6b).

We also observed that *NIT1* and *NIT2* contribute to high temperature‐induced hypocotyl elongation in the absence of Heatin, demonstrating that these proteins have a role in seedling thermomorphogenesis (Figure 6a). Interestingly, high temperature affects NIT2 enzymatic activity, analogous to Heatin‐mediated inhibition of NIT2 activity, as the thermal optimum for enzymatic IAN substrate conversion of NIT2 is at the relatively low temperature of 12–15°C and decreases rapidly at higher temperatures (Vorwerk *et al.*, 2001). This atypical temperature sensitivity profile is striking, as it is not observed for NIT1 or NIT3, or for other NIT2 substrates, and may play a critical role in modulating IAA/IAN levels at warm temperatures and consequently thermomorphogenesis.

In conclusion (Figure 6), our work assigns a role to the NITRILASE1‐subfamily in mediating thermomorphogenesis and identifies Heatin as a chemical entity for studies on auxin biology. Given the large number (no. 212) of protein groups that were significantly enriched in the ‘Elute’ fraction in our chemical proteomics approach, it is possible that Heatin affects (elongation) growth via one or several of the other interacting proteins. We cannot exclude that Heatin may affect other processes in the plant that possibly contribute to elongation growth than merely affecting auxin biosynthesis, either by targeting other candidate proteins than the NIT1‐subfamily, or via the contribution of NIT1‐subfamily enzymes to other metabolic pathways (Lehmann *et al.*, 2017; Vik *et al.*, 2018). The relevance and applicability of the Heatin–nitrilase connection in modulating cell expansion, plant growth and acclimation to high temperature should therefore be further validated in future experiments. Nevertheless, we propose that Heatin and its functional analogues can be of use in *Brassicaceae* crop systems as agrochemicals to facilitate optimal growth under suboptimal temperature conditions. No detrimental side‐effects of Heatin applications were observed in our experimental set‐ups, but toxicological assessments are required before Heatin can be considered for use in agricultural or horticultural practice.

## Experimental procedures

### Plant materials and growth conditions

Arabidopsis seeds were obtained from the Nottingham Arabidopsis stock centre (www.arabidopsis.info) or were kind gifts of colleagues. The following lines were used: Col‐0, L*er* and C24 wild types, *pif4‐2* (Leivar *et al.*, 2008), *sir1* (Zhao *et al.*, 2003), *sir3‐1* (Dai *et al.*, 2005), *sir/N22A* (Teschner *et al.*, 2010), *atCand1‐2* (homozygous genotyped SALK_099479) (Cheng *et al.*, 2004), *tir1‐1* (Ruegger *et al.*, 1998), *afb1‐3* (Savaldi‐Goldstein *et al.*, 2008), *afb2‐3* (Savaldi‐Goldstein *et al.*, 2008), *afb3‐4* (Parry *et al.*, 2009), *afb5‐5* (Salk_110643) (Prigge *et al.*, 2016), *tir1‐1 afb2‐3* (Savaldi‐Goldstein *et al.*, 2008), *tir1‐1 afb5‐5* (Gleason *et al.*, 2011), *axr1‐3* (Estelle and Somerville, 1987), *aao3‐1* (Seo *et al.*, 2004), *aao3‐2* (González‐Guzmán *et al.*, 2004), *aao3‐4* (homozygous genotyped SALK_072361) (Seo *et al.*, 2004), *aao4‐1* (homozygous genotyped SALK_047520) (Ibdah *et al.*, 2009), *aao4‐2* (homozygous genotyped SALK_057531) (Ibdah *et al.*, 2009), *eDR5:LUC* (Covington and Harmer, 2007), *gpa1‐4* (Jones *et al.*, 2003), *agb1‐2* (Ullah *et al.*, 2003), *gpa1‐4 agb1‐2* (Ullah *et al.*, 2003), *gcr1‐2* (Chen *et al.*, 2004), *gcr2‐4* (Gao *et al.*, 2007), *agg1* (Trusov *et al.*, 2007), *agg1‐1 agg2‐1* (Trusov *et al.*, 2007), *rgs1‐1* (Chen *et al.*, 2003), *gcr triple* (Guo *et al.*, 2008), *arf7‐1* (Okushima *et al.*, 2005), *arf7‐1 arf19‐1* (Okushima *et al.*, 2005), *nit1‐3* (Normanly *et al.*, 1997), *nit2* (SM_3_24059) (Trompetter, 2010), *nit3* (GK_04E09) (Trompetter, 2010), *NIT2‐RNAi* line nos 8–9 and no. 26‐6 (Lehmann *et al.*, 2017), *NIT1OE* (Lehmann *et al.*, 2017), *cyp79b2‐1* (Sugawara *et al.*, 2009), *cyp79b2‐2* (Sugawara *et al.*, 2009), *cyp79b3‐2* (Sugawara *et al.*, 2009), *cyp79b3‐3* (Sugawara *et al.*, 2009) and *cyp79b2‐2 cyp79b3‐2* double (Sugawara *et al.*, 2009). The following genotyped homozygous T‐DNA insertional lines were generated (Alonso *et al.*, 2003): SALK_073700 (*aao1‐2*), SALK_011511 (*aao1‐1*), SALK_104895 (*aao2‐2*), GABI_379H03 (*aao2‐1*) and SAIL_78_H09 (*aao3‐5*). The *aao1 aao2* double mutant was obtained by crossing SALK_011511 and GABI_379H03 lines. The selection of homozygous plants was done by checking for the insertion by polymerase chain reaction (Table S12). Reverse transcriptase–polymerase chain reaction confirmed the absence of full‐length transcripts (Figure S5c). Seeds of crop varieties were commercial batches of F1 hybrids supplied by Bejo Zaden BV (Warmenhuizen, the Netherlands).

Plant materials were grown as in van der Woude *et al.* (2019) on sterile 0.8% plant agar (Duchefa P1001), 1× Murashige–Skoog medium (including MES Buffer and vitamins; Duchefa M0255) without sucrose in Petri dishes, unless stated otherwise. Seeds were surface sterilized by a solution of 0.8% commercial bleach (Glorix) in ethanol for 10 min, followed by twice washing with ethanol for 10 min, or by chlorine gas for 3 h. After sowing, seeds were stratified for 2–3 days (Arabidopsis) or 1 night (crops) at 4°C in darkness. The Petri dishes containing the plants were subsequently grown (van der Woude *et al.*, 2019) under 100–125 µmol m^−2^ sec^−1^ PAR, short day photoperiod conditions (8 h light/16 h darkness) at 70% relative humidity in climate‐controlled Microclima 1000 growth cabinets (Snijders labs, Tilburg, the Netherlands) at either 22°C (control) or 27°C (high temperature), unless stated otherwise.

### Compound library screening and hit confirmation

The small aromatic compound library ‘Laboratories of Chemical Biology Umeå (LCBU) Screening Set’ was used for initial screening. This set contains mainly aromatic drug‐like molecules covering a wide range of chemical space and was purchased from Chembridge Corp. (San Diego, CA, USA) 8000 compounds out of the total 17 500 were screened. In parallel, a library of 360 compounds previously found to be active in plants (Drakakaki *et al.*, 2011) was tested. One µl of each compound was automatically pipetted (Biomek NX, Beckman Coulter pipetting robot) from the 5 mm stock solution to a well in a 24‐well plate. One times 600 µl Murashige–Skoog plant agar medium was added to each well manually. The final concentration of each compound in the wells was 8.3 µm. NPA (Duchefa, Amsterdam, the Netherlands) and picloram (Sigma‐Aldrich, Zwijndrecht, the Netherlands) were both dissolved in dimethyl sulfoxide (DMSO) and manually added to each 24‐well plate to Col‐0 wild type (negative control) and *pif4‐2* (positive control) respectively (4.18 µm) for internal standardization. DMSO 0.1% lacking an active compound was used as the mock solvent control.

Seeds were surface‐sterilized using a 0.1% Tween‐20, 70% ethanol solution for 2 min and subsequently washed with 95% ethanol. Six seeds were manually added to each well in a horizontal line and dispersed using a toothpick. The plates with seeds were stratified in the dark at 4°C for 3 days to synchronize germination. Subsequently, plates were pre‐germinated at 22°C, 100 µmol m^−2^ sec^−1^ long day (16 h photoperiod) conditions for 24 h. The plates were then moved to a growth cabinet (Percival Scientific Inc., Perry, IA, USA) for 8 days, set at 28°C, 75 µmol m^−2^ sec^−1^ in short day conditions (8‐h photoperiod), after which the plates were scanned using a flatbed scanner. Hypocotyl lengths were scored visually. As auxins are effective inducers of high temperature‐induced hypocotyl elongation (Franklin *et al.*, 2011; Gray *et al.*, 1998), we intended to exclude canonical auxinic compounds. All compounds that resulted in a display of the typical auxin‐related phenotypes such as small, inward curved leaves, reduced root growth (Oh *et al.*, 2014; Sorin *et al.*, 2005) and agravitropic growth, in addition to hypocotyl elongation, were excluded from further analyses. To confirm the initial hits and reduce false positive hits, a validation repetition was performed with the initial hit compounds. Of the 36 compounds with reproducible effects hypocotyl lengths were quantified at 22 and 27°C using fresh powder derived from the Chembridge vendor, to exclude effects of possible compound decay or contaminations. Two compounds were not available for follow‐up studies.

### Pharmacological compound applications

Heatin used for candidate hit confirmation was commercially obtained from Chembridge (no. 5713980). Other experiments were performed with *in‐house* synthesized Heatin (Appendix S4). Names, sources and vendor IDs of all chemicals used in this study are in Table S3; Table S4. All compounds were dissolved in DMSO (D4540; Sigma‐Aldrich) and applied to the medium in a final DMSO concentration of 0.1% (v/v). DMSO lacking added compounds was used as solvent (mock) control. Chemical properties of compounds were retrieved from the vendor’s information or public chemical databases.

### Phenotyping

Petri dishes containing seedlings for hypocotyl elongation quantification and root length measurements were scanned using a flatbed scanner and lengths were measured using ImageJ software (https://imagej.nih.gov/ij/) as in van der Woude *et al.* (2019).

Plants for vegetative rosette trait measurements were grown on sterile 0.8% plant agar as described above, in ‘Sterivent High Containers’ (S1686; Duchefa). Six plants per container were grown in several batches until the first plants started bolting. Then, photos were taken from the side for leaf angle measurement and subsequently plants were flattened and photographed from the top. Plants were weighed, and the rosette surface was determined using a LI‐3100 Surface Area Meter (LI‐COR). The petiole and leaf blade length per plant was measured by ImageJ and defined as the average of the lengths of the third to sixth youngest leaves. Hyponastic growth was measured by ImageJ and defined as the average of the angle of two opposing petioles per plant with a petiole length between 0.5 and 1 cm, relative to the horizontal.

Seedling agravitropy was scored by qualification of the growth direction of hypocotyls relative to the direction of gravity. Hypocotyls that deviated more than 45° from the opposite of the direction of gravity, were considered agravitropic. Note that in the absence of a gravitropic response approximately 75% of the seedlings are considered agravitropic by this method.

Phenotypic data were analysed using anova followed by *post‐hoc* Tukey HSD tests using a script generated in R (www.r‐project.org), or when values relative to the control or wild type are shown, by a one‐sample *t*‐test.

### Luciferase assays

Assays were done as described in van der Woude *et al.* (2019). Protein extracts were made of approximately 25 mg freshly harvested seedlings by grinding with a micro‐pestle in 100 µl 1× passive lysis buffer (E1941; Promega, Leiden, the Netherlands) followed by 10‐min incubation at room temperature. Debris was pelleted by 5 min maximum speed (16 000 ***g***) centrifugation. Twenty microliters of supernatant was transferred to a 96‐well Lumitrac‐200 plate (82050‐726; VWR, Amsterdam, the Netherlands). Luciferase activity was assayed using a Glomax 96 microplate luminometer (E6521; Promega). The ‘Luciferase Assay System’ (E1500; Promega) was used with the ‘LUC Assay System with Injector’ protocol (2‐sec delay between injection and measurement, 10‐sec integration time). Subsequently, protein concentrations were determined of each sample using the Bradford method (Bradford reagent: Sigma‐Aldrich; B6916). Absorbance was measured using a Biotech synergy HT plate reader. A bovine serum albumin (A7906; Sigma‐Aldrich) standard curve in passive lysis buffer was used to calculate protein concentrations of each sample. Luciferase signals were corrected for background signal determined by assaying Col‐0 wild type, lacking Luciferase and normalized to the protein concentration of each sample.

### Time‐lapse hypocotyl elongation assays

Assays were done as described in van der Woude *et al.* (2019) with a custom digital time‐lapse camera system consisting of a Canon EOS 350D DSLR camera of which the standard internal IR and UV rejection filters were replaced by a 715‐nm long‐pass filter, allowing detection of wavelengths beyond 715 nm. The camera was placed in front of vertical‐positioned Murashige–Skoog agar plates containing the seedlings and photos were taken with 2‐h intervals for 8 days, using an Aputure AP‐R1C LCD Timer Remote controller. An LED spotlight (940 ± 50 nm; no. BL0106‐15‐28; Kingbright) was used to illuminate seedlings continuously, in addition to the growth cabinet lights. The emitted light did not interfere with plant development as no de‐etiolation of dark‐grown etiolated plants, nor germination of imbibed seeds was observed in otherwise continuous darkness (van der Woude *et al.*, 2019).

### Generation of plant material for approximately omics analyses

To generate samples for RNA‐seq and chemical proteomics, seedlings were grown on sterile 0.8% (RNA‐seq) or 1% (chemical proteomics) plant agar (P1001; Duchefa) with 1× Murashige–Skoog medium (including MES Buffer and vitamins, M0255; Duchefa) without sucrose, as in van der Woude *et al.* (2019). Surface‐sterilized seeds were sown and stratified for 2–3 days at 4°C in darkness and then transferred to the climate cabinet. For transcriptomics, plates were photographed from the top for hypocotyl length measurements at the start of the photoperiod of day 3 (2 day‐old seedlings, 48 h) and day 8 (7‐day‐old seedlings; 168 h) and thereafter harvested into 1.5 ml reaction tubes and snap‐frozen in liquid N_2_. Each sample contained 100–200 seedlings. For the RNA‐seq samples three samples (50–100 seedlings) harvested and grown independently in time were combined (van der Woude *et al.*, 2019). Effectiveness of the treatments was confirmed by measuring the hypocotyl lengths of the replicates using ImageJ (Figure S9a). For chemical proteomics, 2‐ (48 h), 2.5‐ (56 h) and 3‐day‐old (72 h) seedlings were harvested and snap‐frozen in liquid N_2_ similarly as for the transcriptomics experiment.

### RNA‐seq

RNA‐seq was done as described in van der Woude *et al.* (2019) Plant tissues were ground by adding glass beads to the reaction tubes using a TissueLyser II (60‐sec runtime, 30 Hz; Qiagen, Venlo, the Netherlands). RNA was isolated using the Sigma Spectrum Plant Total RNA isolation kit and gDNA was removed by on‐column DNAse treatment (Sigma‐Aldrich). RNA integrity and concentration were checked using RNA 6000 Nano Chips on a Bioanalyser (2100; Agilent Technologies, Amstelveen, the Netherlands). For RNA‐seq library preparation, in total, three samples were prepared for each treatment and time‐point, by combing isolated RNA of three individually harvested batches per sample, each containing multiple seedlings. Illumina TruSeq RNA Library preparation and Illumina HiSeq2500 (high‐throughput) single‐end 50 bp sequencing was outsourced to Macrogen, Korea. Quality control was performed in‐house on the raw‐sequencing reads before analysis using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc). Subsequently the raw reads were aligned to the Arabidopsis genome (TAIR10) using tophat v2.0.131 with the parameter settings: ‘bowtie’ (Trapnell *et al.*, 2009), ‘no‐novel‐juncs’, ‘p 6’, ‘G’, ‘min‐intron‐length 40’ and ‘max‐intron‐length 2000’. Aligned reads were summarized over annotated gene models using HTSeq‐count (Anders *et al.*, 2015) v0.6.12 with settings: ‘‐stranded no’, ‘gene_id’. 

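Relative to the number of reads on genes in each of the 24 samples, reads recorded as ambiguous between genes amounted to 1.06% to 1.28%, alignments at more than one place to 6.19% to 12.4% and reads outside annotated genes to 0.727% to 0.981%. Reads from the chloroplast genome made up 0.0144% to 0.0605% of the reads on genes. The 10 genes with the most reads took 4.71% to 9.55% of the reads on genes. Of the genes listed, 27580 had a read in at least 1 sample and 22950 to 24264 in a given sample.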

From the TAIR10 GTF file all ORFs of which the annotation starts with ‘CPuORF’ were manually removed previous summarization to avoid not counting all double annotated bZIP TF family members. 

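In the values analysed here, 1 read was worth between 0.598 and 2.09 normalized reads, depending on the depth of the sample, and in each sample 100% of the values were whole multiples of that step. Median-of-ratios factors computed over the 24 samples were 1.10 to 1.11 times those of the deposited values, so the relative depth of the samples was the same to within this range. Counting error falls with the number of reads, so values of a few normalized reads are the least precise.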

Sample counts were depth‐adjusted and differential expression was determined using the DESeq package (Anders and Huber, 2010), with default settings. All statistics associated with testing for differential gene expression were performed with R (www.r‐project.org). GO‐term analyses were performed using the AgriGO online tool at: http://bioinfo.cau.edu.cn/agriGO/analysis.php using standard settings. RNA‐seq datasets are deposited at the National Center for Biotechnology information, Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE130964.

### Probe synthesis and click chemistry

Materials and methods used to synthesize the azide‐functionalized probe can be found in Appendix S2. Magnetic Heatin‐coated beads were generated through a Cu(I)‐catalysed Huisgen azide‐alkyne 1,3‐dipolar cycloaddition reaction with the following substituents: 1 ml 10 mg ml^−1^ alkyne‐functionalized (24.8 nmol alkyne mg^–1^) magnetic beads (total 248 nmol alkyne groups; CLK‐1035‐1, Jena Bioscience, Jena, Germany), approximately 1 µmol azide‐functionalized compound no. 202 dissolved in 50 µl DMSO, 0.05 µmol CuSO_4_ dissolved in water, 0.07 µmol Tris[(1‐benzyl‐1H‐1,2,3‐triazol‐4‐yl)methyl]amine (TBTA) dissolved in DMSO and 0.2 µmol Tris(2‐carboxyethyl)phosphine hydrochloride (TCEP) dissolved in DMSO. The total reaction volume was 3 ml, constituting 1 ml bead suspension, 900 µl water containing the CuSO_4_, 900 µl tert‐butyl alcohol and 200 µl DMSO containing the other reaction components. TBTA and CuSO_4_ were mixed first to allow complex formation followed by TCEP and the probe solution and finally the bead suspension. The reaction was incubated overnight while stirring at room temperature. Beads were pelleted with a magnet and washed three times with a cycle of DMSO, a 50% tert‐butyl alcohol solution in water and water. This was followed by three final wash steps with water. Beads were resuspended in water, aliquoted and stored at 4°C until use in the pulldown experiments.

### Pulldown experiments

Protein extracts of four independent biological replicates were generated by grinding approximately 420 2‐, 2.5‐ and 3‐day‐old pooled seedlings per replicate, in 200 μl extraction buffer [10 mm Tris/Cl pH 7.5, 150 mm NaCl, 0.3% NP‐40, Protease Inhibitor Cocktail (11836170001 Roche, Welwyn Garden City, UK), 1 mm 1,4‐dithiothreitol (DTT)]. Supernatant was collected after centrifugation (16 000 ***g***, 10 min at 4°C). 100 µl of beads was equilibrated using extraction buffer by washing three times and subsequently added to the protein extracts and incubated for 1 h at 4°C tumbling end‐over‐end.

Beads were washed 10× using extraction buffer. Sodium dodecyl sulphate–polyacrylamide gel electrophoresis protein gel analysis confirmed the presence of proteins attached to the beads (Figure S12a). The beads were transferred to new tubes after the first and the last washing step and thereafter resuspended in 200 µl extraction buffer. 0.2 µl 25 mm Heatin in DMSO was added to elute Heatin binding proteins. The elution was incubated for 30 min at 4°C and separated from the beads. Beads were resuspended in extraction buffer.

Elutes were reduced, alkylated and digested *in solute* by adding 10 μl 1 m DTT and incubated for 1 h at room temperature, then 10 μl 1 m iodoacetamide was added. Samples were incubated in darkness at room temperature for 1 h. Cysteine 2.5 μl 1 m was added to capture free iodoacetamide. Proteins were precipitated using a methanol/chloroform extraction and resuspended in 50 μl 6 m urea in Tris/Cl pH 8.0. 1.9 μl Trypsin/Lys‐C mix (Promega, Southampton, UK) was added and incubated for 3 h at 37°C. Two hundred and fifty microlitres of Tris buffer was added to bring the urea concentration to <1 m and then incubated overnight. The digestion was stopped by adding 1.5 μl trifluoroacetic acid (0.5%). Samples were centrifuged, and supernatants were purified by Sep‐Pak C18 (WAT020515; Waters, Milford, MA, USA) and analysed by LC‐MS/MS (see below).

*On‐bead* samples were reduced, alkylated and digested by washing twice with 50 mm Tris buffer pH 8.0 and subsequently resuspended in 50 μl of the same buffer. This was followed by adding 2.5 μl 1 m DTT and incubation for 1 h at room temperature, then by adding 2.5 μl 1 m iodoacetamide and incubation in darkness at room temperature for 1 h. Cysteine2.5 μl 1 m was added to capture free iodoacetamide. Urea at 200 μl 8 m was added and directly after 1.9 μl Trypsin/LysC, followed by incubation for 3 h at 37°C. Tris buffer at 1 ml was added to reduce the urea concentration to <1 m. Samples were incubated overnight. Digestion was stopped by adding 6 μl trifluoroacetic acid (0.5%). Beads were separated from supernatant, which was saved and purified by Sep‐Pak C18 (WAT020515; Waters) and analysed by LC‐MS/MS (see below). All steps in the pulldown experiment were done using Protein LoBind tubes (catalog no. 0030108116; Eppendorf).

### Targeted proteomics and protein identification

LC‐MS/MS analysis was performed on all four biological replicates of the Heatin‐eluted and the ‘On bead’ fractions separately, on an Orbitrap Elite (Thermo) (Michalski *et al.*, 2012) coupled to an EASY‐nLC 1000 LC system (Thermo) operated in the one‐column mode. The analytical column was a fused silica capillary (75 µm × 30 cm) with an integrated PicoFrit emitter (New Objective, Littleton, MA, USA) packed in‐house with Reprosil‐Pur 120 C18‐AQ 1.9 µm resin. The analytical column was encased by a column oven (Sonation) and attached to a nanospray flex ion source (Thermo). The column oven temperature was adjusted to 45°C during data acquisition. The LC was equipped with two mobile phases: solvent A (0.1% formic acid, fatty acids, in water) and solvent B (0.1% fatty acids in acetonitrile) of ultra‐performance LC grade (Sigma). Peptides were directly loaded on to the analytical column. Peptides were subsequently separated on the analytical column by running a 140‐min gradient of solvent A and solvent B (start with 7% B; gradient 7–35% B for 120 min; gradient 35–80% B for 10 min and 80% B for 10 min) at a flow rate of 300 nl min^–1^. The mass spectrometer was operated using xcalibur software (version 2.2 SP1.48). The mass spectrometer was set in the positive ion mode. Precursor ion scanning was performed in the Orbitrap analyser (Fourier transform MS) in the scan range of 300–1800 *m*/*z* and at a resolution of 60 000 with the internal lock mass option turned on (lock mass was 445.120025 *m*/*z*, polysiloxane) (Olsen *et al.*, 2005). Product ion spectra were recorded in a data‐dependent fashion in the ion trap MS in a variable scan range and at a rapid scan rate. The ionization potential (spray voltage) was set to 1.8 kV. Peptides were analysed using a repeating cycle consisting of a full precursor ion scan (3.0 × 10^6^ ions or 50 ms) followed by 15 product ion scans (1.0 × 10^4^ ions or 50 ms) where peptides are isolated based on their intensity in the full survey scan (threshold of 500 counts) for MS/MS generation that permits peptide sequencing and identification. Collision‐induced dissociation energy was set to 35% for the generation of MS/MS spectra. During MS/MS data acquisition, dynamic ion exclusion was set to 120 sec with a maximum list of excluded ions consisting of 500 members and a repeat count of 1. Ion injection time prediction, preview mode for the Fourier transform MS, monoisotopic precursor selection and charge state screening were enabled. Only charge states >1 were considered for fragmentation.

RAW spectra were submitted to an Andromeda (Cox *et al.*, 2011) search in MaxQuant (version 1.6.2.6) using the default settings (84). Label‐free quantification and match‐between‐runs was activated (Cox *et al.*, 2014). MS/MS spectra data were searched against the TAIR10 *A. thaliana* representative gene model FASTA file as reference proteome (TAIR10_pep_20110103_representative_gene_model_updated.fasport.org; 27416 entries). All searches included a contaminants database (as implemented in MaxQuant, 246 sequences). This contaminants database contains known MS (mass spectrometry) contaminants (i.e. human proteins picked up during sample preparation) and was included to estimate the level of contamination. Andromeda searches allowed oxidation of methionine residues (16 Da) and acetylation of the protein N‐terminus (42 Da) as dynamic modifications and the static modification of cysteine (57 Da, alkylation with iodoacetamide). Digestion mode was set to ‘specific’, enzyme specificity was set to ‘Trypsin/P’ with two missed cleavages allowed, the instrument type in Andromeda searches was set to Orbitrap and the precursor mass tolerance to ±20 ppm (first search) and ±4.5 ppm (main search). The MS/MS match tolerance was set to ±0.5 Da and the peptide spectrum match FDR and the protein FDR to 0.01 (based on the target‐decoy approach and decoy mode ‘revert’). Minimum peptide length was seven amino acids. Minimum score for unmodified peptides was set to 0. For protein quantification modified peptides (minimum score 40) and unique and razor peptides were allowed.

Further analysis, filtering and annotation of the results was done in perseus v1.6.2.1 (Tyanova *et al.*, 2016). Processed data can be found in Data S1. Detected protein groups were filtered to remove potential contaminants, reverse hits and hits only identified by a modification site. Only protein groups with at least three MS/MS counts over all runs were considered for further analysis. For quantification, related biological replicates were combined into categorical groups to allow comparison of the ‘Heatin‐eluted’ fraction with the ‘On‐bead’ fraction and only those proteins that were found in at least one categorical in a minimum of three of four biological replicates were investigated. Before quantification, missing values were imputed from a normal distribution with default settings. Comparison of protein group quantities (relative quantification) between different MS (mass spectrometry) runs was solely based on the log2‐transformed label‐free quantification (LFQ) intensities as calculated by MaxQuant (MaxLFQ algorithm). Briefly, label‐free protein quantification was switched on and unique and razor peptides were considered for quantification with a minimum ratio count of 2. Retention times were recalibrated based on the built‐in non‐linear time‐rescaling algorithm. MS/MS identifications were transferred between LC‐MS/MS runs with the ‘Match between runs’ option in which the maximal match time window was set to 0.7 min and the alignment time window set to 20 min. The quantification was based on the ‘value at maximum’ of the extracted ion current. At least two quantitation events were required for a quantifiable protein (Cox *et al.*, 2014).

Visualization of relative protein quantification was done by generating a volcano plot where statistical significance was determined by a two‐sided Student’s *t*‐test (Figure 4c; FDR: 0.05, S0: 0.01). Only significantly enriched protein groups (212 in total) were kept for further analysis. Next, a single entry row for multiple assigned ordered gene locus identifiers per protein group was created and gene descriptors were added (www.arabidopsis.org; Bulk data retrieval tool) (Table S10). Subsequently, a GO‐term enrichment analysis was done on the set of 212 enriched proteins in the ‘Elute fraction’ using the TAIR GO term tool (http://www.arabidopsis.org/tools/go_term_enrichment.jsp), which redirects the query to the Panther online repository (Panther14.1; GO Ontology database Released 2019‐07‐03; http://pantherdb.org/) and ‘molecular function’ was examined based on a Fisher’s exact test against the Arabidopsis proteome reference list (27581 entries; Bonferroni‐corrected *P* < 0.05) (Figure S10a, Table S11). MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaíno *et al.*, 2016) partner repository (https://www.ebi.ac.uk/pride/archive/) under identifier PXD015411.

### Enzymatic activity assays

Recombinant NIT1, NIT2 and NIT3 was purified from 1 L *Escherichia coli* culture as described before (Piotrowski *et al.*, 2001). The cell culture was induced by 0.3 mm (v/v) IPTG for 6 h and subsequently centrifuged. Pellets were resuspended in lysis buffer (50 mm sodium phosphate pH 8.0, 300 mm NaCl, 10 mm imidazole, 5 mm beta‐mercaptoethanol, 1 mg ml^−1^ lysozyme). After incubation, the suspension was sonicated using an ultrasound tip (Sonifier B‐17; Branson) in an ultrasonic ice bath. Debris was pelleted by centrifugation. Nitrilases were enriched by (NH_4_)_2_SO_4_ precipitation (40% saturation). Precipitate was collected by centrifugation and resuspended in 12 ml lysis buffer without lysozyme. This suspension was centrifuged again, and supernatant was saved as ‘enriched extract’ (Figure S12b). 6xHis‐tagged nitrilases were purified by loading the enriched extracts on to a Ni‐NTA affinity purification column. The flow‐through was saved for downstream purification analysis (‘Flow‐through’; Figure S12b), washed with lysis buffer with increased imidazole concentration (40 mm) and eluted with lysis buffer with higher imidazole concentration (250 mm). Nitrilase 2.5 ml containing fraction was saved and desalted using a PD‐10 column (Amersham Pharmacia Biotech, Amersham, UK). This resulted in highly purified nitrilase solution in 50 mm potassium phosphate, pH 8.0, 1 mm DTT (‘purified protein’; Figure S12b). The concentration of purified protein fractions was measured by the Bradford method, yielding 390 ng µl^−1^ NIT1, 640 ng µl^−1^ NIT2 and 870 ng µl^−1^ NIT3. Purified protein was aliquoted and flash‐frozen in liquid nitrogen and stored at −80°C until use.

Nitrilase activity assays were performed by measuring produced ammonia at different time points and Heatin concentrations by colorimetric Berthelot’s reaction (Van Slyke and Hiller, 1933), *in triplo* for DMSO mock samples and Heatin samples. Additional DMSO and Heatin samples with heat‐denatured nitrilase protein were included as negative controls to determine background signal. The reaction solution consisted of 50 mm potassium phosphate buffer, pH 8.0, 1 mm DTT and 2.5 mm 3‐PPN or 6‐heptenenitrile substrate unless otherwise stated, 5/10/100 µl purified nitrilase solution and 10 µl 1% DMSO in methanol with or without Heatin (25 µm final Heatin concentration). Water was added up to 1 ml. Reactions were performed at 37°C. The resulting product was analysed by measuring extinction at 640 nm at different time points.

The half maximal inhibitory concentration of Heatin for NIT1 activity (IC_50_) of 3‐PPN substrate turnover was estimated by interpolation of a linear regression model in Microsoft Excel (Figure S12d).

### IAN and IAA quantifications

Assays were done as described in van der Woude *et al.* (2019). Plates with seedlings were photographed from the top for hypocotyl length measurements at the start of the photoperiod of day 3 (2‐day‐old seedlings, 48 h) and day 8 (7‐day‐old seedlings; 168 h) before harvest in liquid N_2_.

Quantification of IAN and IAA metabolites were performed according to the method described by Pěnčík *et al.*, (2018). Samples (10 mg fresh weight) were homogenized and extracted in 1.0 ml of ice‐cold sodium phosphate buffer (50 mm, pH 7.0) containing 0.1% diethyldithiocarbamic acid sodium salt together with a cocktail of stable isotope‐labelled internal standards (5 pmol of [^13^C_6_]IAA and [^13^C_6_]IAN per sample added). Extracts were purified using the in‐tip microSPE based on the StageTips technology (Rappsilber *et al.*, 2003). Briefly, a volume of 250 μl of each plant extract was acidified to pH 2.7 with 0.1 m hydrochloric acid (approximately 100 μl). Combined multi‐StageTips (containing C18/SDB‐XC layers) were activated sequentially, with 50 μl each of acetone, methanol and water, by centrifugation. After application of aliquots of the acidified sample, the microcolumns were washed with 50 μl of 0.1% acetic acid, and elution of samples was performed with 50 μl of 80% (v/v) methanol (525 g, 20 min, 4°C). Eluates were then dried in vacuum and stored at −20°C. IAN and IAA metabolite levels were then determined using ultra‐high performance LC‐MS/MS (1290 Infinity LC system and a 6490 Triple Quadrupole LC/MS system; Agilent Technologies) using stable isotope‐labelled internal standards as a reference (Rittenberg and Foster, 1940). Four independent biological replicates were analysed. Statistical differences were determined by pair‐wise anova.

## Author Contributions

LvdW and MvZ designed, conceived and coordinated the study, performed experiments and wrote the manuscript. GK and NIM performed chemical synthesis and contributed to structure–activity relationship analysis. MP performed NIT1 activity assays and provided *nit1‐subfamily* mutants. JKP, DK, SN, FK, MK and RvdH contributed to the chemical proteomics experiments. LBS and MvV performed transcriptomics analysis. ON and KL performed IAN and IAA quantifications. LBS contributed to statistical and transcriptomics analyses. SR facilitated and supervised the chemical library screen. SB, SS and MF provided critical advice before and throughout the project. All authors commented and approved the manuscript.

## Conflict of interest

SB is an employee of Bejo Zaden B.V. Bejo made in kind contributions to the project but was not involved in the experimental design, data analysis or data presentation in the manuscript. Other authors declare that they have no competing interests.

## Supporting information

**Figure S1**. Chemical genetics screening to identify compounds that affect thermomorphogenesis.
**Figure S2**. Heatin stimulates thermomorphogenesis on the whole‐plant level.
**Figure S3**. Chemical structures of Heatin analogous compounds used for structure–activity relation studies.
**Figure S4**. G‐protein signalling complex mutants do not show altered Heatin sensitivity and Heatin analogue no. 205 does not induce hypocotyl elongation.
**Figure S5**. Characterization of *aao* mutants.
**Figure S6**. Heatin and picloram activity require partly similar and distinct auxin signalling components.
**Figure S7**. Kinetics of Heatin‐induced hypocotyl elongation in germinating and establishing seedlings.
**Figure S8**. Relative effects of Heatin on hypocotyl elongation during seed germination and seedling growth.
**Figure S9**. Heatin effects on the seedling transcriptome.
**Figure S10**. Proteins interacting with Heatin and Heatin effects on crop varieties.
**Figure S11**. *Nit1‐subfamility* mutants exhibit reduced sensitivity to Heatin but remain sensitive to HNA and HNC.
**Figure S12**. Validation of chemical proteomics and NIT1 activity assays.
**Figure S13**. Heatin effects on auxin metabolite levels.
**Figure S14**. *Cyp79b2* and *cyp79b3* mutants exhibit reduced sensitivity to high temperature and are resistant to Heatin‐induced hypocotyl elongation. Click here for additional data file.

**Table S1**. Small molecule screening data.
**Table S2**. Quantification of effects of candidate hit compounds (34 compounds) isolated based on initial visual screening (8360 compounds).
**Table S3**. Potential hit compounds from the chemical genetics screen with consistent effect.
**Table S4**. Chemical compounds used in the structure–activity relation study.
**TableS5**. Numbers of significantly differentially regulated genes.
**TableS6**. Significantly differentially regulated genes in 2‐day‐old Heatin‐treated seedlings.
**TableS7**. Normalized RNA‐seq read counts of genes differentially regulated by Heatin and high temperature in 7‐day‐old seedlings.
**TableS8**. GO‐terms of biological processes significantly enriched amongst Heatin regulated genes after 7 days.
**TableS9**. Change in expression (Log2) of selected auxin biosynthesis, perception and signalling genes.
**TableS10**. Gene identifiers of proteins significantly enriched in the ‘Elute’ fraction.
**TableS11**. GO‐term enrichment analysis of significantly enriched proteins in the ‘Heatin‐eluted’ fraction based on their molecular function.
**Table S12**. Primers used in this study. Click here for additional data file.

**Appendix S1**. Transcriptomics of Heatin responsiveness.
**Appendix S2**. Chemical synthesis of azide‐functionalized probe (*N*‐(6‐azidohexyl)‐4‐((benzyl((2‐hydroxynaphthalen‐1 yl)methyl)amino)methyl)benzamide).
**Appendix S3**. Heatin stimulates growth of *Brassicaceae* varieties specifically.
**Appendix S4**. Chemical synthesis of Heatin (Ethyl naphthalen‐1‐ylalaninate). Click here for additional data file.

**Data S1**. Processed (Perseus v1.6.2.1) data of targeted proteomics. Click here for additional data file.

## Data Availability

Transcriptomics data have been deposited in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/) under accession code GSE130964. MS proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (https://www.ebi.ac.uk/pride/archive/) under identifier PXD015411. Other data supporting the findings of this study are available within the paper and its Supporting information files and/or are available from the corresponding author upon reasonable request. Generated biological materials are available from the corresponding author upon reasonable request.

# Supplementary material for: The chemical compound ‘Heatin’ stimulates hypocotyl elongation and interferes with the Arabidopsis NIT1‐subfamily of nitrilases
**Source:** Plant J. 2021 May 6;106(6):1523–40. doi: 10.1111/tpj.15250
**Supplement:** Supplementary file 1 — Figure S1. Chemical genetics screening to identify compounds that affect thermomorphogenesis. Figure S2. Heatin stimulates thermomorphogenesis on the whole‐plant level. Figure S3. Chemical structures of Heatin analogous compounds used for structure–activity relation studies. Figure S4. G‐protein signalling complex mutants do not show altered Heatin sensitivity and Heatin analogue no. 205 does not induce hypocotyl elongation. Figure S5. Characterization of aao mutants. Figure S6. Heatin and picloram activity require partly similar and distinct auxin signalling components. Figure S7. Kinetics of Heatin‐induced hypocotyl elongation in germinating and establishing seedlings. Figure S8. Relative effects of Heatin on hypocotyl elongation during seed germination and seedling growth. Figure S9. Heatin effects on the seedling transcriptome. Figure S10. Proteins interacting with Heatin and Heatin effects on crop varieties. Figure S11. Nit1‐subfamility mutants exhibit reduced sensitivity to Heatin but remain sensitive to HNA and HNC. Figure S12. Validation of chemical proteomics and NIT1 activity assays. Figure S13. Heatin effects on auxin metabolite levels. Figure S14. Cyp79b2 and cyp79b3 mutants exhibit reduced sensitivity to high temperature and are resistant to Heatin‐induced hypocotyl elongation.

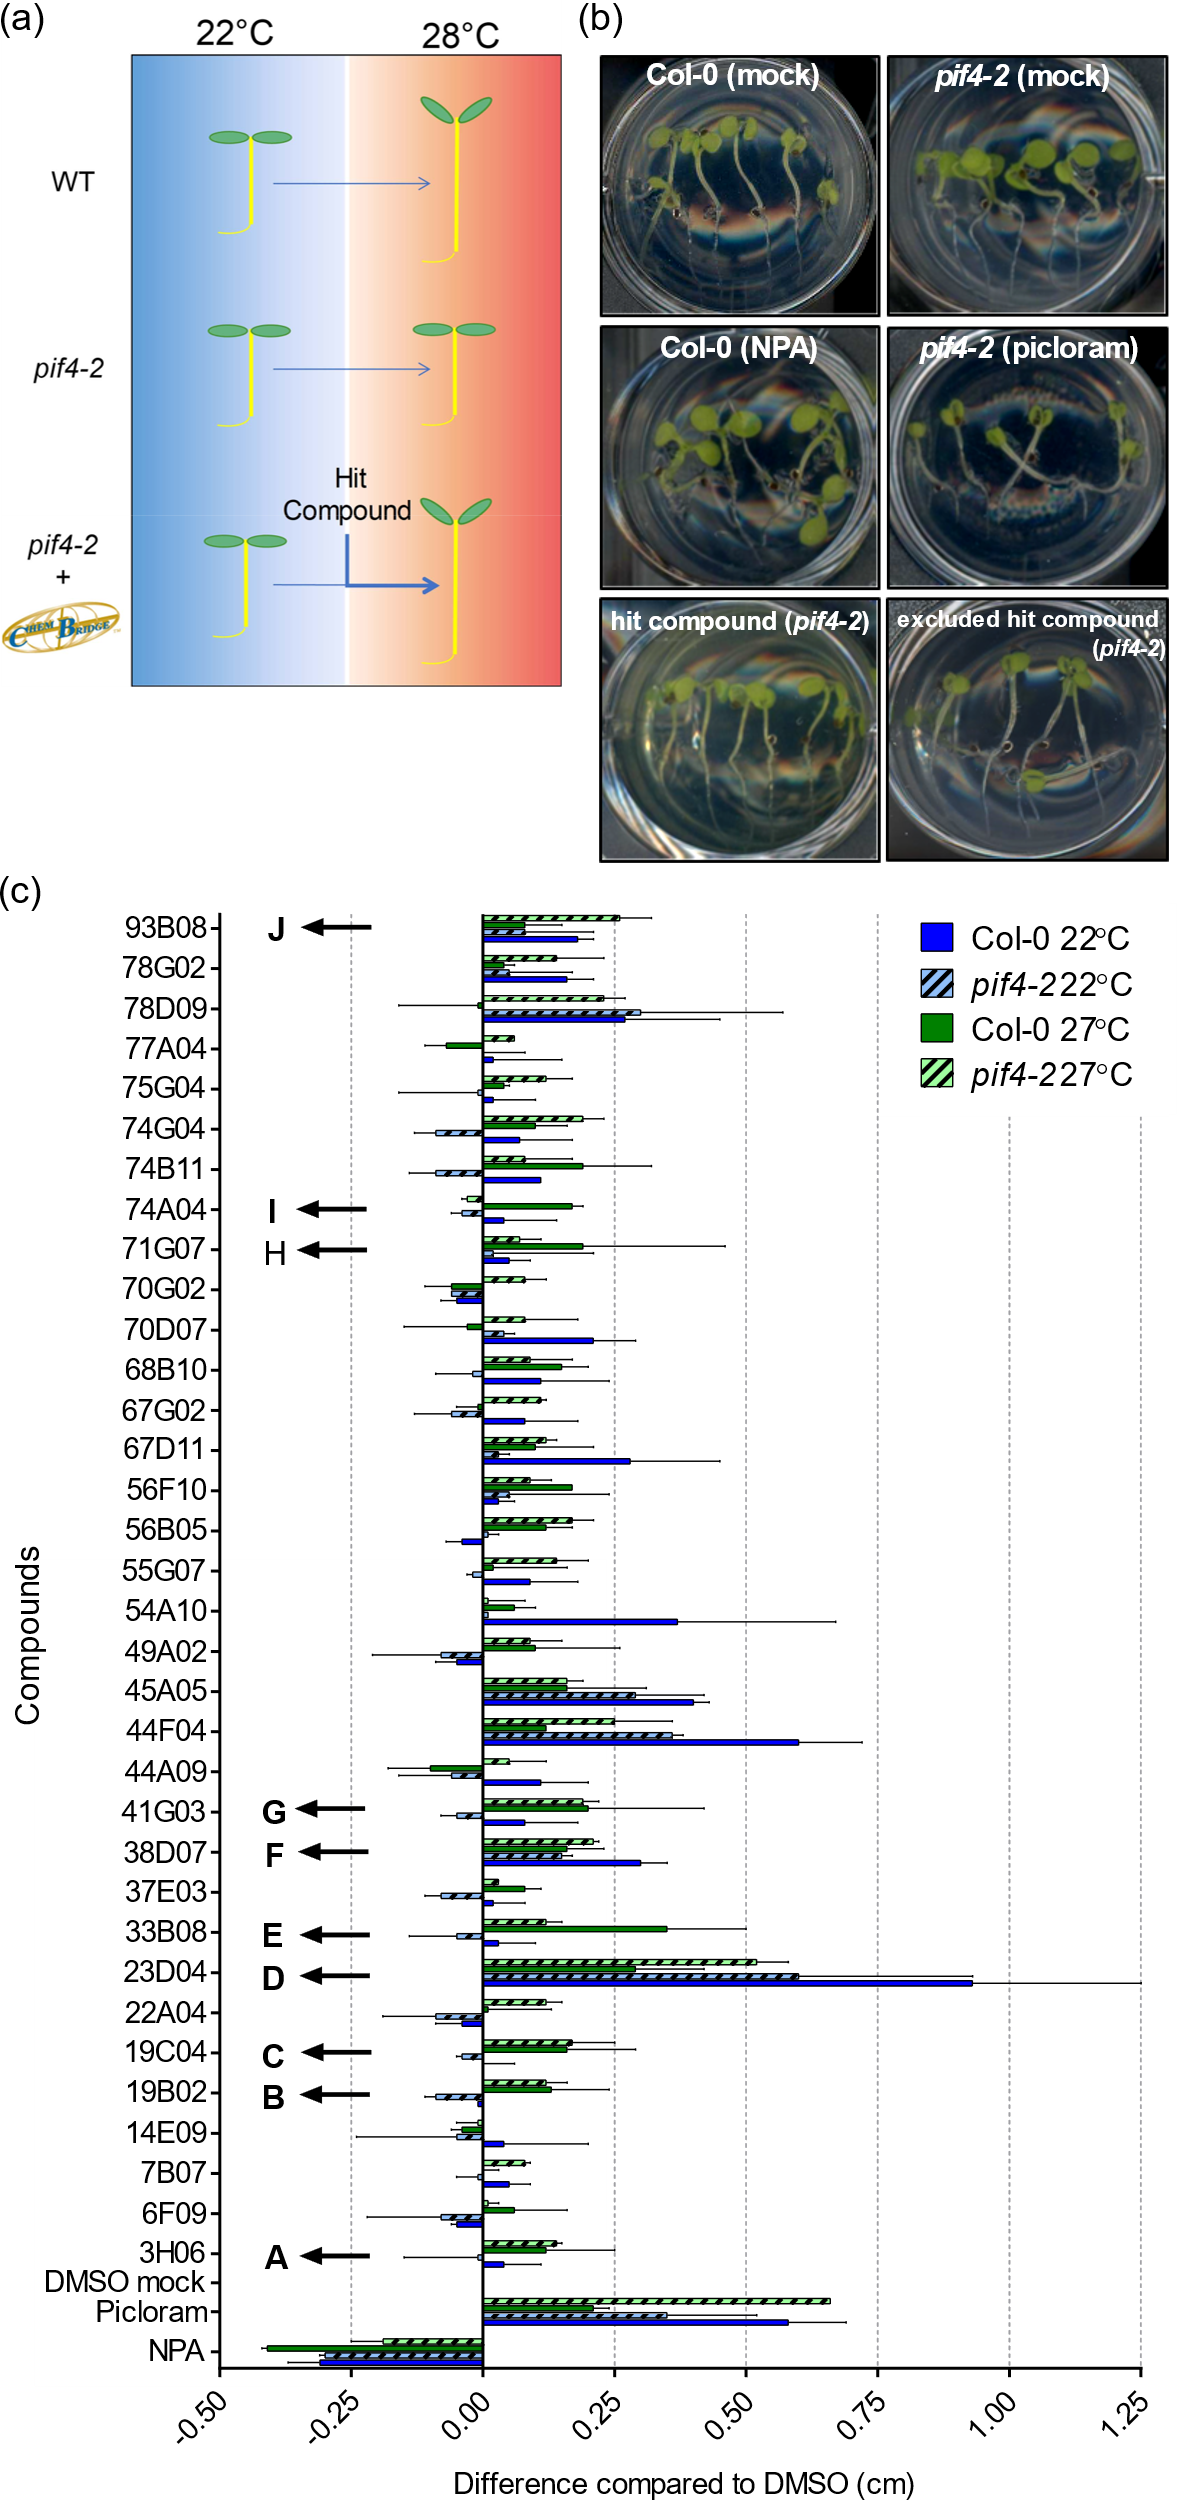

**Figure S1. Chemical genetics screening to identify compounds that affect thermomorphogenesis.** (a) Schematic representation of the screening strategy. Potential ‘hit’ (candidate) compounds were deemed able to rescue impaired hypocotyl elongation of the *pif4-2* mutant at warm temperatures (28°C). (b) Typical hypocotyl elongation phenotypes of nine day-old seedlings observed in the screening (all at 28°C). Indicated are added chemicals and genotype of the seedlings. DMSO was used as solvent mock treatment. Picloram and NPA were added at a final concentration of 4.18 µM and functioned as positive (induction of elongation in *pif4-2* mutant) and negative (repression of elongation of Col-0 wildtype) controls, respectively. Note that a compound was considered as a hit, only when the compound induced hypocotyl elongation without affecting the orientation of growth relative to the gravity vector. (c) Quantification of hypocotyl lengths of eight day-old seedlings in the presence of candidate hit compounds (34 compounds) isolated from the initial visual screening (8360 compounds), shown as absolute difference compared to the DMSO solvent mock control in the Col-0 wildtype (clear bars) and *pif4-2* mutants (dashed bars) at 22°C (blue bars) and 27°C (green bars). See also Table S2. NPA and picloram were included as controls. Arrows show 10 compounds chosen for further analyses based on reproducibility of effects, with their given ID (#I-J). Note that compound ‘D’ is Heatin. All compounds were added at 8.5 µM final concentration, except for NPA and picloram (4.18 µM). Error bars indicate SEM.

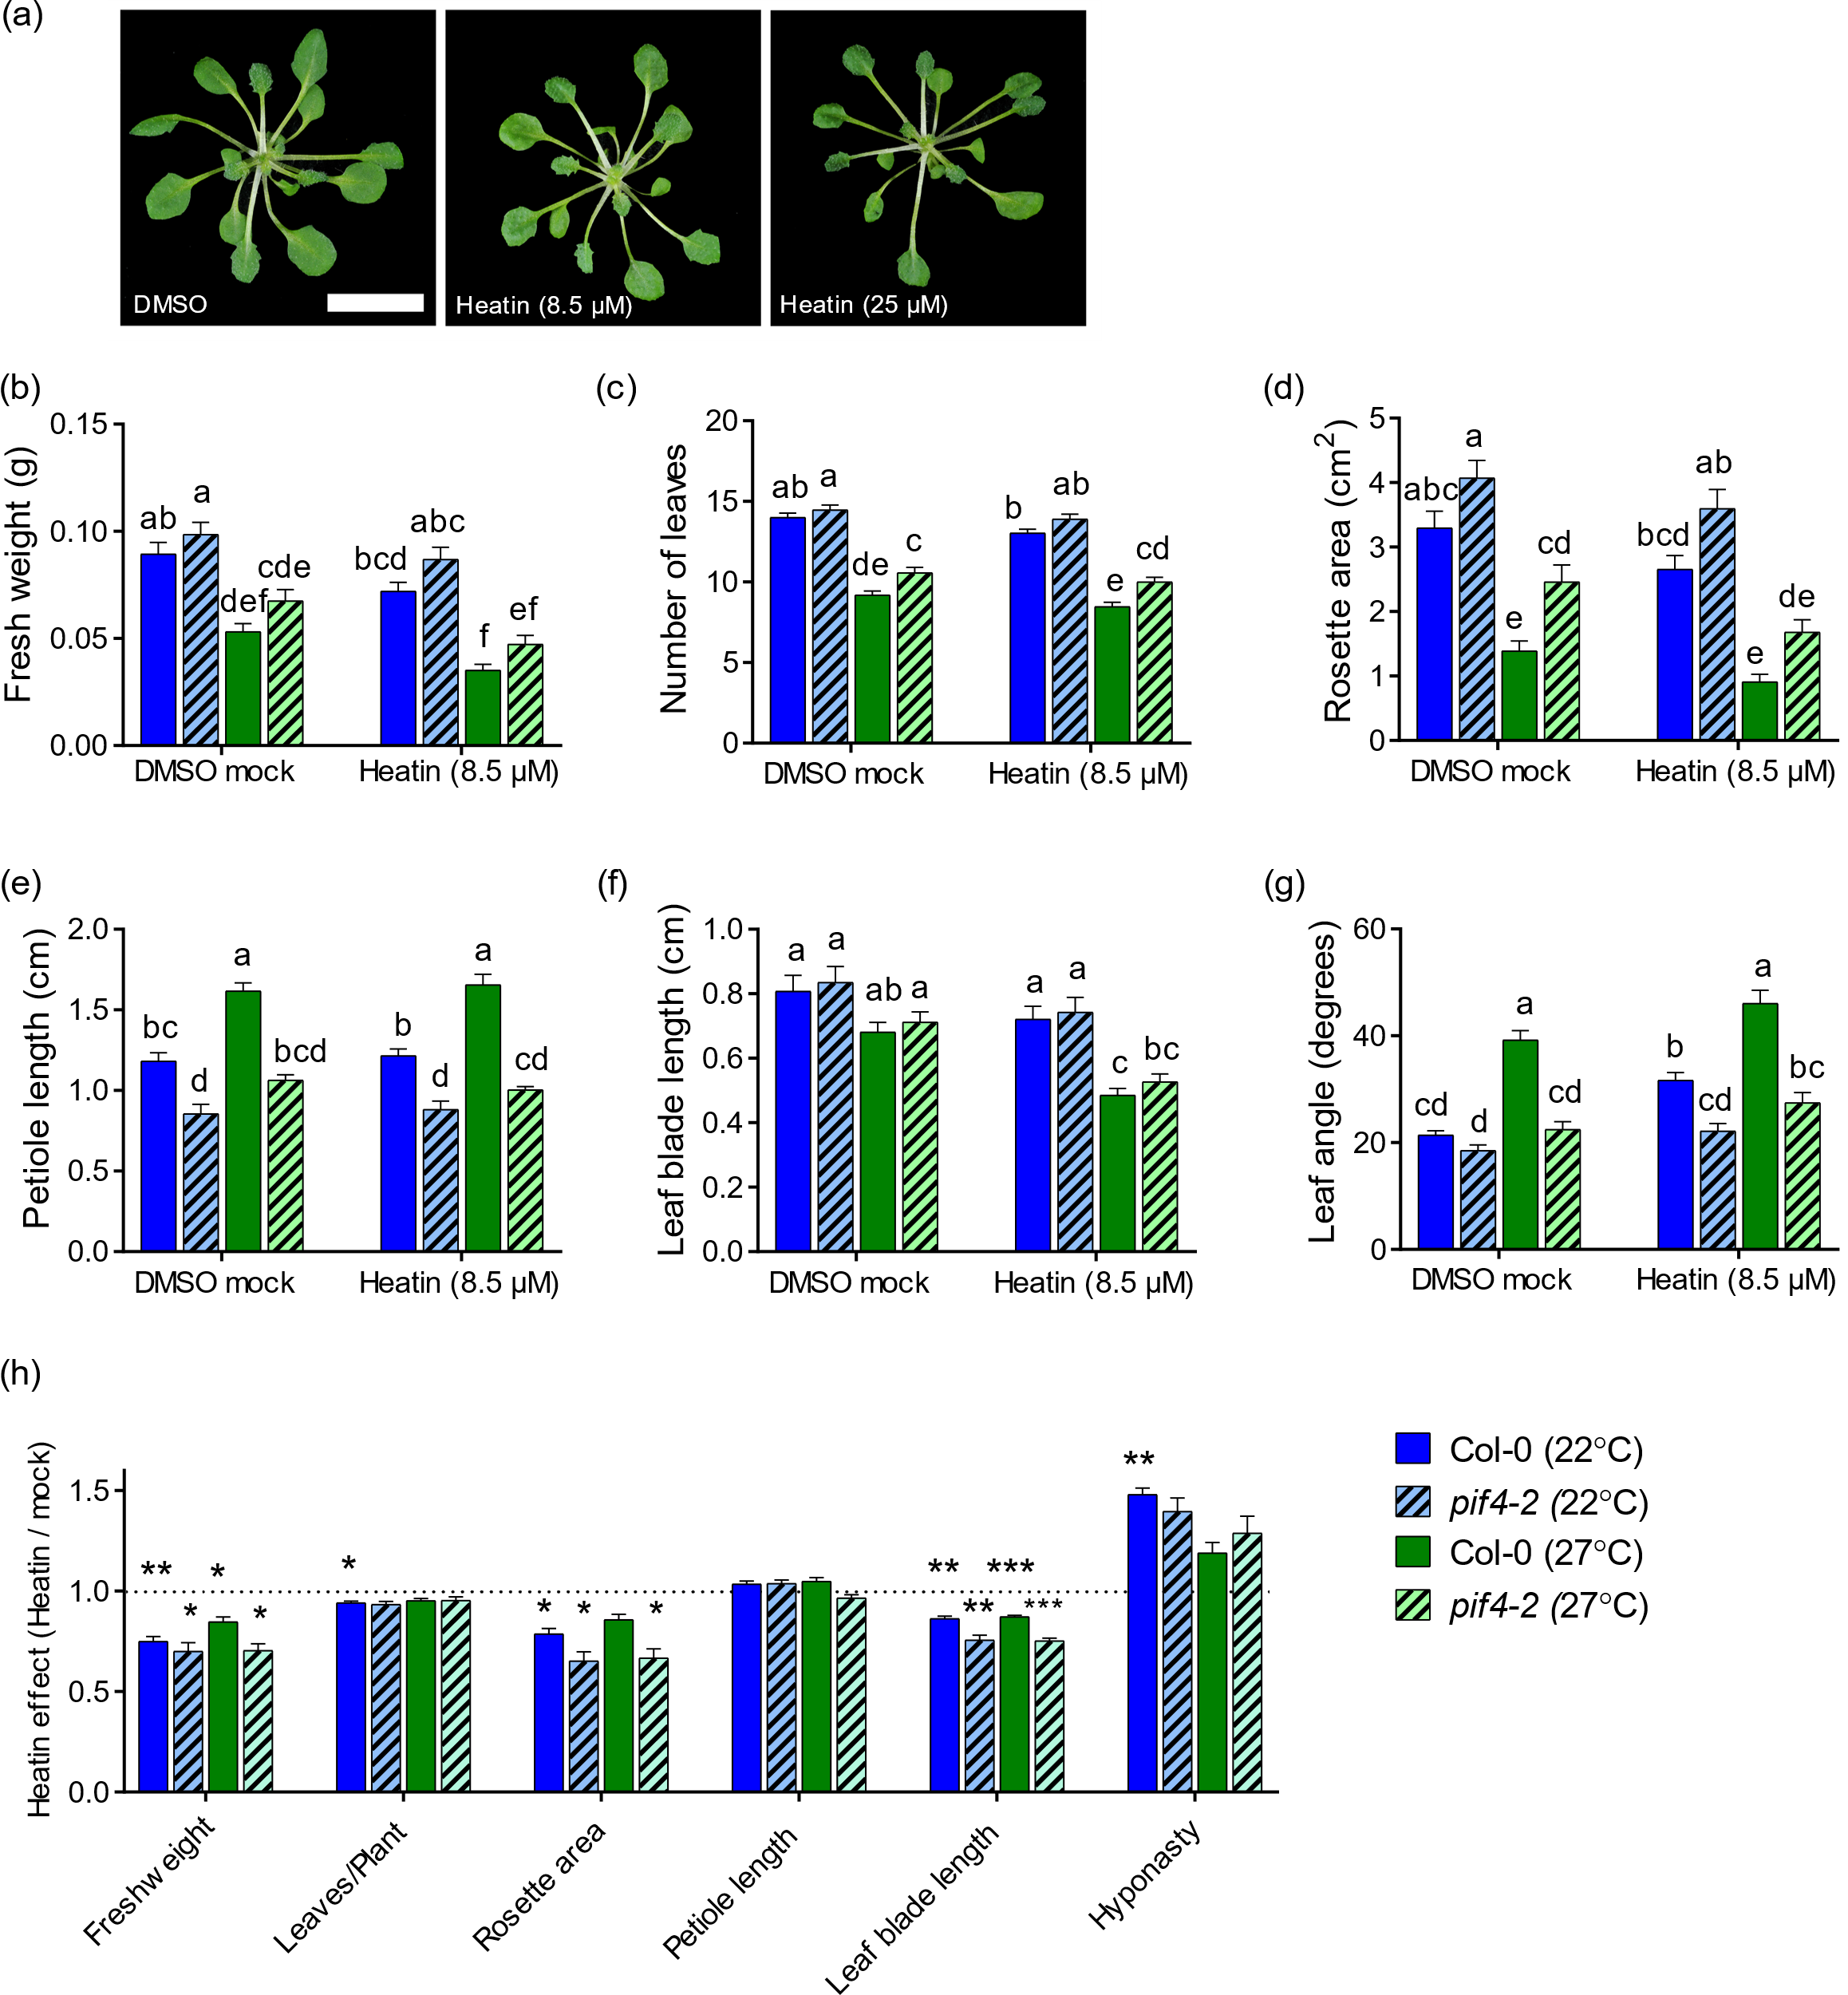

**Figure S2. Heatin stimulates thermomorphogenesis on the whole-plant level.** (a) Representative five week-old rosettes of Col-0 wildtype plants grown at 22°C on medium containing DMSO mock solvent (left) or Heatin (8.5 µM; middle and 25 µM; right). Scale bar equals 1 cm. (b-g) phenotypic traits associated with thermomorphogenesis of Col-0 wildtype (clear bars) and *pif4-2* mutant (dashed bars), grown on DMSO mock or Heatin-containing medium in control (22°C; blue bars) and high temperature (27°C; green bars) conditions. (b) Fresh weight, (c) leaf number, (d) rosette area, (e) petiole length, (f) leaf blade length, and (g) leaf angle relative to the horizontal (hyponastic growth), were quantified at the onset of bolting. Letters indicate significance groups per trait (Tukey HSD post-hoc tests), where averages that do not share letters are significantly different from each other (p<0.05). (h) Relative Heatin effect (compared to the mock (DMSO) treatment) on traits described in panel (b-g) The dotted horizontal line denotes no effect of Heatin. Asterisks indicate significant differences from 1 (*i.e.* no Heatin effect) as determined by one-sample t-test; *p<0.05, **p<0.01, ***p<0.001. Values are averages of 7 replicates of each 8-12 plants. Errors bars indicate SEM.

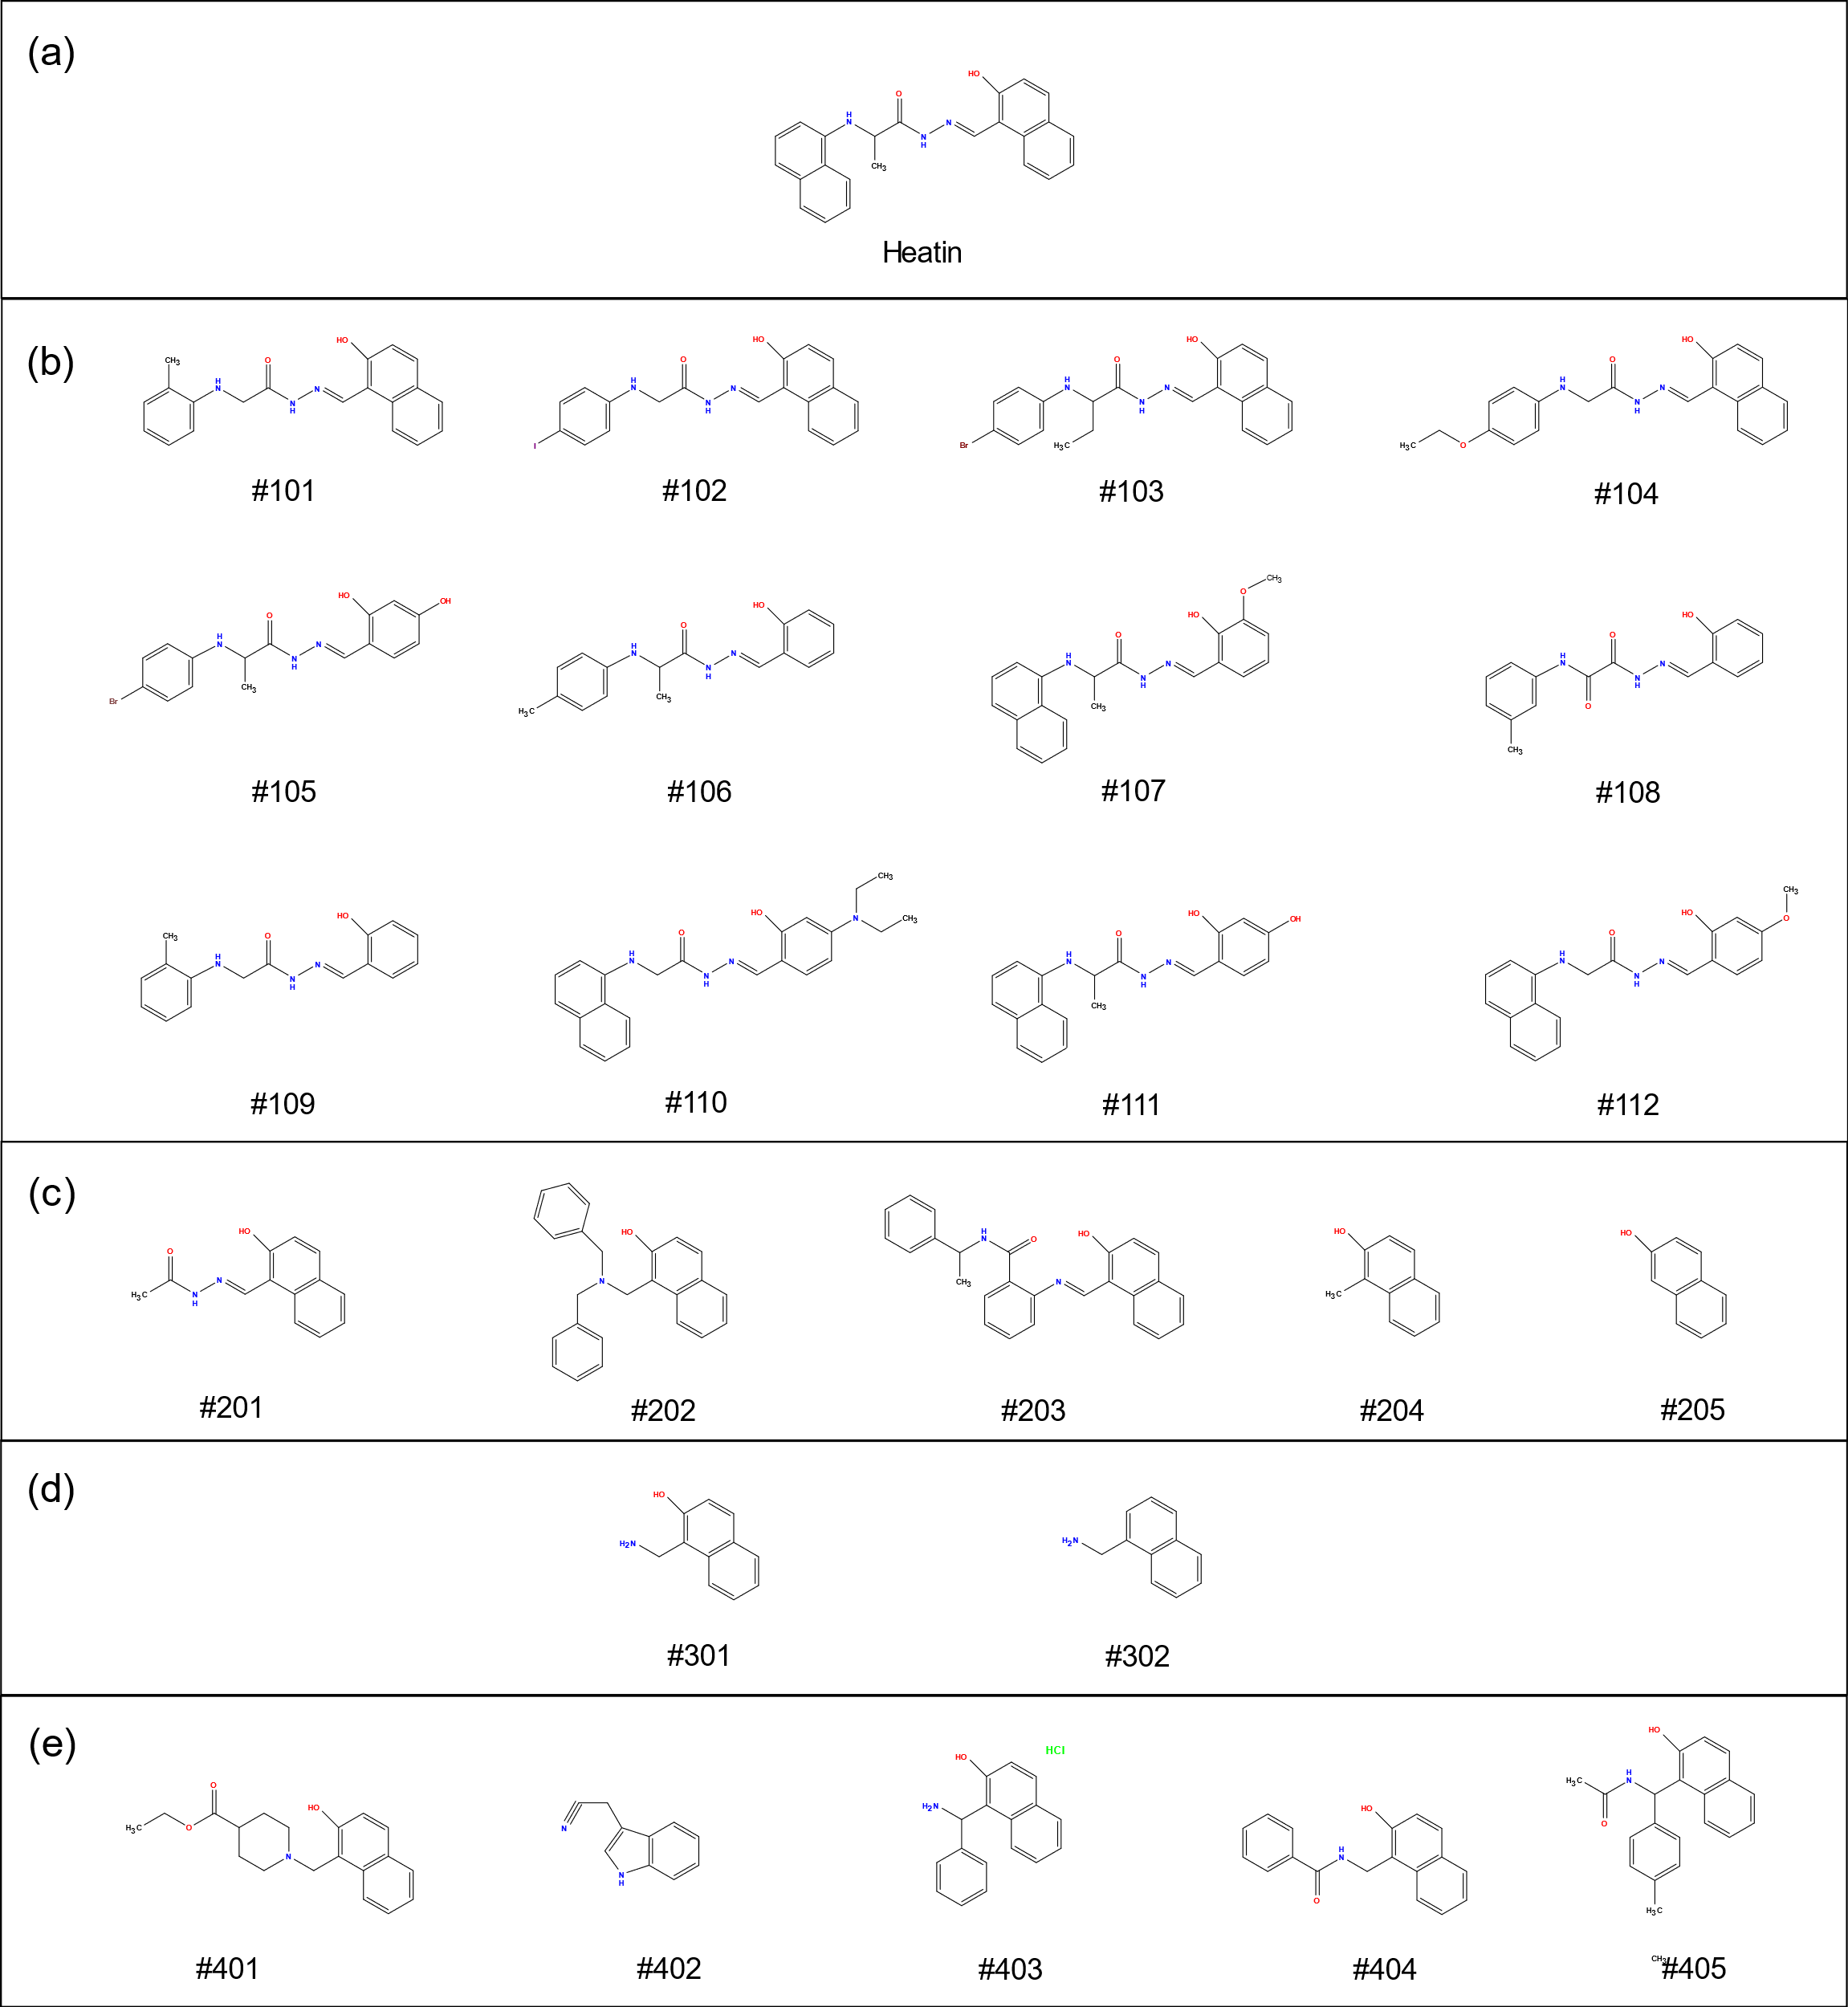

**Figure S3. Chemical structures of Heatin analogous compounds used for structure activity relation studies** (a-e), with their given compound ID (number). For chemical names see Table S4. Note that compound #203 is Sirtinol and #402 is the auxin precursor IAN.

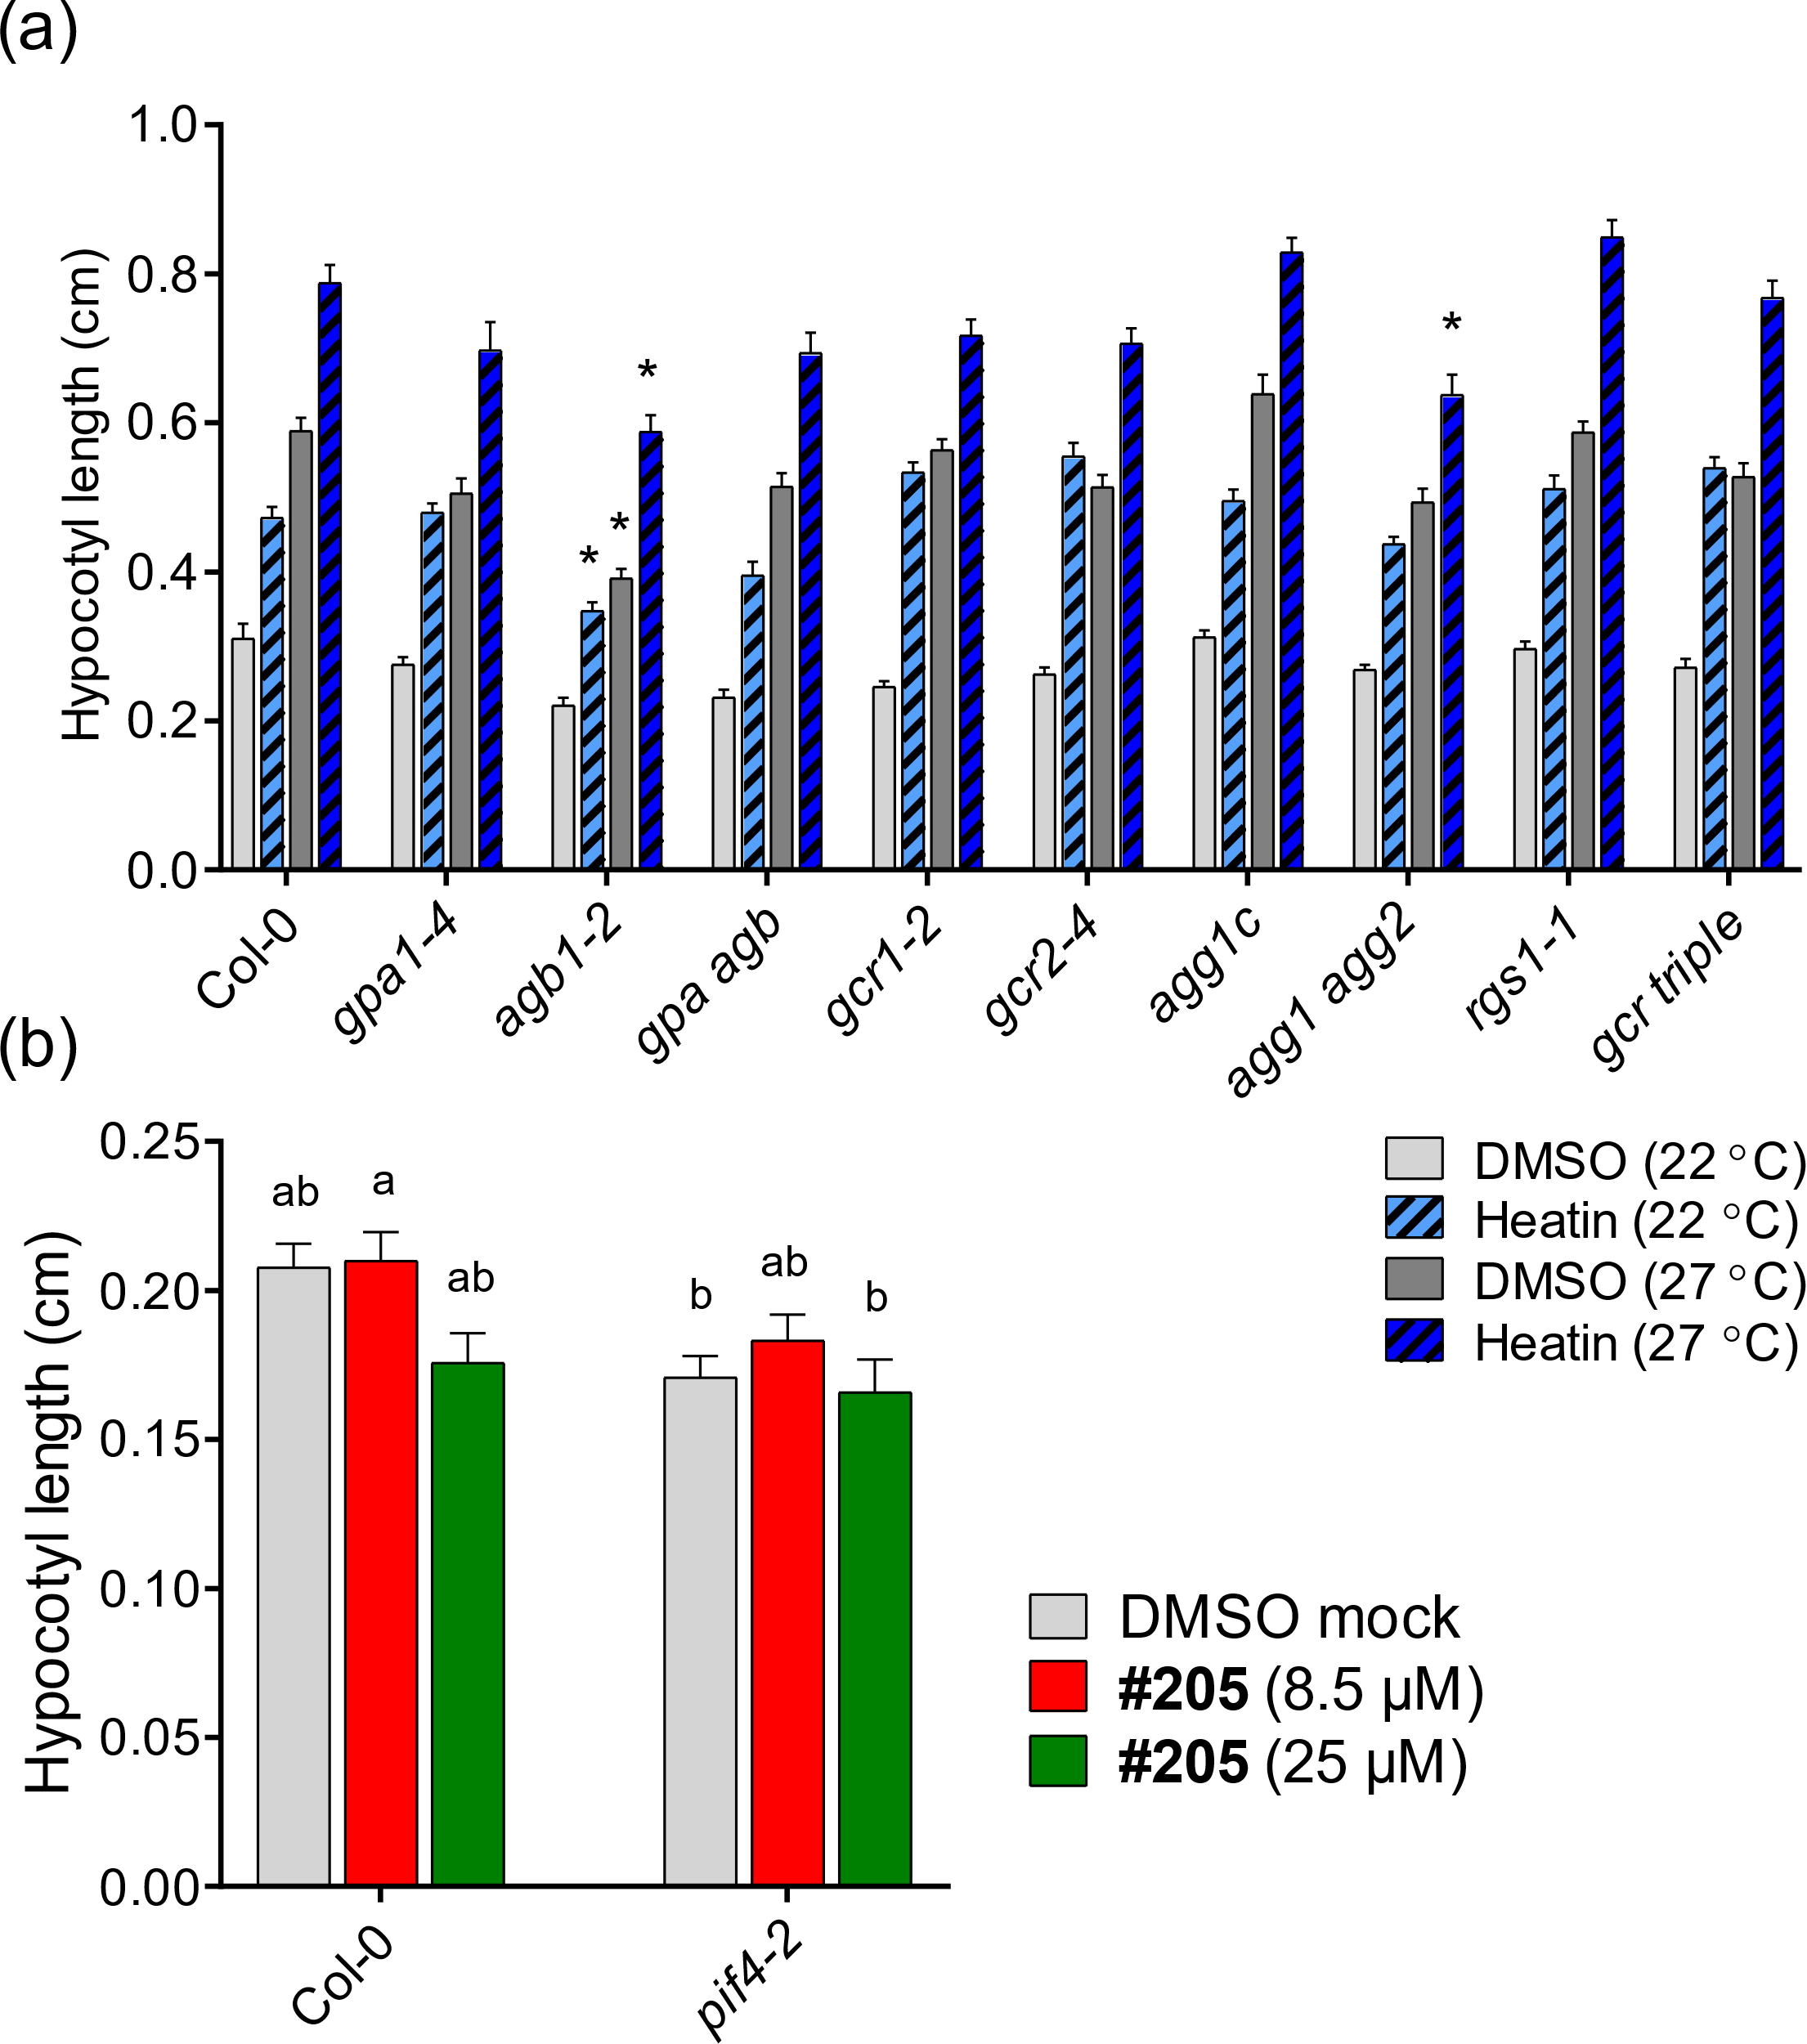

**Figure S4. G-protein signaling complex mutants do not show altered Heatin sensitivity and Heatin analogue #205 does not induce hypocotyl elongation.** (a,b) Hypocotyl length of eight day-old seedlings of Col-0 wildtype and indicated G-protein signaling mutants on (a) mock (DMSO solvent; clear grey bars) or 8.5 µM Heatin (blue, dashed bars) at 22°C (light bars) or 27°C (dark bars) and (b) mock (DMSO solvent; grey bars) or analogue #205 (8.5 µM, red bars; 25 µM, green bars) at 22°C. Values are averages of (a) two replicates of each 15-25 seedlings and (b) 15 seedlings. Asterisks in panel (a) indicate significant difference compared to the Col-0 wildtype value (p<0.05; Student’s t-test) and letters in (b) indicate significance groups (Tukey HSD post-hoc test), where averages that do not share letters are significantly different from each other (p<0.05). Error bars indicate SEM.

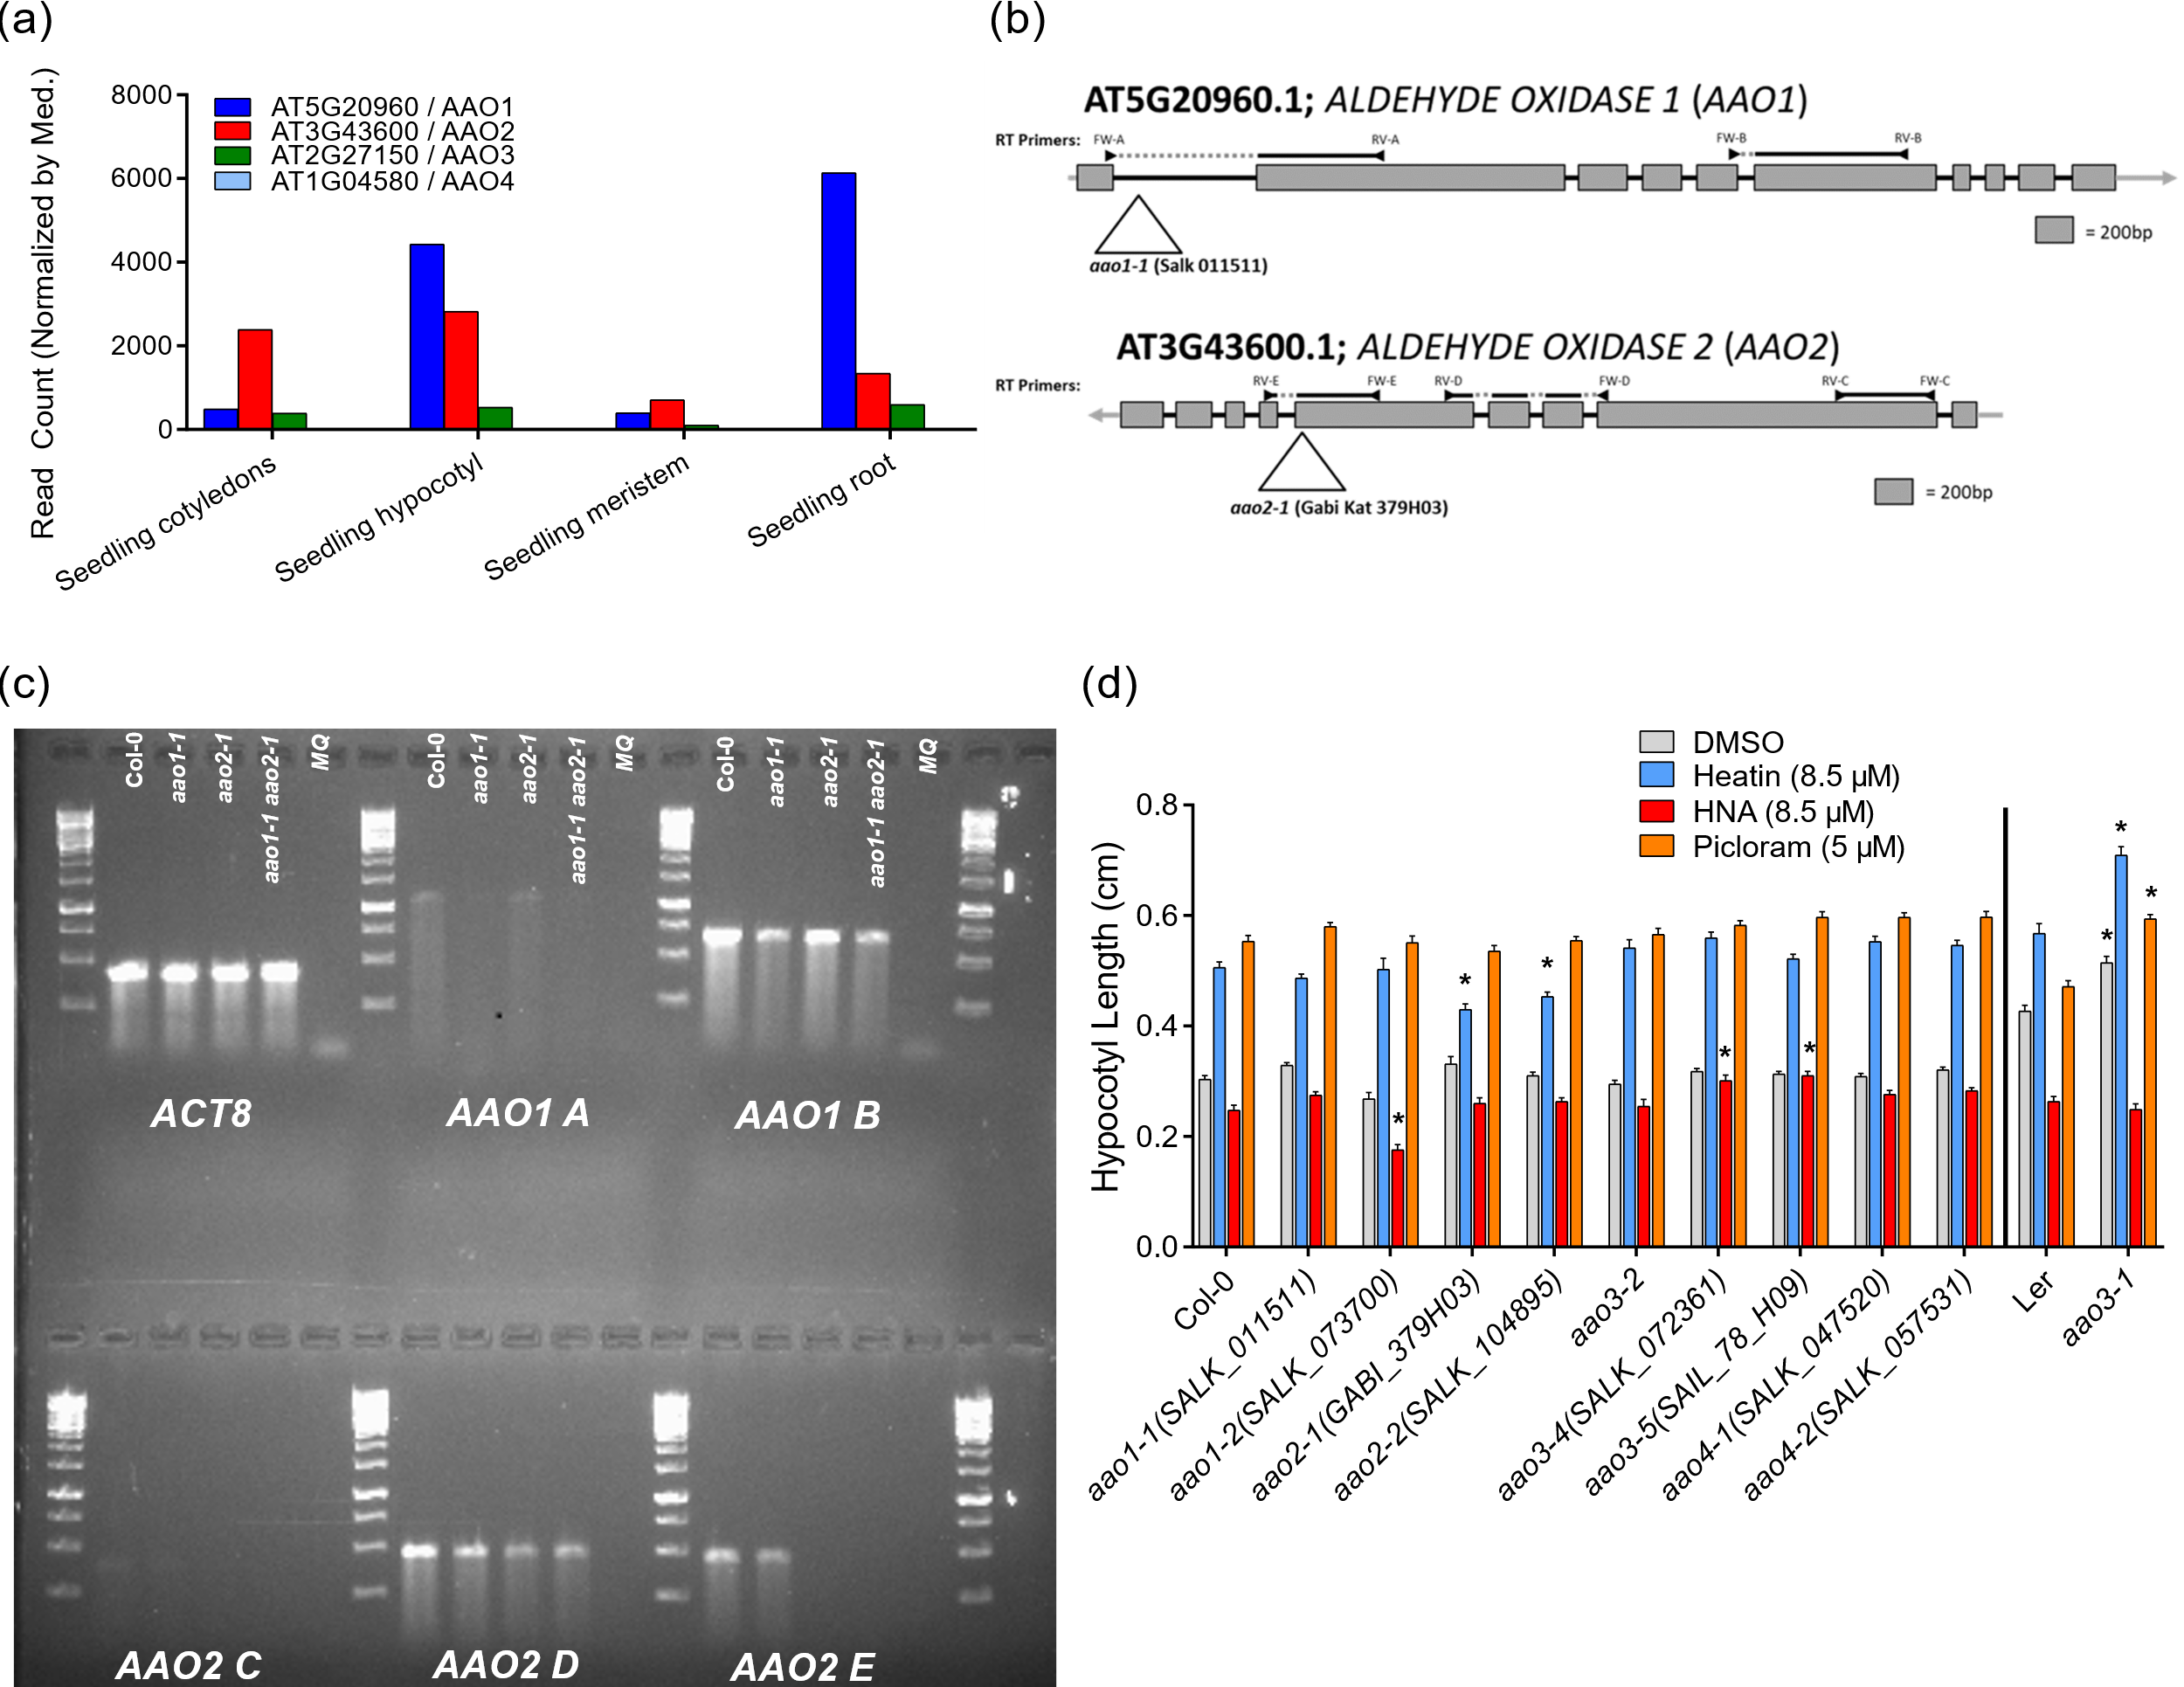

**Figure S5. Characterization of *aao* mutants.** (a) Normalized RNA-seq read counts of *AAO1* (dark blue bars)*, AAO2* (red bars)*, AAO3* (green bars) and *AAO4* (light blue bars) in young Arabidopsis seedlings. Note that *AAO4* read count is low (0.68- 11 in all indicated tissues). Data is derived from the TraVA database (http://travadb.org/). (b) Gene models for *AAO1* and *AAO2*, showing positions of T-DNA inserts (triangles) and RT-primers used for genotyping (indicated as A-E). (c) Agarose gel showing Reverse Transcriptase (RT)-PCR results (35 cycles) of one week-old whole seedlings. Tested genotypes are indicated above the lanes (Col-0, *aao1-1, aao2-1, aao1-1 aao2-*1). MQ indicates miliQ water (no cDNA) used as a negative control. Primer combinations used (A-E, see panel b) are indicated below the lanes. For used oligonucleotides see Table S11. *ACTIN8* (*ACT8*) was included as a positive control and the 1-kb gene-ruler (Thermo Fisher) is included as size marker. (d) Hypocotyl lengths of eight day-old seedlings of indicated *aao* mutant genotypes in the Col-0 and L*er* wildtype genetic backgrounds, grown on mock (DMSO solvent; grey bars), Heatin (8.5 µM; blue bars), HNA (8.5 µM; red bars) or picloram (5 µM; orange bars). Asterisks indicate significant difference compared to the Col-0 wildtype, respectively L*er* (*aoo3-1*) (p<0.05; Student’s t-test). Values are averages of 3 replicates of each 20-25 seedlings. Error bars indicate SEM.

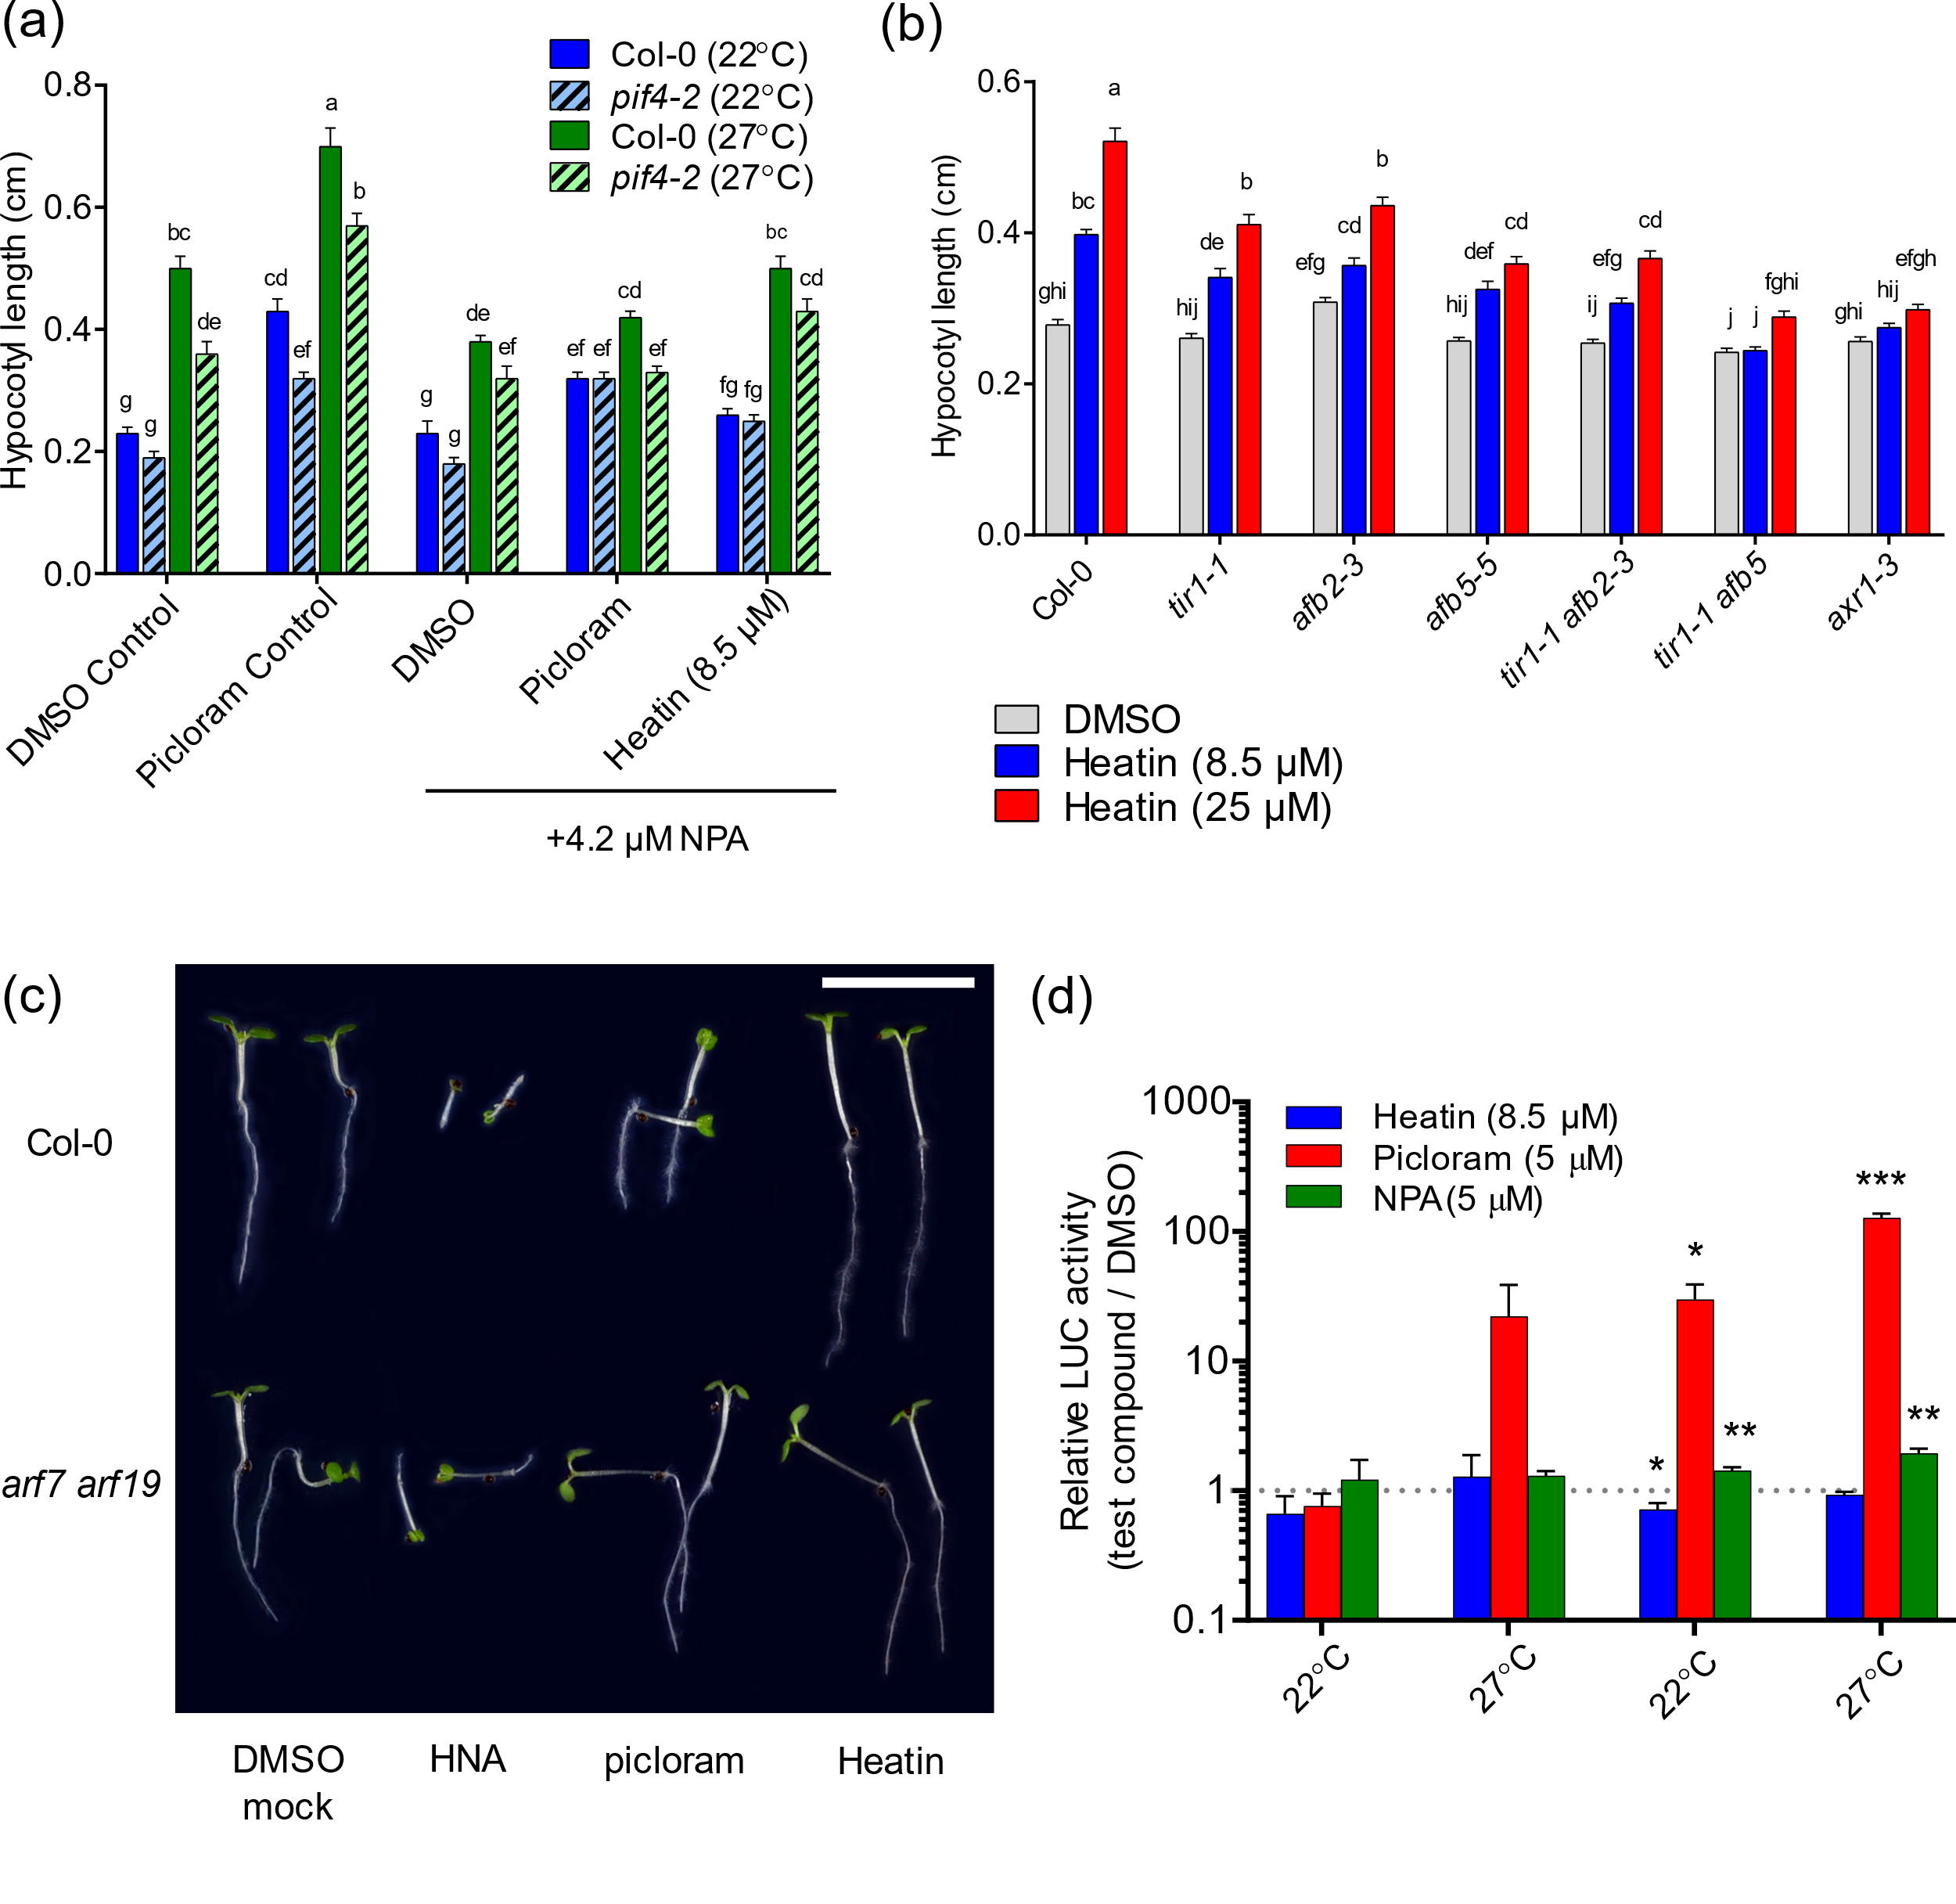

**Figure S6. Heatin and picloram activity require partly similar and distinct auxin signalling components.** (a) Hypocotyl lengths of eight day-old Col-0 wildtype (clear bars) and *pif4-2* mutant (dashed bars) seedlings, at 22°C (blue) and 27°C (green bars) on mock (DMSO solvent) and in presence of Heatin (8.5 µM) or picloram (8.5 µM), with and without additional NPA (4.2 µM). (b) Hypocotyl lengths of eight day-old seedlings of Col-0 wildtype and indicated auxin signalling mutants on mock (DMSO solvent; grey bars) or in presence of Heatin (8.5 µM; blue bars, 25 µM red bars). (a,b) Letters indicate significance groups (Tukey HSD post-hoc test), where averages that do not share letters are significantly different from each other (p<0.05). (a,b) Values are averages of (a) 10-15 seedlings and (b) 3-5 repeats of 15-25 seedlings each. Error bars indicate SEM. (c) Phenotypes of representative Col-0 wildtype (upper row) and *arf7 arf19* double mutant seedlings (lower row) grown on mock (DMSO solvent left), or in the presence of HNA (8.5 µM; middle-left), picloram (8.5 µM; middle-right), Heatin (8.5 µM; right). Scale bar indicates 0.5 cm. (d) LUCIFERASE activity of *eDR5:LUC* seedlings grown on medium containing Heatin (8.5 µM; blue bars), compared to DMSO mock-treated seedlings of 2- (left 2 groups of bars) and 6 day-old (right 2 groups of bars) seedlings, grown at the control (22°C) or high temperature (27°C). Picloram (5 µM; red bars) and 5 µM NPA (green bars)-treated seedlings are included as positive and negative control, respectively. The dotted horizontal line indicates no change compared to mock. Asterisks indicates significant difference from 1, as tested by one-sample t-test; * p<0.05, **p<0.01, ***p<0.001.

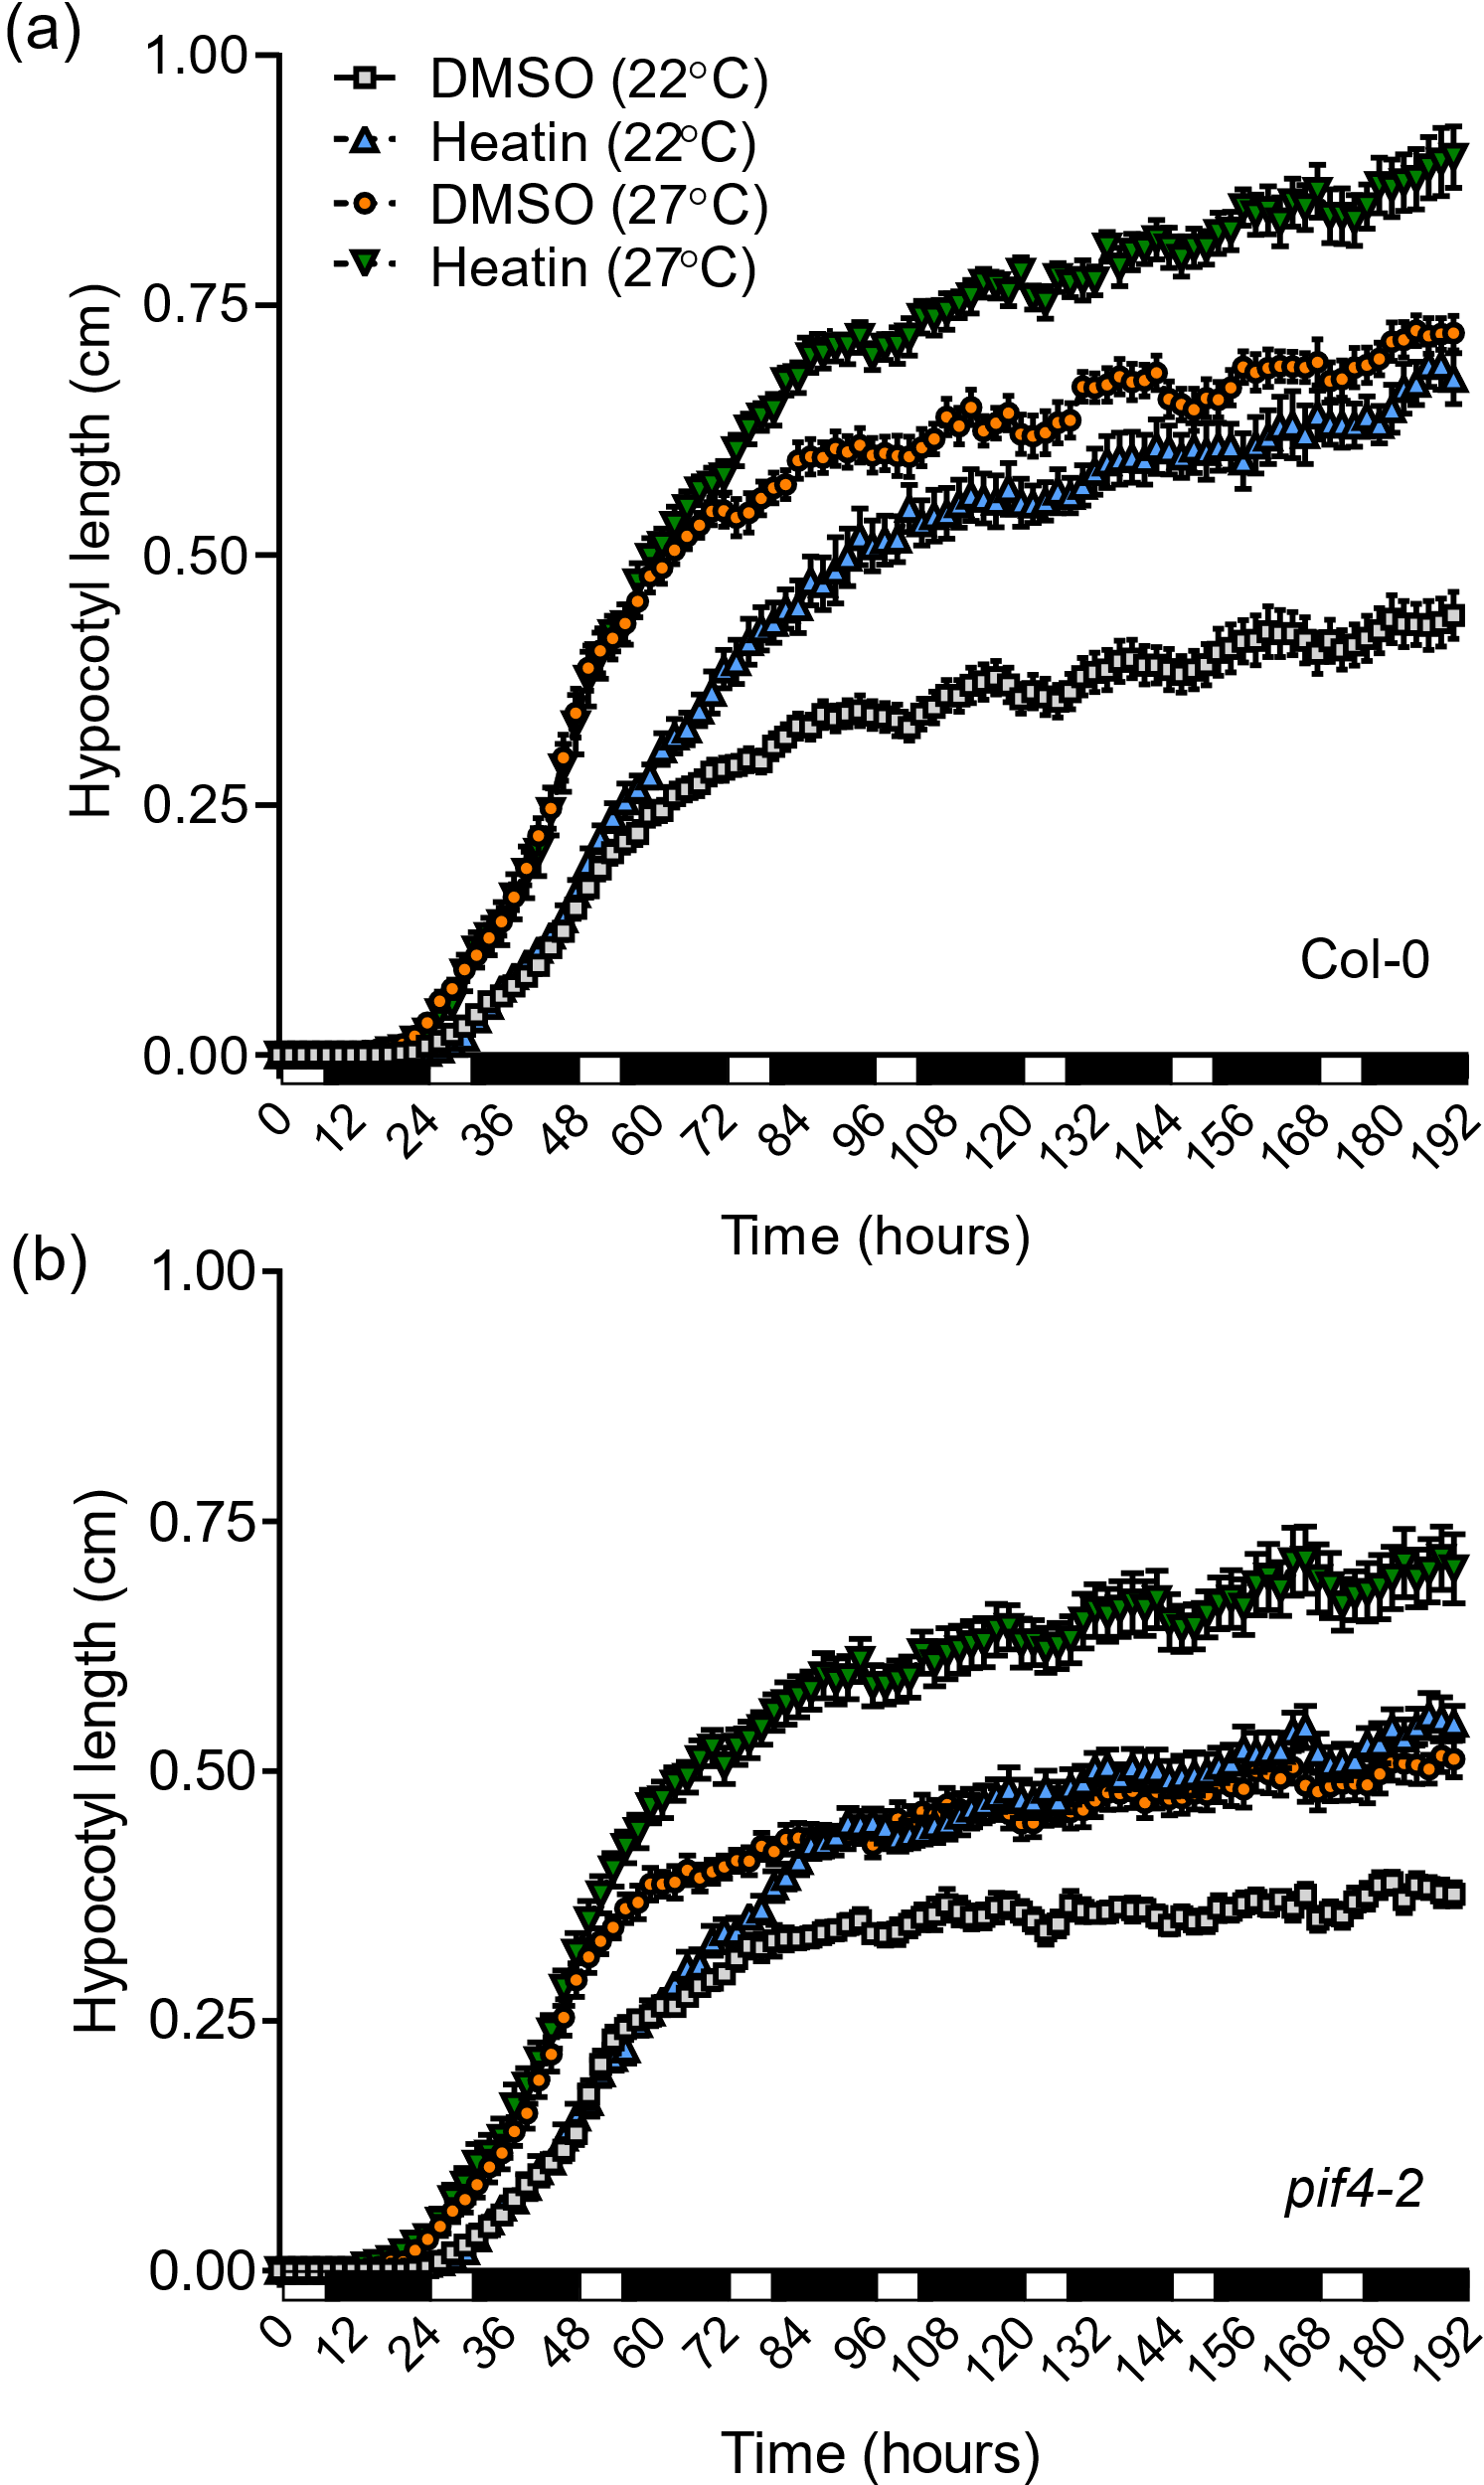

**Figure S7. Kinetics of Heatin-induced hypocotyl elongation in germinating and establishing seedlings.** (a,b) Hypocotyl growth of (a) Col-0 wildtype and (b) *pif4-2* mutant seedlings from seed (t=0 h) to eight day-old seedling (t=192 h) in the absence (mock DMSO solvent; squares and circles) and presence of 8.5 µM Heatin (triangles) at 22°C (grey and blue symbols) or 27°C (orange and green symbols). White and black bars on the X-axis indicate the light (day) and dark periods (night) of the short day photoperiod regime (8h light, 16h darkness). Values are averages of 12-18 independent repetitions of each 5-10 seedlings. Error bars indicate SEM. Note that seeds germinate at ~t=24 h.

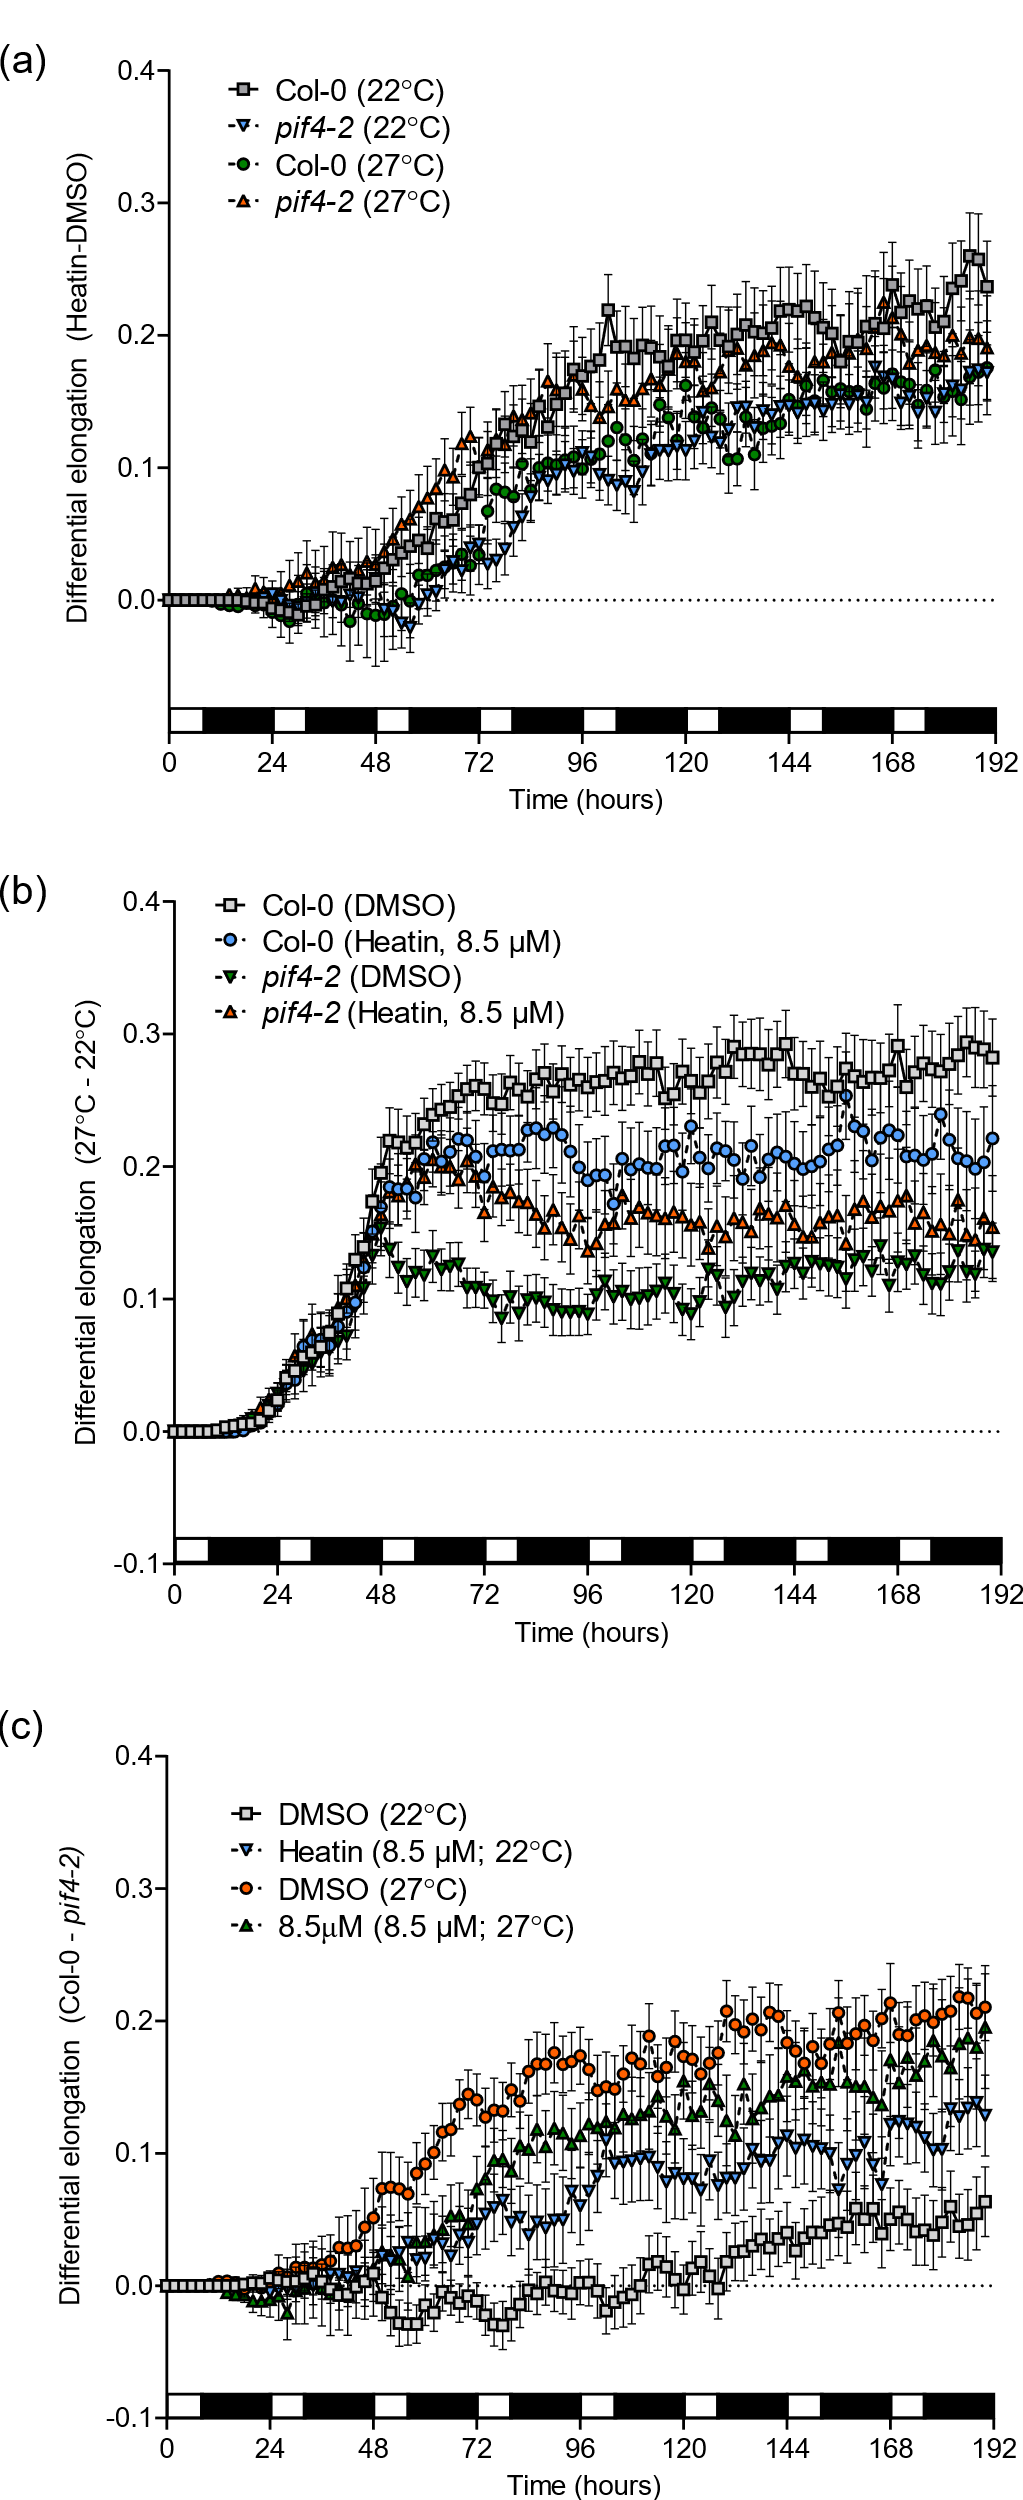

**Figure S8. Relative effects of Heatin on hypocotyl elongation during seed germination and seedling growth.** (a) Differential response of Heatin (8.5 µM) relative to DMSO solvent mock of Col-0 (squares and circles) and *pif4-2* mutant (triangles) seedlings, grown at either 22°C (grey and blue symbols) or 27°C (green and orange symbols). (b) Differential response of high temperature grown seedlings (27°C) relative to control temperature (22°C) of Col-0 (grey and blue symbols) and *pif4-2* (green and orange symbols) seedlings grown on either mock (DMSO solvent; squares and downward triangles) or in the presence of Heatin (8.5 µM; circles and upward triangles). (c) Differential response of Col-0 relative to *pif4-2* of mock (DMSO solvent; squares and circles) in the presence of Heatin (8.5 µM; triangles) at 22°C (squares and downward triangles symbols) or 27°C (circles and upward triangles). In all panels, progression of hypocotyl elongation of seedlings is shown from seed (t=0 h) to eight day-old seedling (t=192 h). White and black bars on the X-axes indicate the light (day) and dark periods (night) of the short day photoperiod regime (8h light, 16h darkness). Values are averages of 12-18 repeats of each 5-10 seedlings. Error bars indicate SEM. Note that seeds germinate at ~t=24 h. Dotted lines at Y=0 indicate no difference between compared two groups.

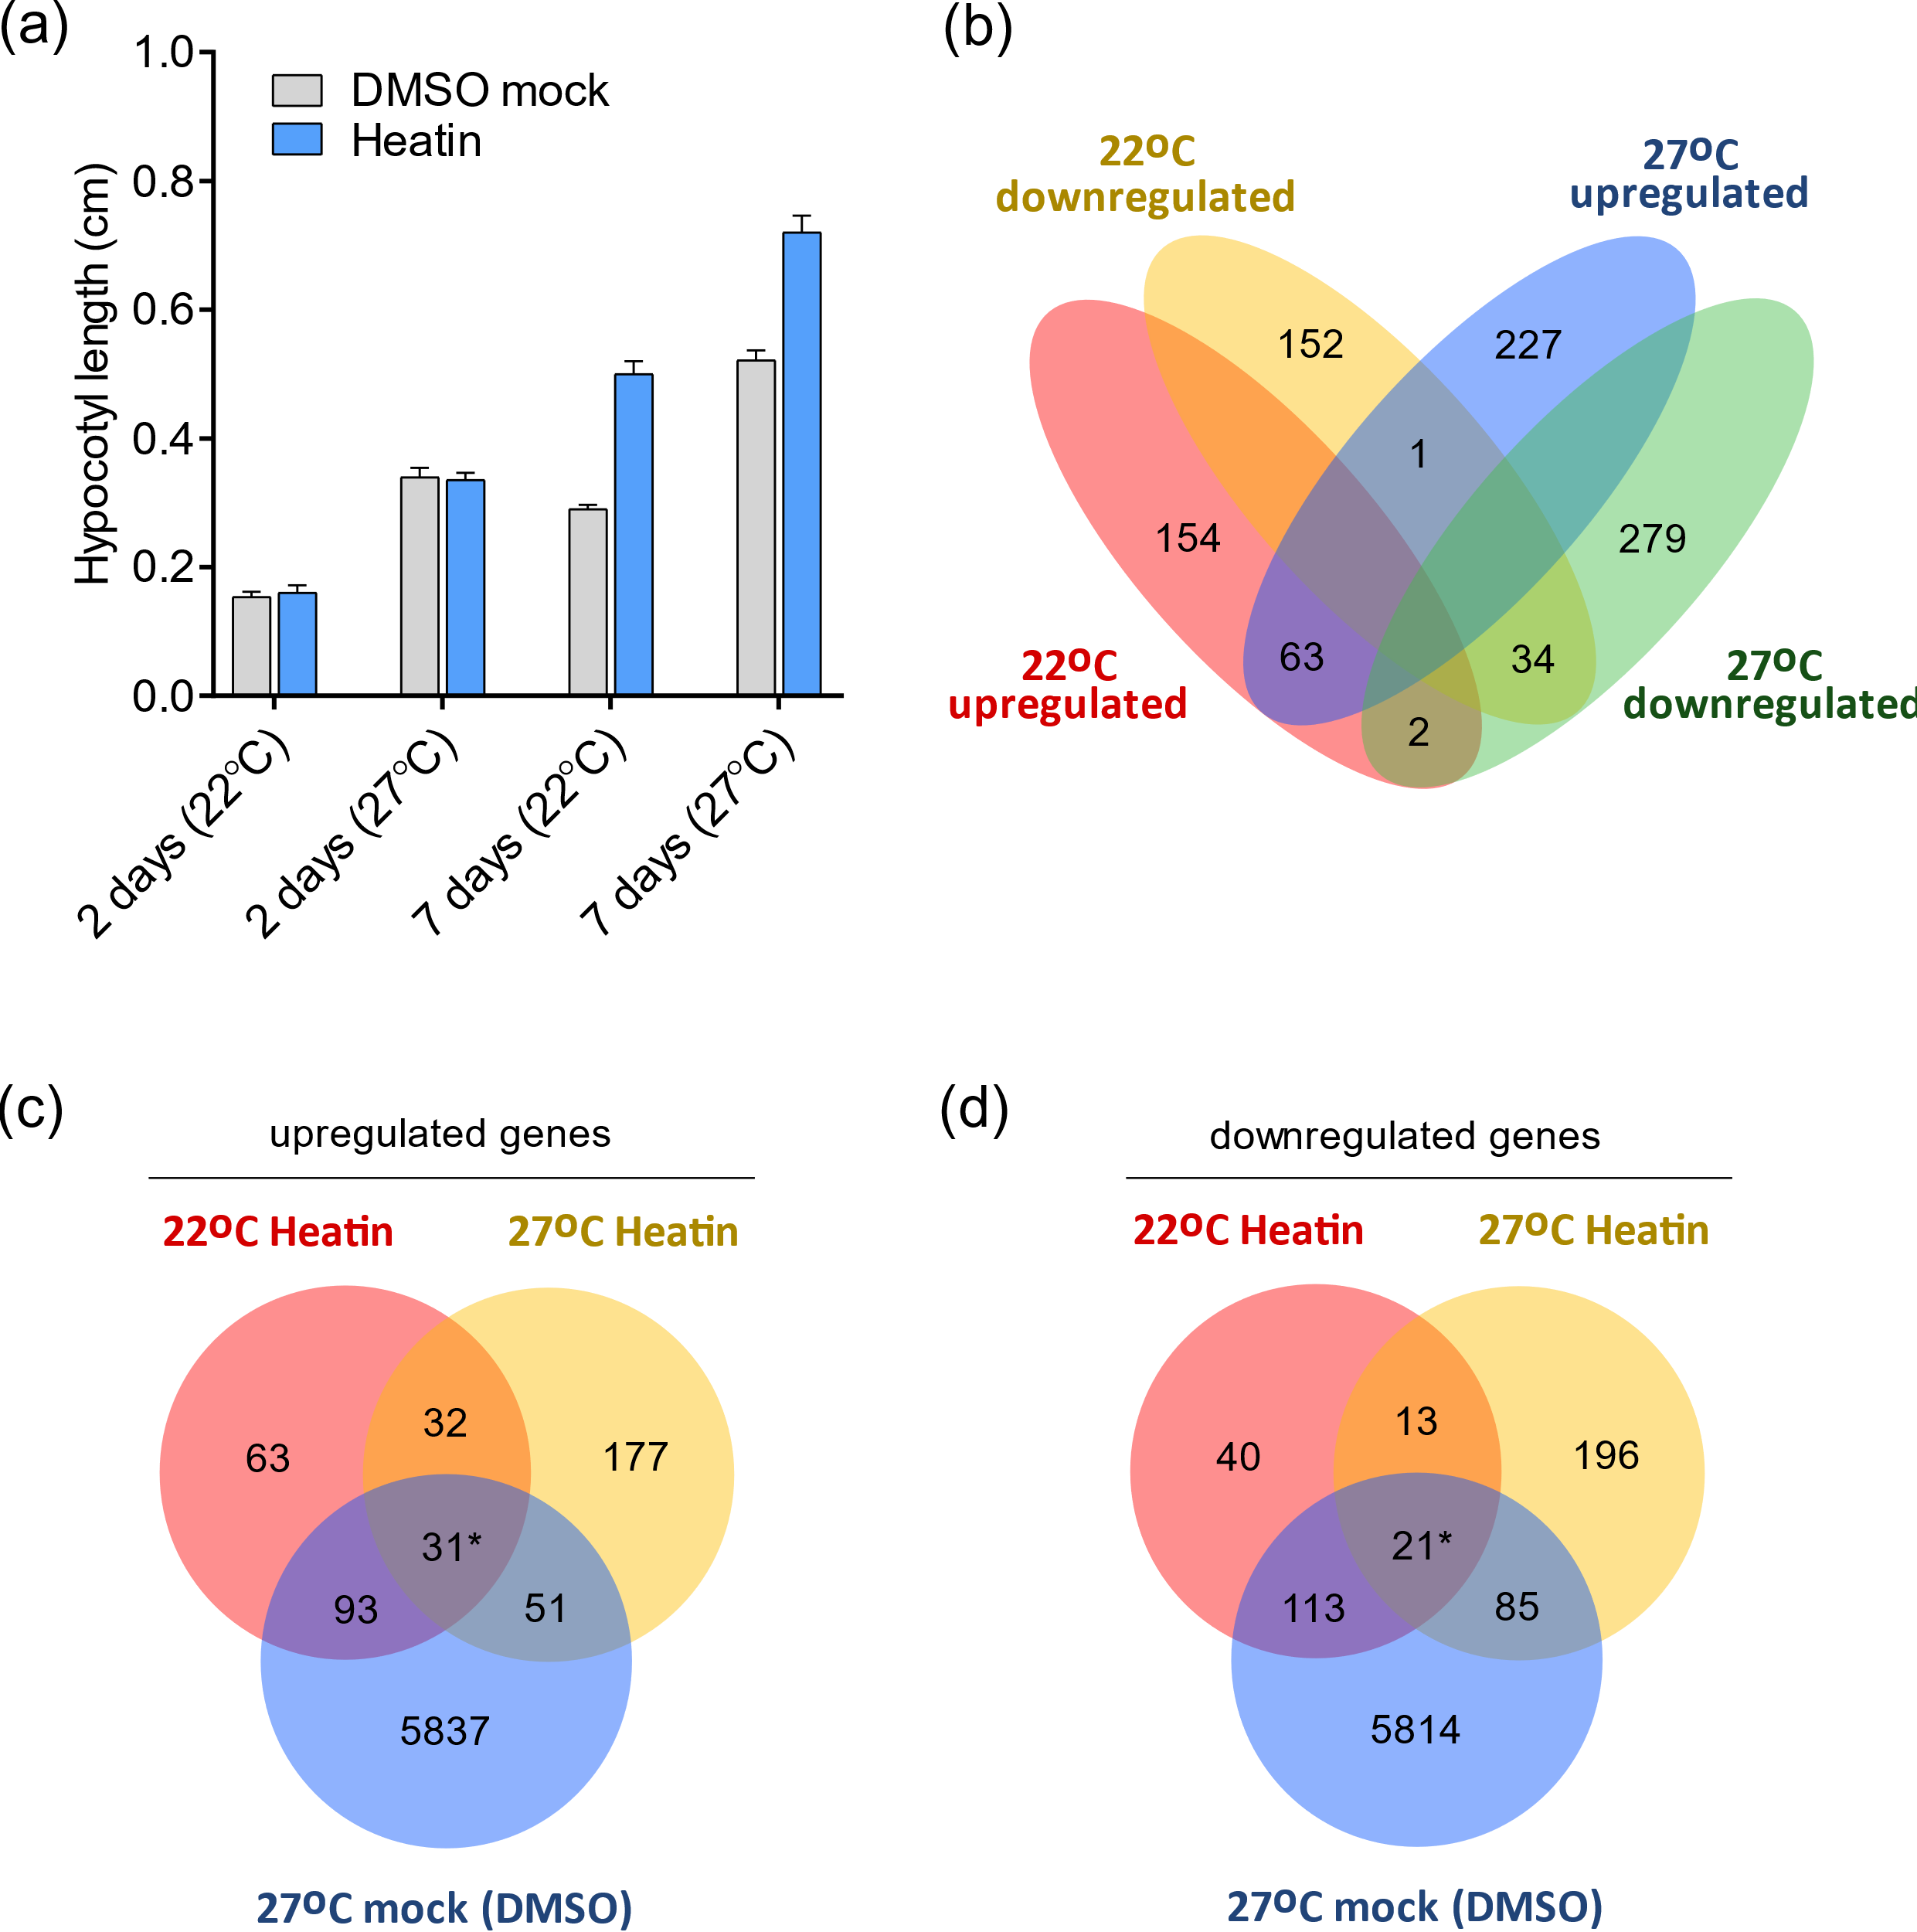

**Figure S9. Heatin effects on the seedling transcriptome**. See Appendix S1 for details. (a) Hypocotyl lengths of two and seven day-old seedlings used for RNA sequencing, grown at control (22°C) or high ambient temperature (27°C) on mock (DMSO solvent; grey bars) and in the presence of Heatin (8.5 µM; blue bars). Error bars indicate SEM. Values are averages of 12 replicates consisting of ~50-100 seedlings each. (b-d) Venn-diagrams showing numbers and overlap of differentially regulated genes. (b) Genes upregulated (blue and red) and downregulated (yellow and green) as a result of Heatin treatment (relative to mock) at control (22°C; yellow and red) and high temperature (27°C; green and blue) conditions. (c,d) Overlap between (c) upregulated and (d) downregulated genes relative to mock (DMSO solvent control) at 22°C. Shown are genes regulated by Heatin at 22°C (red), Heatin at 27°C (yellow) and genes affected by temperature in mock conditions (blue). Genes in the fields marked with asterisks are shown in Table S7. Numbers indicate the fraction of genes that were significantly differentially regulated in the indicated comparisons. Impossible combinations are left blank in panel (b) *e.g.* up and down simultaneously in the same condition.

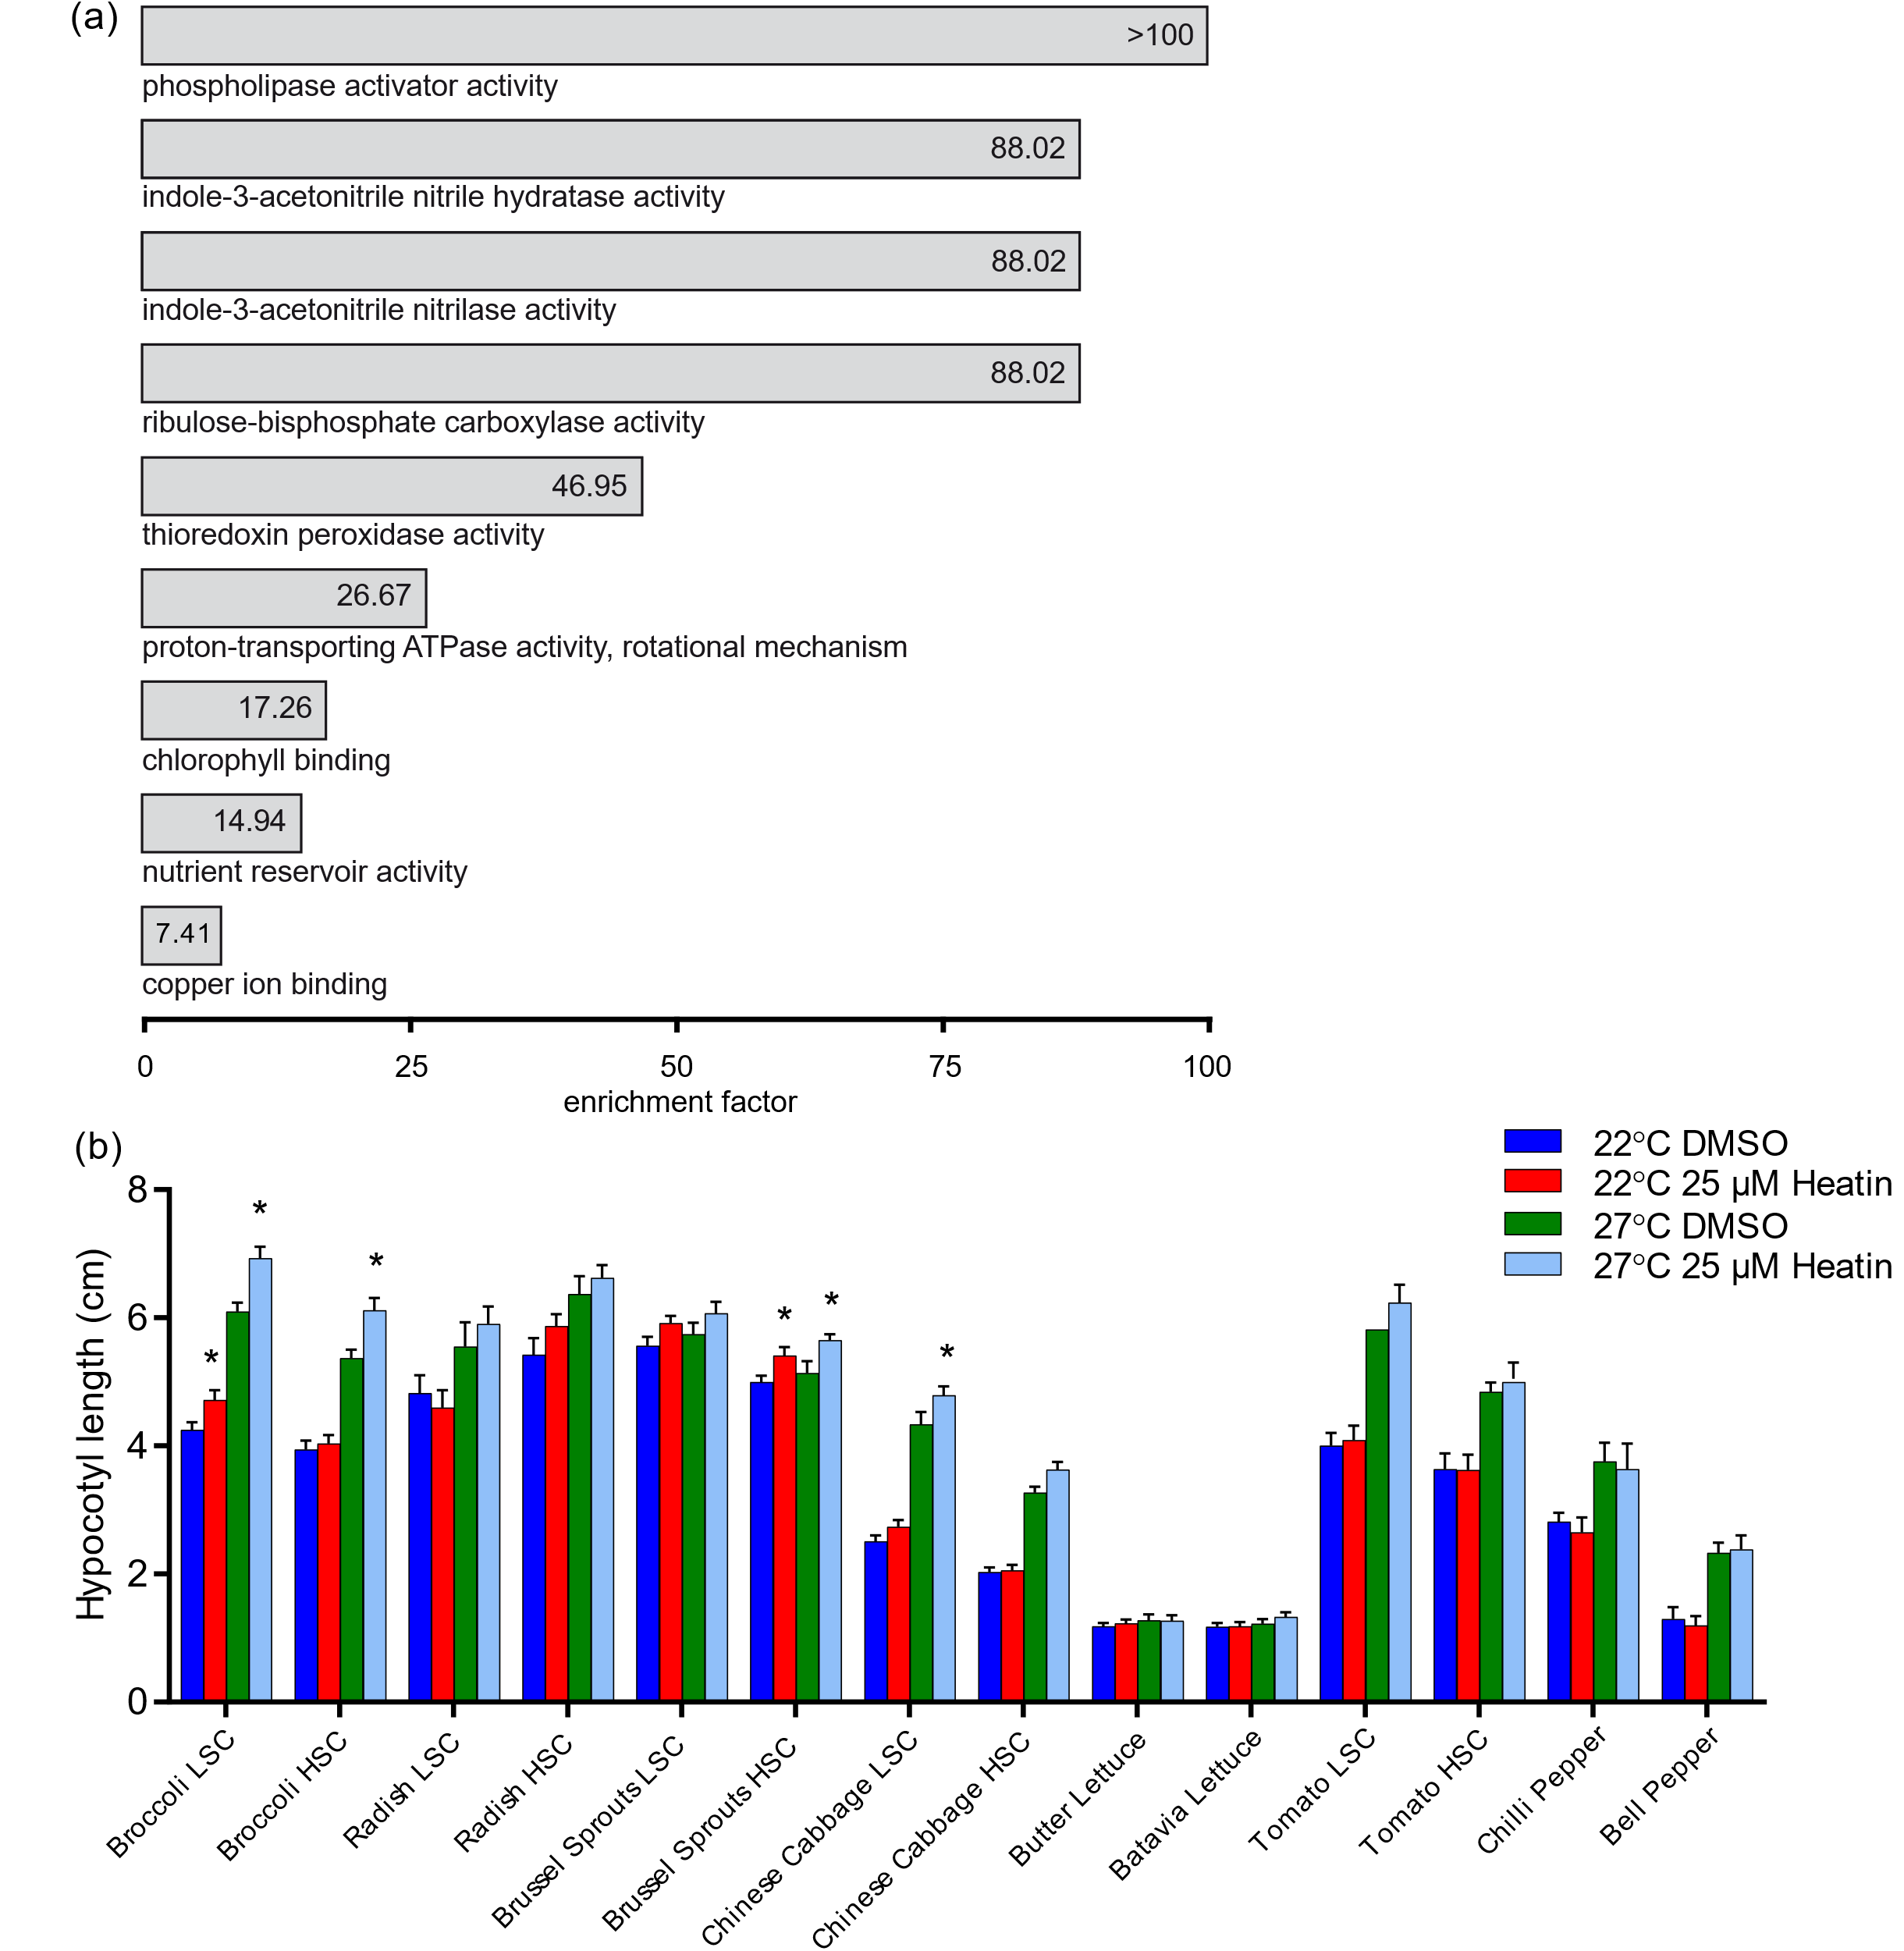

**Figure S10. Proteins interacting with Heatin and Heatin effects on crop varieties.** (a) Gene Ontology (GO) term enrichment analysis of significantly enriched proteins in the ‘Heatin-eluted’ fraction compared to the ‘On-bead’ fraction, based on their molecular function. Statistical overrepresentation is based on a Fisher‘s Exact test. Results with a Bonferroni-corrected p-value < 0.05 and a fold enrichment > 1 are displayed. For details, see Table S10. (b) Effect of Heatin application (25 µM; red and light blue bars) compared to (DMSO mock; dark blue and green bars) on hypocotyl elongation of 8 day-old seedlings (except bell pepper and chili pepper; 10 day-old) of diverse F1 hybrids of commercial crop varieties. Tested are batches with low (LSC) and high (HSC) seed count (seeds per gram^-1^) respectively, at control (22°C; dark blue and red bars) and high temperature conditions (27°C; green and light blue bars). Values are averages of 8 replicates of 20-30 seedlings each. Asterisks indicate significance of the Heatin effect compared to the mock treatment (p<0.05; Student’s t-test).

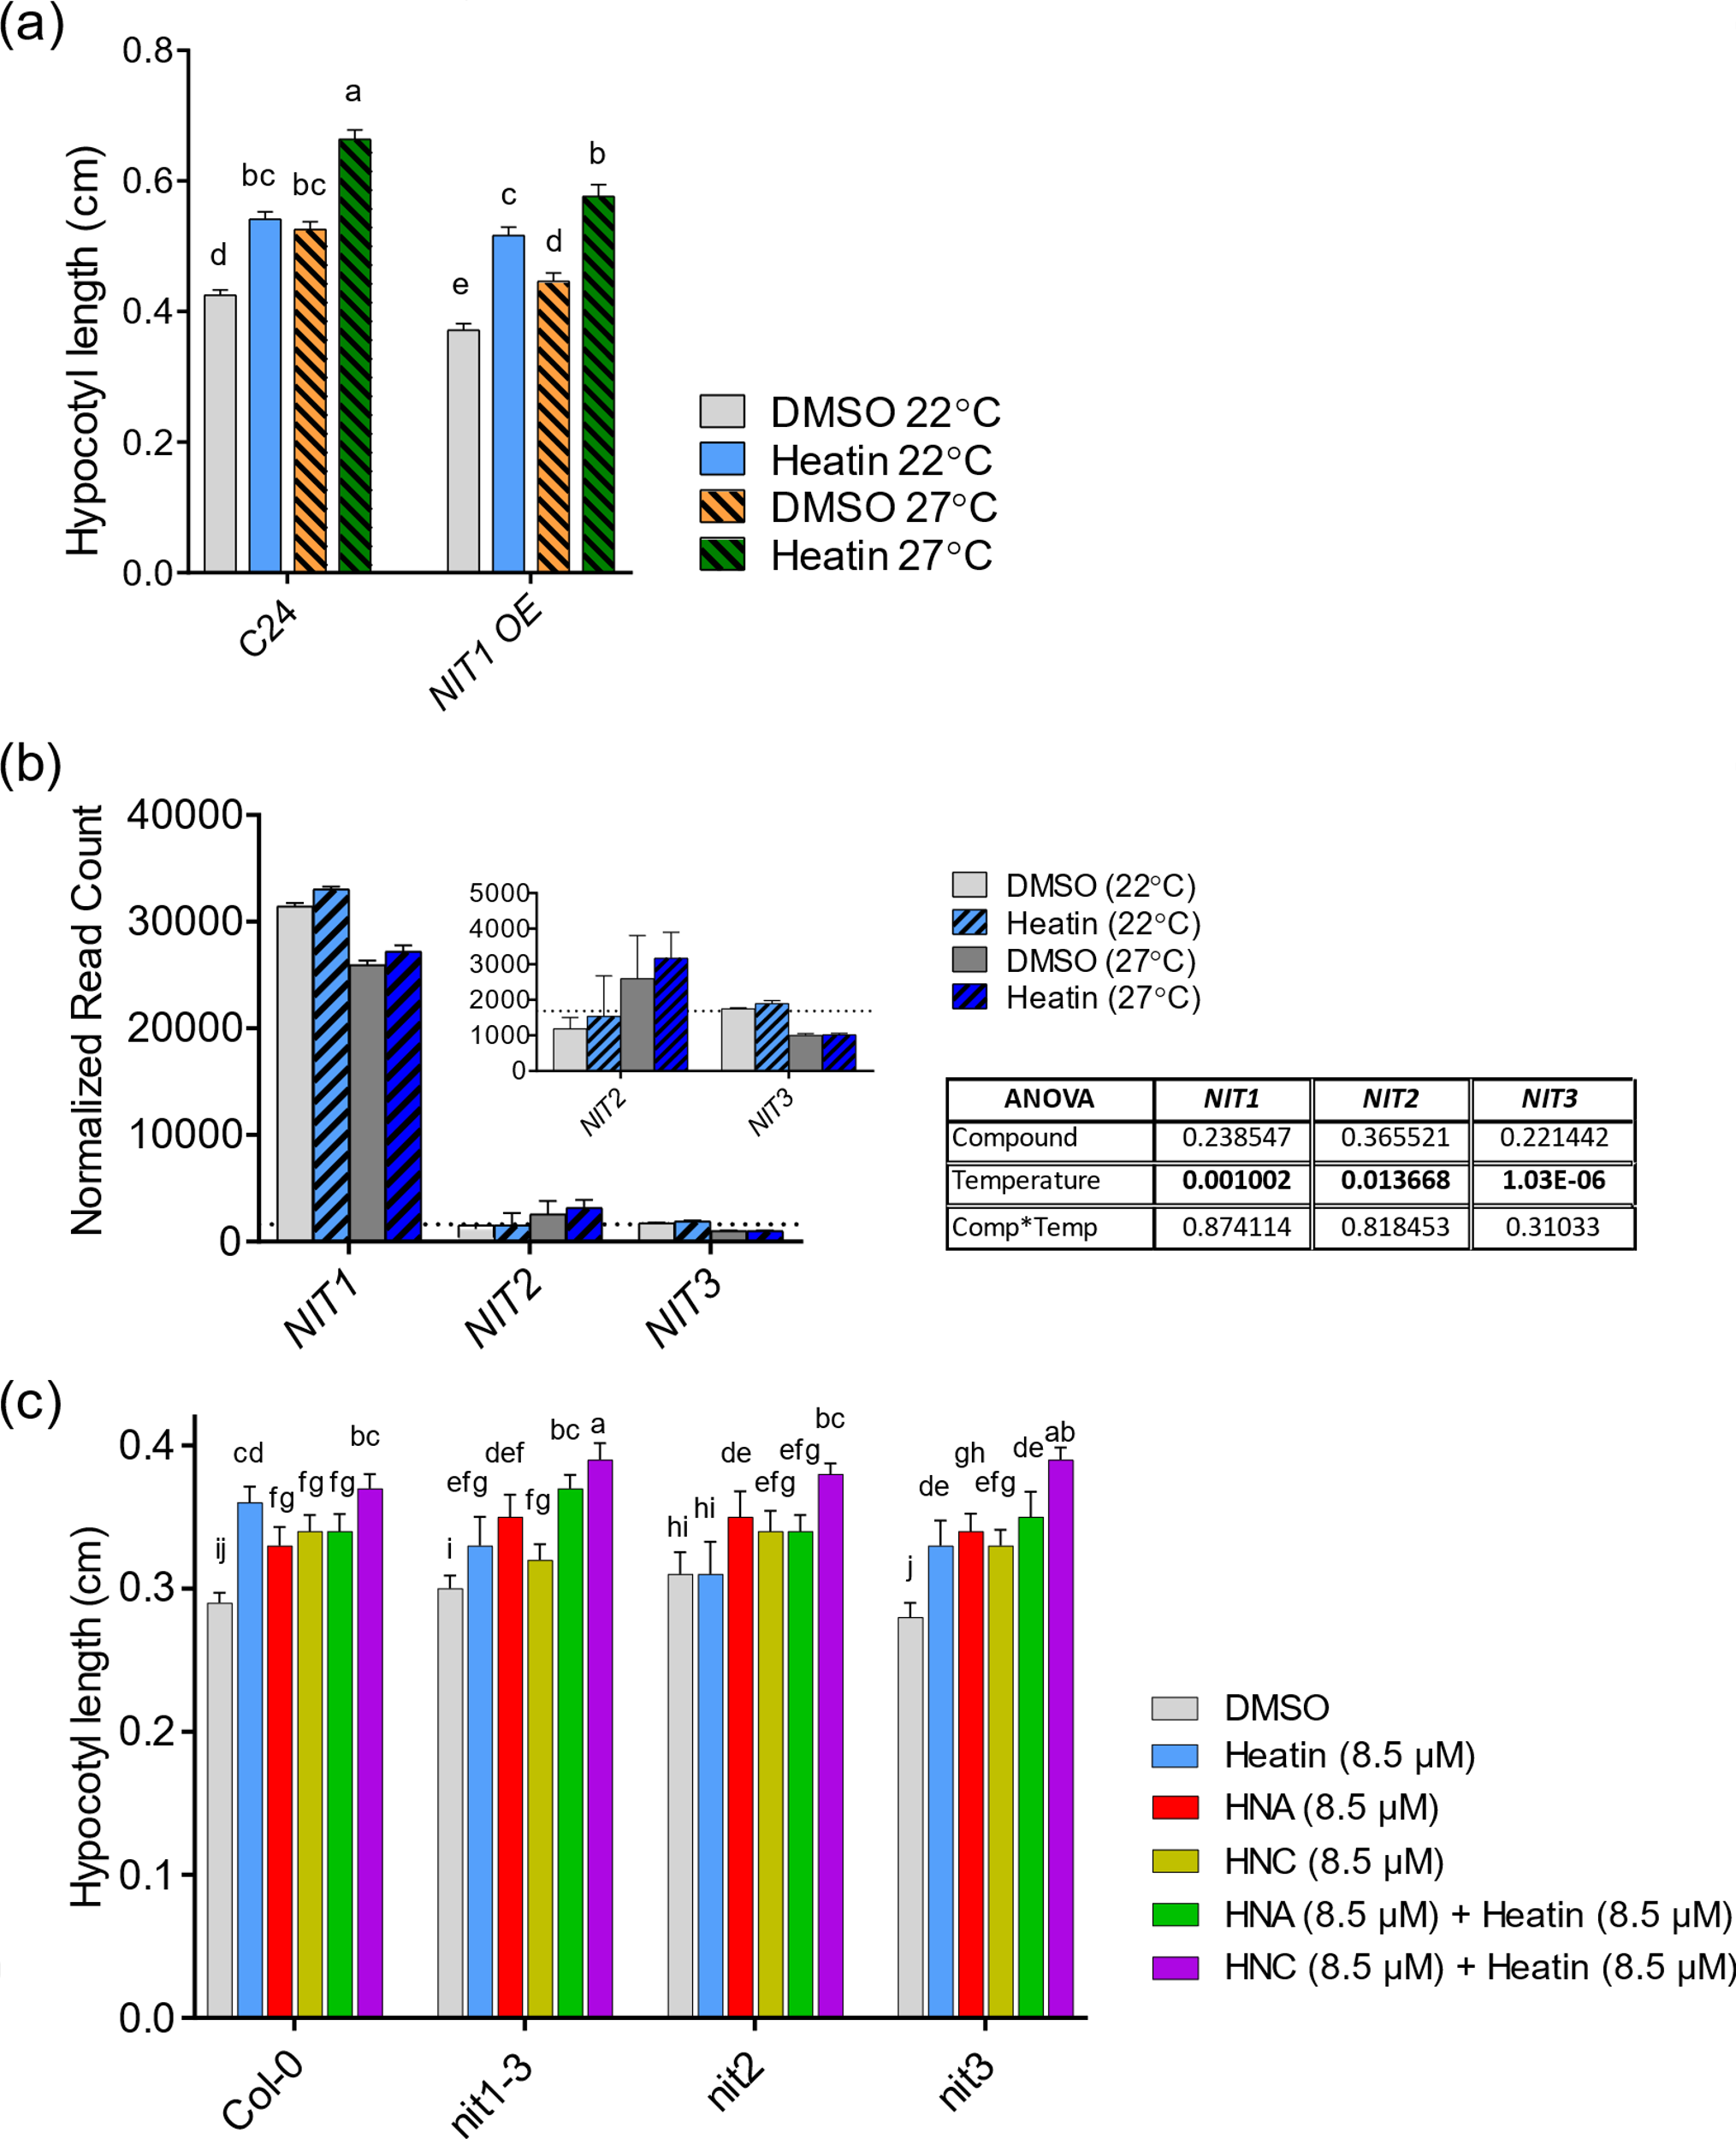

**Figure S11. *Nit1-subfamility* mutants exhibit reduced sensitivity to Heatin but remain sensitive to HNA and HNC.** (a) Hypocotyl lengths of eight day-old *NIT1 OE* (*NIT1* overexpression line) seedlings and its respective C24 wildtype background, on mock (DMSO, grey and orange bars) or in presence of Heatin (8.5 µM; blue and green bars), at either 22°C (open bars) or 27°C (dashed bars). Values are averages of 6 independent repetitions of 20-30 seedlings each. (b) Normalized read counts for *NIT1*, *NIT2* and *NIT3* as detected by RNA sequencing (Figure S9) in two day-old seedlings on mock (DMSO solvent; grey open bars) or in the presence of Heatin (8.5 µM, blue dashed bars), at 22°C (light bars) or 27°C (dark bars). The dotted horizontal line represents the average read count of all detected transcripts. Inset provides a magnification of *NIT2* and *NIT3* results. P values (ANOVA) of statistical comparisons for each *NIT* gene is indicated in the table below the graph. (c) Hypocotyl lengths of eight day-old *nitrilase1-subfamily* mutant seedlings on DMSO solvent (mock; grey bars), Heatin (8.5 µM; blue bars), HNA (8.5 µM; red bars), HNC (8.5 µM; yellow bars) and the combination of HNA and Heatin (both 8.5 µM; green bars) or HNC and Heatin (both 8.5 µM; purple bars). Values are averages of 11-12 independent repetitions of 15-50 seedlings each. (a-d) Error bars indicate SEM. Letters indicate significance groups (Tukey HSD post-hoc test), where averages that do not share letters are significantly different from each other (p<0.05).

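Over the 26689 genes with a read in at least 1 of the 12 samples of 2-day-old seedlings, the mean was 1399 normalized reads and the median 286.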

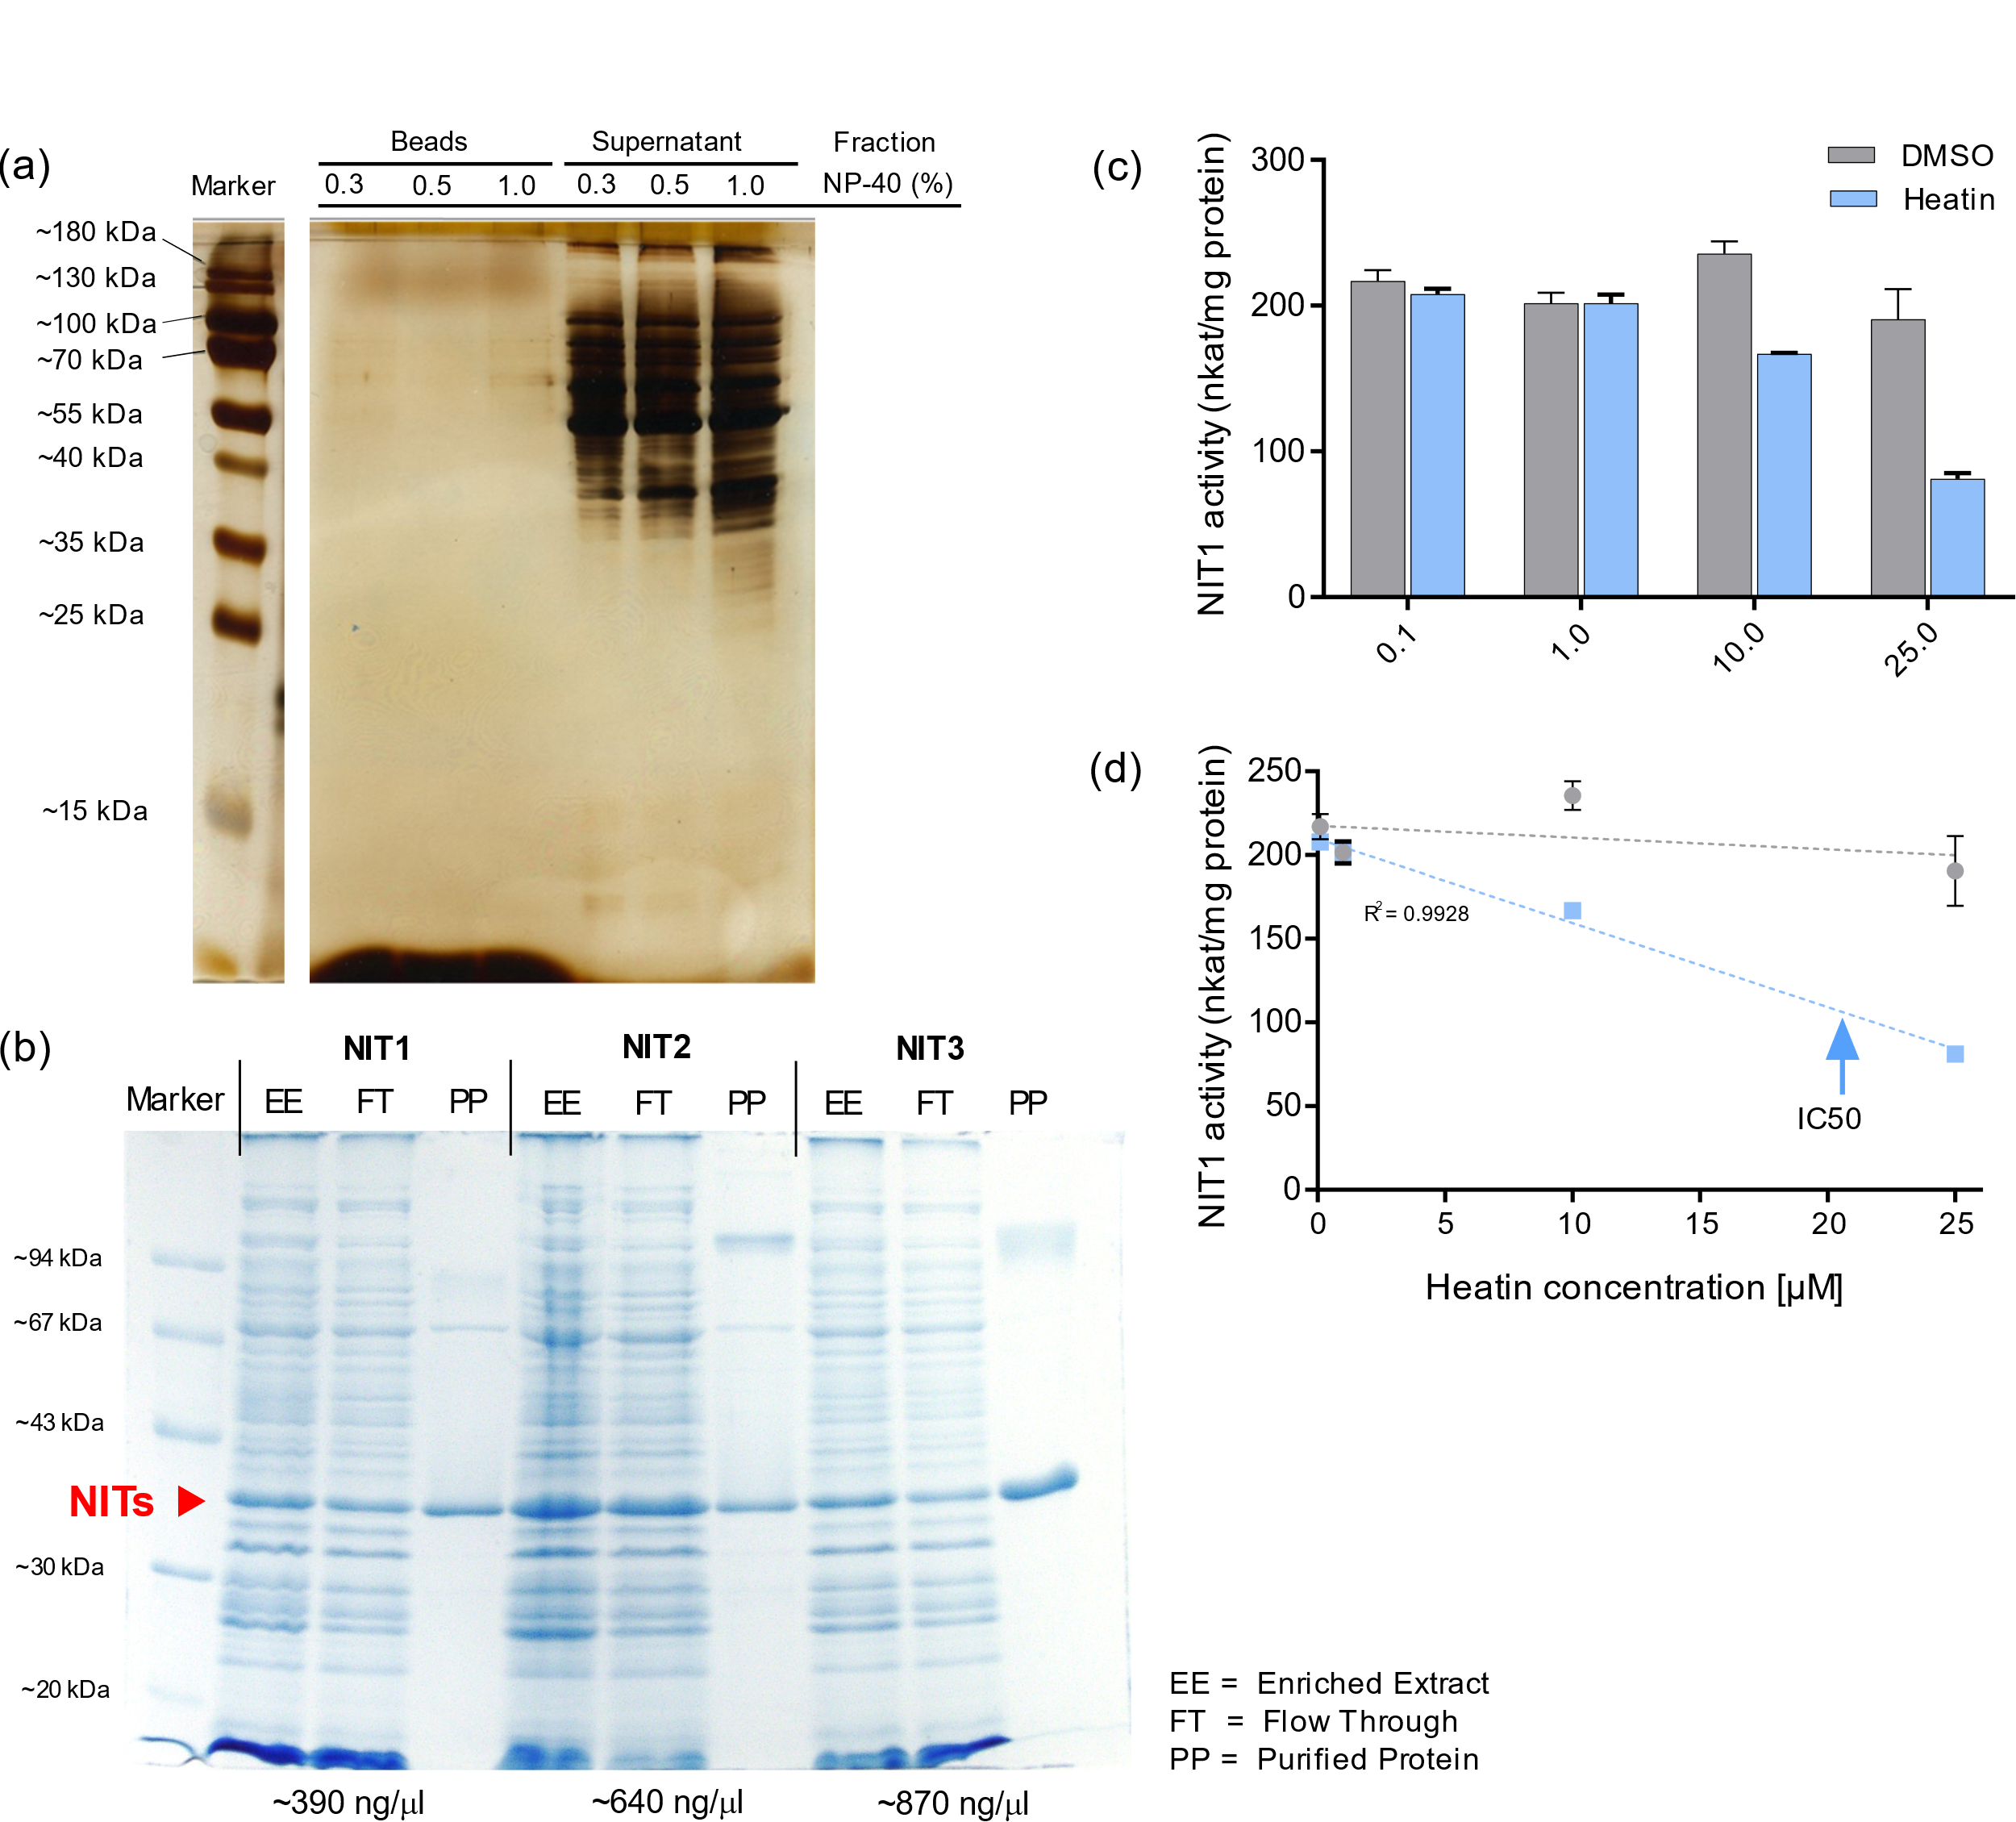

**Figure S12. Validation of chemical proteomics and NIT1 activity assays.** (a) Silver stain of pre-wash supernatant samples and post-wash ‘On-bead’ fractions of protein pulldown procedure, used to test for presence of proteins on the beads after washing. Different NP-40 percentages (v/v) were tested to optimize the washing solution. A size marker was included to visualize protein sizes. (b) Purification of recombinant HIS-tagged NIT proteins. Coomassie-stained gel showing different stages of the NIT purification process from *E. coli* cell culture. EE denotes the post-(NH4)_2_SO_4_ precipitation NIT protein enriched extracts, FT denotes the Ni-NTA column flow-through depleted of His-tagged NIT proteins and PP denotes the purified His-tagged NIT protein. Slight impurities can be seen in the gel, which correspond to *E. coli* proteins. A size marker with corresponding band sizes is included. The red arrowhead indicates the predicted size (~37 kDa) of recombinant His-tagged NIT proteins. Number depicted below the gel indicate protein concentrations of the purified protein (PP) as determined by Bradford’s assay. (c,d) Dose-response effects of Heatin inhibition of recombinant NIT1 enzymatic activity *in vitro,* with 2,5 µM 3-phenylpropionitrile (3-PPN) substrate. DMSO solvent (mock) is indicated with (c) grey bars and (d) grey circles and Heatin-treated samples with (c) blue bars and (d) blue squares. Values are averages of 3 technical replicates. (c,d) Error bars indicate SEM. (d) dotted lines represent the linear regression line through the data points. For Heatin effects the Pearson (R^2^ = 0.9928) is indicated. From this linear model, the half maximal inhibitory concentration of Heatin for NIT1 activity (IC_50_ of 3-phenylpropionitrile (3-PPN) substrate turnover), indicated with a blue arrow at 20.7 µM) was estimated (105.6 nkat/mg protein) by interpolation based on the average NIT1 activity in the DMSO Mock samples (211.2 ± 19,5 (StDEV) nkat/mg protein).

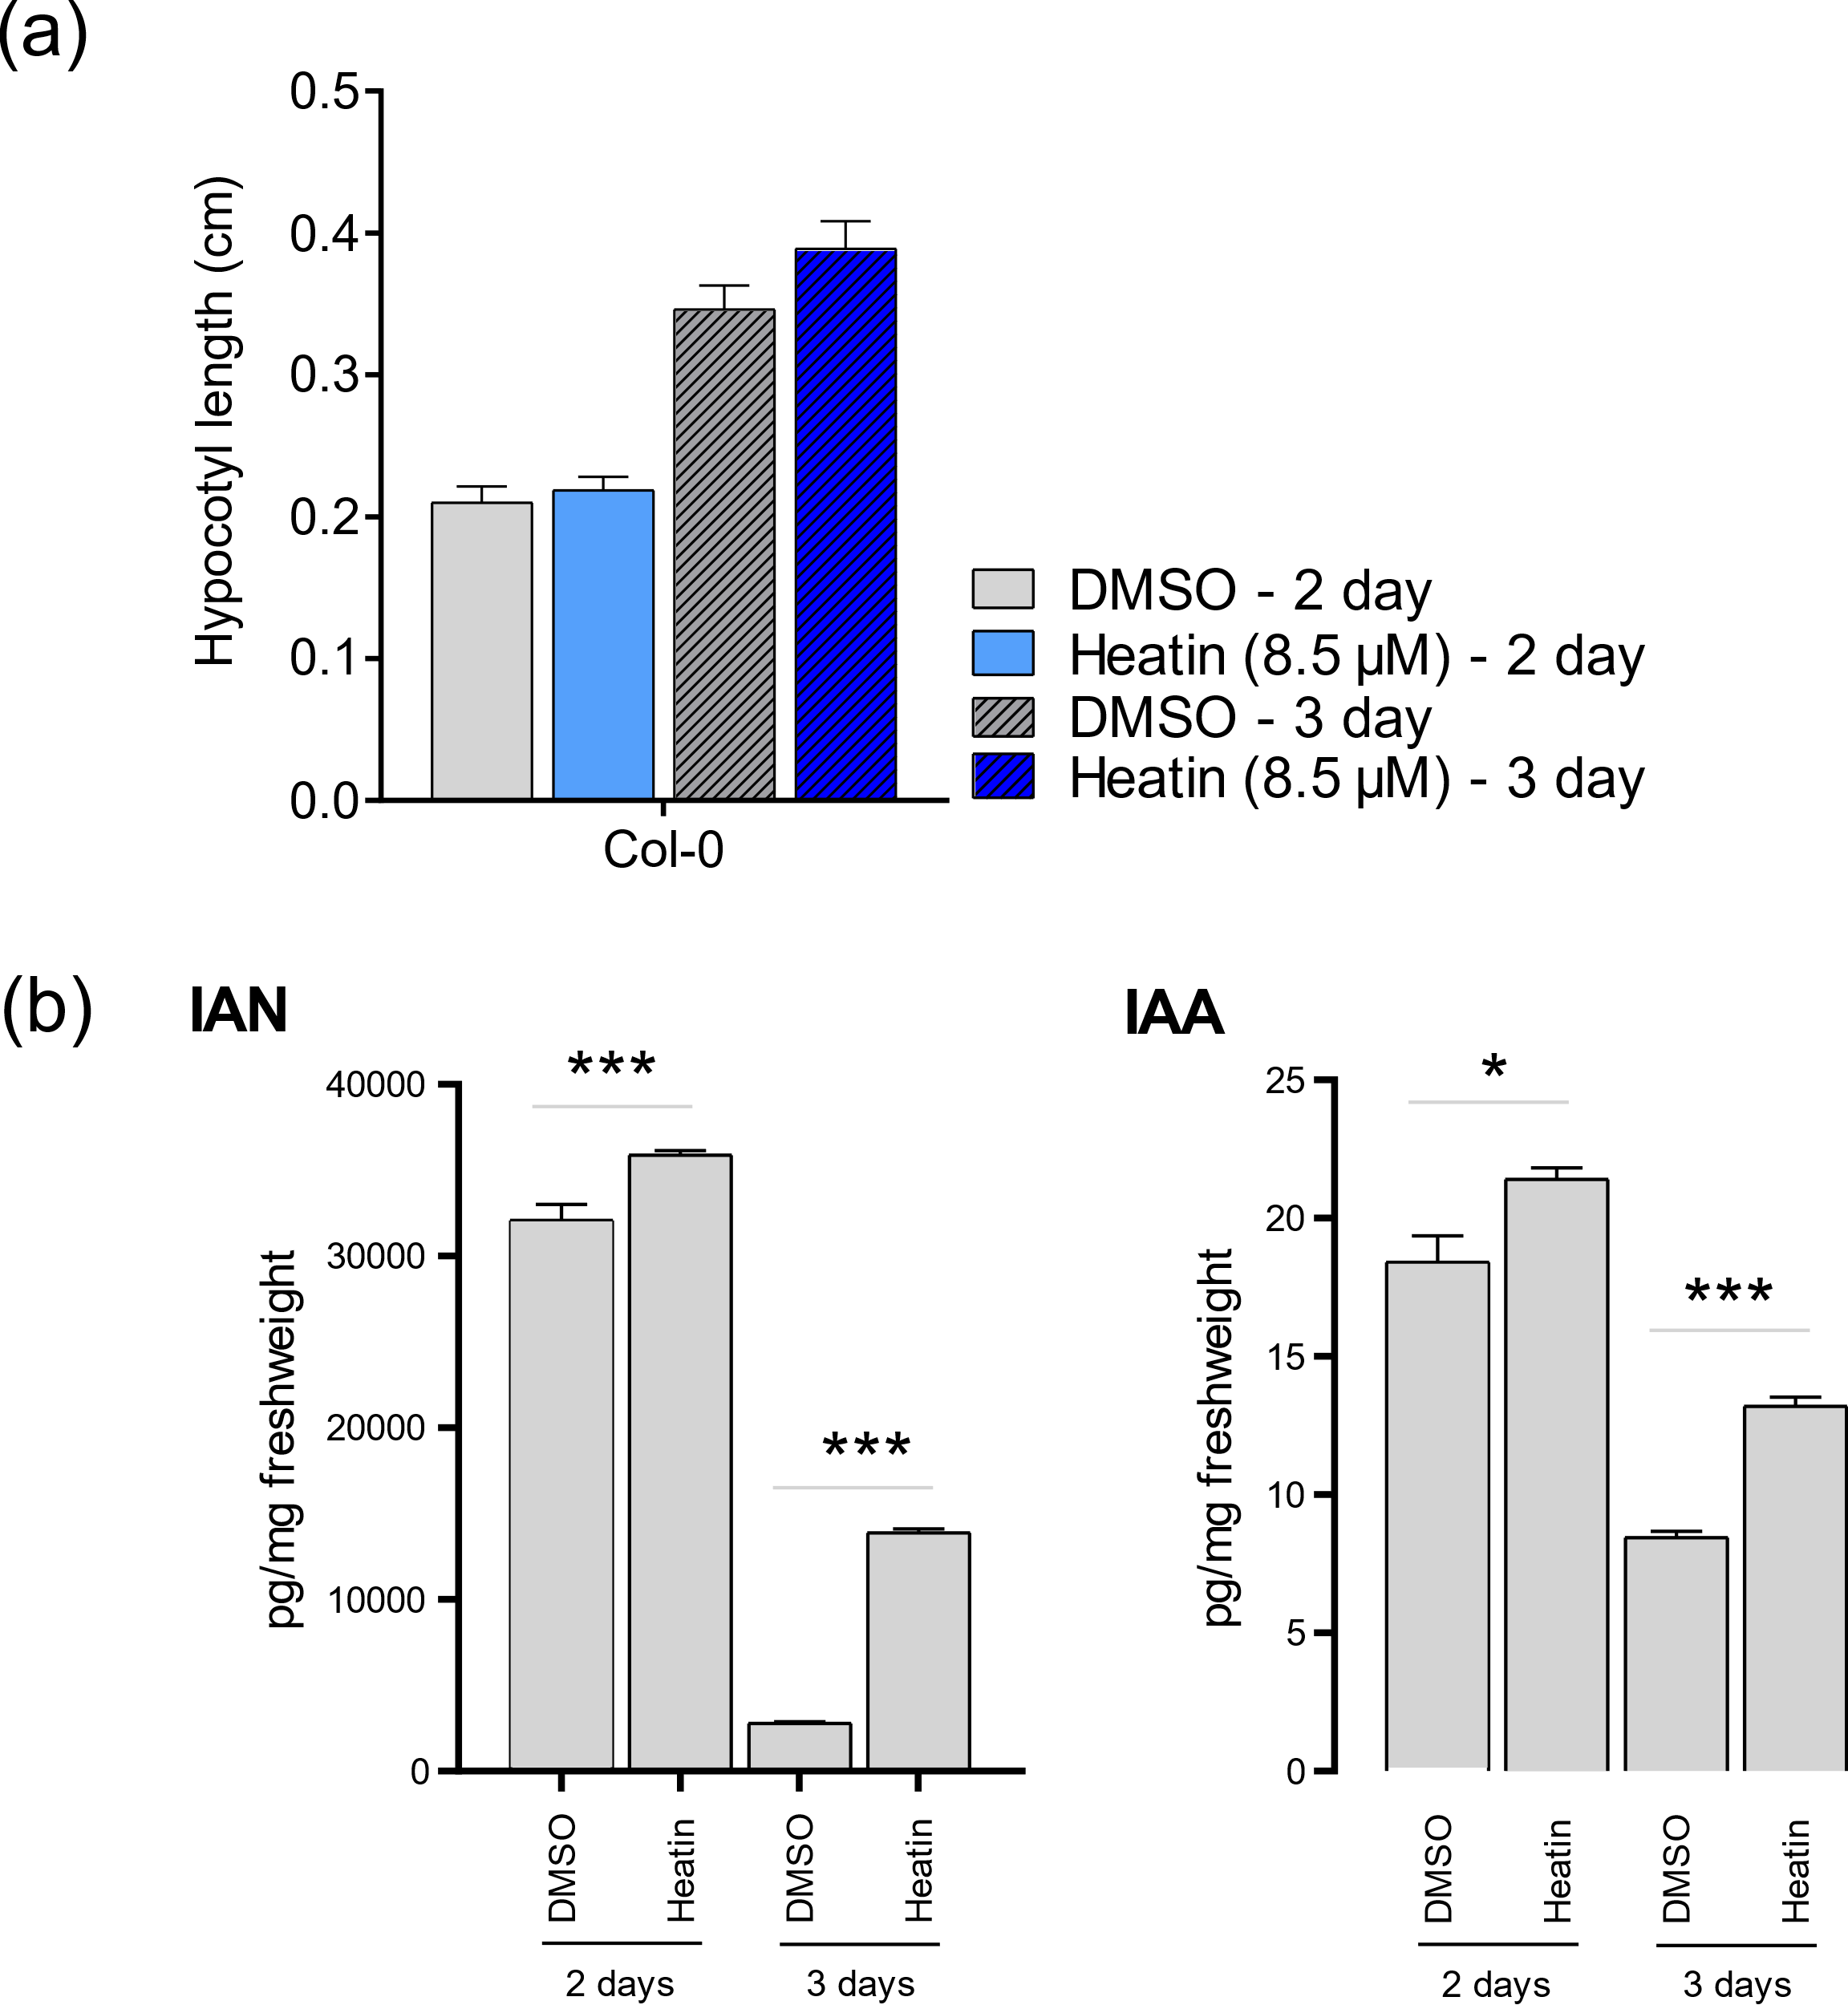

**Figure S13. Heatin effects on auxin metabolite levels.** (a) Hypocotyl lengths of two day-old (open bars) and three day-old (dashed bars) seedlings on mock (DMSO solvent; grey bars) or in the presence of Heatin (8.5 µM; blue bars), used for auxin metabolite analysis, confirming effectiveness and uniformness of the sampled materials. Error bars indicate SEM. Values are averages of 6 replicates consisting of ~50-100 seedlings each, of which four were used for auxin metabolite measurements. (b) Concentrations of IAN (left) and IAA (right) metabolites levels in two day-old and 3 day-old Col-0 wildtype seedlings on mock (DMSO control) and in the presence of Heatin (25 µM). N=4 replicates per treatment, each of 10 mg (fresh weight) seedlings. Asterisks indicate significant differences between mock and Heatin-treated samples, as determined by pair-wise ANOVA; *p<0.05, ***p<0.001.

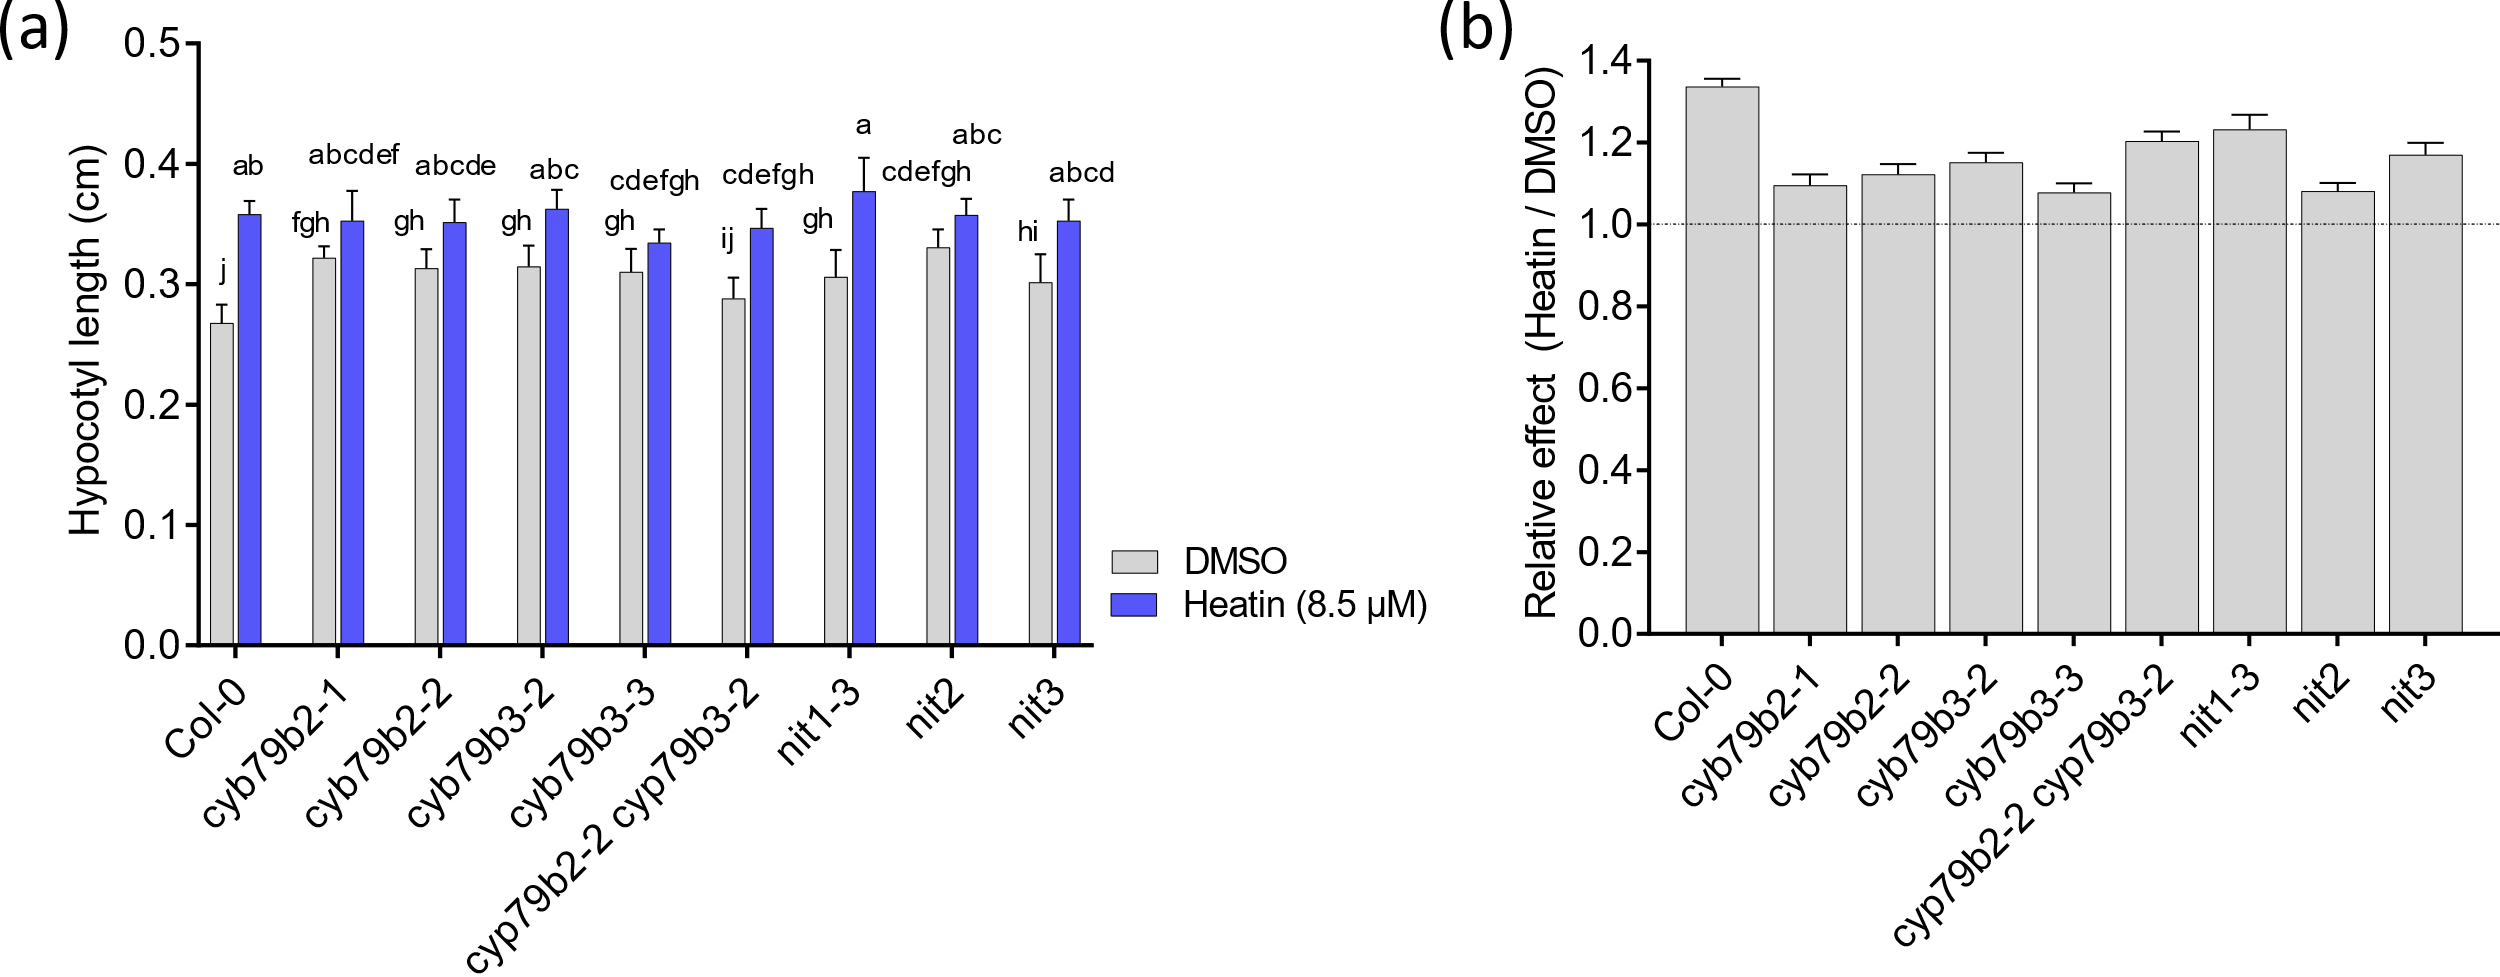

**Figure S14. *Cyp79b2 and cyp79b3* mutants exhibit reduced sensitivity to high temperature and are resistant to Heatin-induced hypocotyl elongation.** (b), Hypocotyl lengths of eight day-old seedlings of Col-0 wildtype and various *cyp79b2 and cypb79b3* and *nitrilase1-subfamily* mutants, grown in the presence of DMSO solvent (mock; grey bars) or Heatin (8.5 µM; blue bars), at 22°C. (b) Effect of 8.5 µM Heatin, relative to mock (DMSO) treatment, of hypocotyl lengths depicted in panel (a). The grey dashed line at Y=1 indicate no effect of Heatin. Error bars indicate SEM. Values are averages of 5 independent repetitions of 15-50 seedlings each. Letters indicate significance groups (Tukey HSD post-hoc test), where averages that do not share letters are significantly different from each other (p<0.05). Note that these data provide independent confirmation for the observation that *nit1-subfamily* mutants exhibit reduced sensitivity to Heatin.

# Supplementary material for: The chemical compound ‘Heatin’ stimulates hypocotyl elongation and interferes with the Arabidopsis NIT1‐subfamily of nitrilases
**Source:** Plant J. 2021 May 6;106(6):1523–40. doi: 10.1111/tpj.15250
**Supplement:** Supplementary file 2 — Table S1. Small molecule screening data. Table S2. Quantification of effects of candidate hit compounds (34 compounds) isolated based on initial visual screening (8360 compounds). Table S3. Potential hit compounds from the chemical genetics screen with consistent effect. Table S4. Chemical compounds used in the structure–activity relation study. TableS5. Numbers of significantly differentially regulated genes. TableS6. Significantly differentially regulated genes in 2‐day‐old Heatin‐treated seedlings. TableS7. Normalized RNA‐seq read counts of genes differentially regulated by Heatin and high temperature in 7‐day‐old seedlings. TableS8. GO‐terms of biological processes significantly enriched amongst Heatin regulated genes after 7 days. TableS9. Change in expression (Log2) of selected auxin biosynthesis, perception and signalling genes. TableS10. Gene identifiers of proteins significantly enriched in the ‘Elute’ fraction. TableS11. GO‐term enrichment analysis of significantly enriched proteins in the ‘Heatin‐eluted’ fraction based on their molecular function. Table S12. Primers used in this study.

**Table S1.** **Small molecule screening data.**

| **Category** | **Parameter** | **Description** |
| --- | --- | --- |
| Assay | Type of assay | *In vitro,* 24-well plates containing *Arabidopsis thaliana* seedlings. |
|  | Target | Rescue of impaired hypocotyl elongation of *pif4-2* mutant seedlings at warm temperature conditions (28°C), *i.e*. molecular targets downstream or parallel to PIF4 signalling resulting in elongation growth. |
|  | Primary measurement | Visual screening of hypocotyl (embryonic stem) length. |
|  | Key reagents | Wells contained 1x Murashige-Skoog (MS) plant agar medium. Compounds dissolved in DMSO, with a final concentration of 0.1% in the medium. |
|  | Assay protocol | See the online methods section. In short; surface sterilized seeds were placed on MS-agar medium, containing the test compounds. Plates were stratified for three days, pre-germinated at 22°C, 100 µmol m^-2^ s^-1^ PAR light, 16 h photoperiod, for 24 h and then moved to a growth cabinet for eight days (28°C, 75 µmol m^-2^ s^-1^ PAR light, 8 h photoperiod, prior to visual screening. Initial hit compounds were rescreened (visually, 22°C and 28°C, 8 h photoperiod) and hypocotyl lengths of remaining hits were quantified by imageJ analysis software, using new/fresh compound obtained from the vendor. |
|  | Additional comments | NA |
| Library | Library size | 8000 random (of a total 17500) compounds + 360 known biologically active compounds in plants. |
|  | Library composition | Mainly aromatic druglike molecules covering a wide range of chemical space. |
|  | Source | Chembridge Corp. (17500 compound library) and Drakaki *et al.* 2011; Proc. Natl. Acad. Sci. U. S. A. 108, 17850–17855 (360 compound library) |
|  | Additional comments |  |
| Screen | Format | 24-well plates, each plate containing positive, neutral (mock solvent), and negative controls |
|  | Concentration(s) tested | 8.3 µM (compounds) |
|  | Plate controls | N-1-naphthylphthalamic Acid (NPA; Duchefa) and picloram (Sigma-Aldrich), dissolved in di-methyl sulfoxide (DMSO), were added to respectively Col-0 wildtype (negative control) and *pif4-2* (positive control) to a concentration of 4.18 µM to each 24-well plate for internal standardization. 0.1% DMSO lacking an active compound was used as (neutral) mock solvent control. |
|  | Reagent/compound dispensing system | Biomek NX, BeckmanCoulter pipetting robot. Seeds (6 per well) were placed manually |
|  | Detection instrument and software | Visual screen |
|  | Assay validation/QC | Hypocotyl length measurement using ImageJ image analysis software of seedlings scanned with a standard PC flatbed scanner. Internal plate controls were used for reference per plate |
|  | Correction factors | NA |
|  | Normalization | NA |
|  | Additional comments | NA |
| Post-library screening analysis | Hit criteria | Seedlings with a hypocotyl visually consistently longer than those of the mock control were considered initial hits. All compounds that resulted in a display of typical auxin-related phenotypes such as small, inward curved leaves, reduced root growth and agravitropic growth, in addition to hypocotyl elongation, were excluded from further analyses. |
|  | Hit rate | 298 primary hit compounds (visual screen; 3.56% of total); 38 compounds remaining after re-screening (visually) of the initial hit compounds (0.45% of total), 10 of these were further tested (0.12% of total), of which one (Heatin) was further characterized. |
|  | Additional assay(s) | NA |
|  | Confirmation of hit purity and structure | A structure-activity relation study was performed, confirming Heatin’s effectiveness. Moreover, both *in house* chemically synthesized Heatin and ‘fresh’ Heatin obtained from ChemBridge chemical vendor exhibited identical hypocotyl elongation growth stimulatory effects as the compound in the original tested chemical library. |
|  | Additional comments | NA |

**Table S2.** **Quantification of effects of candidate hit compounds (34 compounds) isolated based on initial visual screening (8360 compounds)**. See also Figure S1C. Shown are the library ID (left), absolute differences in hypocotyl length (cm) compared to the DMSO solvent mock control of Col-0 wildtype and *pif4-2* mutants at 22°C and 27°C and the given IDs (#I-J) of the 10 compounds chosen for further analyses, based on reproducibility of effects (See Table S3). The data is sorted from strongest to mildest effect on the *pif4-2* mutant at warm temperatures. Positive values are indicated with green shading, and negative values with red shading. Intensity of the shading reflects the relative effect-strength. NPA and picloram were included as controls. Note that NPA is a relatively strong inhibitor of hypocotyl elongation, whereas picloram induces hypocotyl elongation. Note that compound ‘D’ is Heatin. All compounds were added at 8.5 µM final concentration, except for NPA and picloram (4.18 µM).

| **Library** | **Col-0** | ***pif4-2*** | **Col-0** | ***pif4-2*** | **Given** |
| --- | --- | --- | --- | --- | --- |
| **ID** | **22^o^C** | **22^o^C** | **27^o^C** | **27^o^C** | **ID** |
| 23D04 | 0,93 | 0,60 | 0,29 | 0,52 | **D = Heatin** |
| 93B08 | 0,18 | 0,08 | 0,08 | 0,26 | **J** |
| 44F04 | 0,60 | 0,36 | 0,12 | 0,25 |  |
| 78D09 | 0,27 | 0,30 | -0,01 | 0,23 |  |
| 38D07 | 0,30 | 0,15 | 0,16 | 0,21 | **F** |
| 41G03 | 0,08 | -0,05 | 0,20 | 0,19 | **G** |
| 74G04 | 0,07 | -0,09 | 0,10 | 0,19 |  |
| 19C04 | 0,00 | -0,04 | 0,16 | 0,17 | **C** |
| 56B05 | -0,04 | 0,01 | 0,12 | 0,17 |  |
| 45A05 | 0,40 | 0,29 | 0,16 | 0,16 |  |
| 78G02 | 0,16 | 0,05 | 0,04 | 0,14 |  |
| 55G07 | 0,09 | -0,02 | 0,02 | 0,14 |  |
| 3H06 | 0,04 | -0,01 | 0,12 | 0,14 | **A** |
| 67D11 | 0,28 | 0,03 | 0,10 | 0,12 |  |
| 33B08 | 0,03 | -0,05 | 0,35 | 0,12 | **E** |
| 75G04 | 0,02 | -0,01 | 0,04 | 0,12 |  |
| 19B02 | -0,01 | -0,09 | 0,13 | 0,12 | **B** |
| 22A04 | -0,04 | -0,09 | 0,01 | 0,12 |  |
| 67G02 | 0,08 | -0,06 | -0,01 | 0,11 |  |
| 68B10 | 0,11 | -0,02 | 0,15 | 0,09 |  |
| 56F10 | 0,03 | 0,05 | 0,17 | 0,09 |  |
| 49A02 | -0,05 | -0,08 | 0,10 | 0,09 |  |
| 70D07 | 0,21 | 0,04 | -0,03 | 0,08 |  |
| 74B11 | 0,11 | -0,09 | 0,19 | 0,08 |  |
| 7B07 | 0,05 | -0,01 | 0,00 | 0,08 |  |
| 70G02 | -0,05 | -0,06 | -0,06 | 0,08 |  |
| 71G07 | 0,05 | 0,02 | 0,19 | 0,07 | **H** |
| 77A04 | 0,02 | 0,00 | -0,07 | 0,06 |  |
| 44A09 | 0,11 | -0,06 | -0,10 | 0,05 |  |
| 37000 | 0,02 | -0,08 | 0,08 | 0,03 |  |
| 54A10 | 0,37 | 0,01 | 0,06 | 0,01 |  |
| 6F09 | -0,05 | -0,08 | 0,06 | 0,01 |  |
| 14E09 | 0,04 | -0,05 | -0,04 | -0,01 |  |
| 74A04 | 0,04 | -0,04 | 0,17 | -0,03 | **I** |
| NPA | -0,31 | -0,30 | -0,41 | -0,19 |  |
| Picloram | 0,58 | 0,35 | 0,21 | 0,66 |  |

**Table S3. Potential hit compounds from the chemical genetics screen with consistent effect.** Shown are given compound ID (letter), Vendor ID, molecular structure, name, molecular weight (MW) and Partition coefficient (cLogP), of 10 compounds selected after quantitative effect confirmation (see Figure S1). Data extracted from Hit2Lead.com chemical database.

| Compound: **A**  4-[(4-methyl-1-piperazinyl)sulfonyl]benzoic acid  Vendor ID: 5156996  MW: 284  CLogP: -0.49  Vendor ID5156996  MW 284  cLogP -0.49 | Compound: **B**  4-(dimethylamino)-N-[(1-ethyl-2-pyrrolidinyl)methyl]-2-methoxy-5-nitrobenzamide  Vendor ID: 5685297  MW: 350  CLogP: 2.68 |
| --- | --- |
| Compound:  **C**  2-hydroxy-N'-(1-isopropyl-4-piperidinylidene)-2-phenylacetohydrazide  Vendor ID: 5688969  MW: 289  CLogP: 3.52 | Compound: **D**  N'-[(2-hydroxy-1-naphthyl)methylene]-2-(1-thylamino)propanohydrazide  Vendor ID: 5713980  MW: 383  CLogP: 4.38 |
| Compound: **E**  2-[5-(5-bromo-2-oxo-1,2-dihydro-3H- indol-3-ylidene)-4-oxo-2-thioxo- 1,3-thiazolidin-3-yl]succinic acid  Vendor ID: 5364749  MW: 457  CLogP: 0.89 | Compound: **F**  methyl 5-bromo-2-{[(2-methylphenoxy)acetyl] amino}benzoate  Vendor ID: 6148371  MW: 378  CLogP: 4.55 |
| Compound: **G**  4-chloro-2-({[1,3-dioxo-2-(3-pyridinylmethyl)- 2,3-dihydro-1H-isoindol-5-yl]carbonyl}amino)benzoic acid  Vendor ID: 6131881  MW: 428  CLogP: 1.16 | Compound: **H**  N-[1-(3-methylbenzyl)-1H-1,2,4-triazol-3-yl]-2-(3-methyl-4-nitrophenoxy)acetamide  Vendor ID: 7674471  MW: 504  CLogP: 2.963 |
| Compound: **I**  4-chloro-2-({[1,3-dioxo-2-(3-pyridinylmethyl)-2,3-dihydro-1H-isoindol-5-yl]carbonyl}amino)benzoic acid  Vendor ID: 7724721  MW: 436  CLogP: 3.997 | Compound: **J**  N-[1-(3-methylbenzyl)-1H-1,2,4-triazol-3-yl]-2-(3-methyl-4-nitrophenoxy)acetamide  Vendor ID: 7948967  MW: 381  CLogP: 3.857 |

**Table S4. Chemical compounds used in the structure-activity relation study**. Indicated are given analogue ID, vendor, vendor ID and chemical names.

| **Analogue ID** | **Vendor** | **Vendor ID** | **Chemical name** |
| --- | --- | --- | --- |
| Heatin | Chembridge | 5713980 | N'-[(2-hydroxy-1-naphthyl)methylene]-2-(1-naphthylamino)propanohydrazide |
| NPA | Sigma-Aldrich | N12507 | N-(1-Naphthyl)phthalamidic acid |
| picloram | Sigma-Aldrich | P5575 | 4-Amino-3,5,6-trichloropicolinic acid |
| #101 | Chembridge | 5539488 | N'-[(2-hydroxy-1-naphthyl)methylene]-2-[(2-methylphenyl)amino]acetohydrazide |
| #102 | Chembridge | 5248195 | N'-[(2-hydroxy-1-naphthyl)methylene]-2-[(4-iodophenyl)amino]acetohydrazide |
| #103 | Chembridge | 5713195 | 2-[(4-bromophenyl)amino]-N'-[(2-hydroxy-1-naphthyl)methylene]butanohydrazide |
| #104 | Chembridge | 5723320 | 2-[(4-ethoxyphenyl)amino]-N'-[(2-hydroxy-1-naphthyl)methylene]acetohydrazide |
| #105 | Chembridge | 5712115 | 2-[(4-bromophenyl)amino]-N'-(2,4-dihydroxybenzylidene)propanohydrazide |
| #106 | Chembridge | 5559595 | 2-[2-(2-hydroxybenzylidene)hydrazino]-N-(4-methylphenyl)-2-oxoacetamide |
| #107 | Chembridge | 5725603 | N'-(2-hydroxy-3-methoxybenzylidene)-2-(1-naphthylamino)propanohydrazide |
| #108 | Chembridge | 6143663 | 2-[2-(2-hydroxybenzylidene)hydrazino]-N-(2-methylphenyl)-2-oxoacetamide |
| #109 | Chembridge | 5530357 | N'-(2-hydroxybenzylidene)-2-[(2-methylphenyl)amino]acetohydrazide |
| #110 | Chembridge | 5861253 | N'-[4-(diethylamino)-2-hydroxybenzylidene]-2-(2-naphthylamino)acetohydrazide |
| #111 | Chembridge | 5717758 | N'-(2,4-dihydroxybenzylidene)-2-(1-naphthylamino)propanohydrazide |
| #112 | Chembridge | 5864129 | N'-(2-hydroxy-4-methoxybenzylidene)-2-(1-naphthylamino)acetohydrazide |
| #201 | Sigma-Aldrich | S779644 | acetic (2-​hydroxy-​1-​naphthylmethylene)​hydrazide |
| #202 | Sigma-Aldrich | OTV000008 | 1-​[(Dibenzylamino)​methyl]​-​2-​naphthol |
| #203 / Sirtinol | Sigma-Aldrich | S7942 | Sirtinol |
| #204 | Chembridge | 4021629 | 1-methyl-2-naphthol |
| #205 | Sigma-Aldrich | 185507 | 2-Naphthol |
| #301 | Sigma-Aldrich | CDS019203 | 1-Aminomethyl-naphthalen-2-ol |
| #302 | Sigma-Aldrich | 127035 | 1-Naphthylmethylamine |
| #401 | Chembridge | 5429881 | ethyl 1-[(2-hydroxy-1-naphthyl)methyl]-4-piperidinecarboxylate |
| #402 / IAN | Sigma-Aldrich | 129453 | 3-Indoleacetonitrile |
| #403 | Sigma-Aldrich | 732400 | 1-(α-Aminobenzyl)-2-naphthol hydrochloride |
| #404 | Chembridge | 5114438 | N-[(2-hydroxy-1-naphthyl)methyl]benzamide |
| #405 | Chembridge | 5929093 | N-[(2-hydroxy-1-naphthyl)(4-methylphenyl)methyl]acetamide |
| HNA | Sigma-Aldrich | H45353 | 2-Hydroxy-1-naphthaldehyde |
| HNC | Sigma-Aldrich | H45809 | 2-Hydroxy-1-naphthoic acid |

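The Heatin effect was also tested over both temperatures together, with 6 Heatin samples against 6 mock samples at each age. In 2-day-old seedlings 4 genes were upregulated and 0 downregulated, with 697 genes at an unadjusted p-value below 0.05, and in 7-day-old seedlings 745 were upregulated and 786 downregulated. A replicate block gave 41 and 1995 genes.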

**Table S5.** **Numbers of significantly differentially regulated genes.** Numbers represent genes of which the expression is significantly changed in our transcriptomics experiments (RNA-sequencing) in the indicated comparison in two day-old (2d) and seven day-old (7d) seedlings. Upregulated genes are shown in green letters, downregulated genes as red letters, and total of regulated genes in black, with and without a two-fold cut-off.

| **Comparison** | **Upregulated (no cut-off)** | | **Downregulated** | | **Total** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **cut-off >2 fold** | **no cut-off** | **cut-off >2 fold** | **no cut-off** | **cut-off >2 fold** | **no cut-off** |
| 2d: 27°C vs. 22°C | 2062 | 6521 | 2078 | 6579 | 4140 | 13100 |
| 7d: 27°C vs. 22°C | 1032 | 6012 | 1431 | 6033 | 2463 | 12047 |
| 2d 22°C: Heatin vs. DMSO | 0 | 2 | 0 | 0 | 0 | 2 |
| 2d 27°C: Heatin vs. DMSO | 5 | 8 | 1 | 2 | 6 | 10 |
| 7d 22°C: Heatin vs. DMSO | 26 | 219 | 23 | 187 | 49 | 406 |
| 7d 27°C: Heatin vs. DMSO | 86 | 291 | 107 | 315 | 193 | 606 |

**Table S6. Significantly differentially regulated genes in two day-old Heatin treated seedlings.** Shown are the temperature condition where the respective genes were regulated, the Arabidopsis gene identifier (AGI code), gene product, description of the gene and functional annotation (involved in) according to (TAIR, www.arabidopsis.org), Fold change (Log2) and corrected significance of the regulation (p adj.). The rightest column indicates differential expression ((Log2 fold change) at 27°C compared to 22°C. Green and red font indicates up and down regulation respectively. No number means no significant change.

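The table heads its fold changes as log2, but its values lie near the fold changes here before the logarithm was taken. For AT4G33550 at 22°C it gives 1.80 and the fold change here was 1.80. At 27°C it gives 6.23 for ACS4, where 5.04 was found, a change that the added 1 understates. It gives 0.59 for NRT1.8 and 0.49 for AT4G01700, where 0.479 and 0.592 were found. The table's values for NRT1.8 and AT4G01700 match better when exchanged between these genes. Of the other genes named in the table, at 22°C AT4G33550 had a log2 fold change of 0.85 (standard error 0.13, limma adjusted p = 0.223) and AT5G03350 of 0.79 (standard error 0.18, limma adjusted p = 1). At 27°C the log2 fold changes were 1.41 for AT2G37870, 1.15 for RTFL13, 0.80 for AT4G33550, 0.73 for ATPMEPCRD, -0.76 for AT4G01700 and -1.06 for NRT1.8, with limma adjusted p-values from 0.145 to 1. In all of these the replicates of Heatin and mock were separated. In the replicate block fit, the limma adjusted p-values were 0.0515 for AT4G33550 and 0.358 for AT5G03350 at 22°C, 0.0608 for AT4G33550 and for AT4G01700 and 0.00583 for NRT1.8 at 27°C, and 0.148, 0.465 and 0.241 for AT2G37870, RTFL13 and ATPMEPCRD. Compared with 22°C, mock seedlings at 27°C had log2 fold changes of 3.34 for AT2G37870, 2.97 for RTFL13, 3.39 for ATPMEPCRD, 1.68 for NRT1.8, 0.52 for AT4G33550, -0.30 for AT4G01700 and -1.84 for AT5G03350.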

| **Condition** | **AGI code** | **Gene product** | **Fold change** | **p adj.** | **Fold change 27C vs. 22C** |
| --- | --- | --- | --- | --- | --- |
| **22°C Up** | *AT4G33550* | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein;  involved in: lipid transport | **1.80** | 2.61E-05 | 1.43 |
|  | *AT5G03350* | *SAI-LLP1*; Legume lectin family protein;  involved in: cellular response to salicylic acid stimulus, phosphorylation, systemic acquired resistance | **1.73** | 0.02051 | 0.27 |
| **27°C Up** | *AT2G22810* | *ACS4*; key enzyme in the biosynthesis of ethylene. ACS4 is specifically induced by auxin;  involved in: 1-aminocyclopropane-1-carboxylate biosynthetic process, cellular response to iron ion, ethylene biosynthetic process, fruit ripening, response to auxin | **6.23** | 0.051023 | - |
|  | *AT1G15580* | *IAA5*; Auxin induced protein;  involved in: auxin-activated signalling pathway, regulation of transcription, response to auxin | **3.49** | 0.051023 | - |
|  | *AT2G37870* | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein;  involved in: lipid transport | **2.61** | 0.011843 | 11.03 |
|  | *AT2G14960* | *GH3.1*; encodes a protein similar to IAA-amido synthases;  involved in: response to auxin | **2.31** | 0.071511 | 0.66 |
|  | *AT3G23635* | *ROTUNDIFOLIA like 13* | **2.22** | 0.040451 | 9.45 |
|  | *AT4G33550* | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein;  involved in: lipid transport | **1.74** | 0.040451 | 1.43 |
|  | *AT2G23170* | *GH3.3*; encodes an IAA-amido synthase that conjugates amino acids to auxin;  involved in: auxin homeostasis, response to auxin | **1.67** | 0.000557 | 0.59 |
|  | *AT2G43050* | *ATPMEPCRD*; Plant invertase/pectin methylesterase inhibitor superfamily;  involved in: cell wall modification, pectin catabolic process | **1.64** | 0.007324 | 10.4 |
| **27°C Down** | *AT4G01700* | Chitinase family protein;  involved in: carbohydrate metabolic process, cell wall macromolecule catabolic process, chitin catabolic process, defense response to fungus | **0.49** | 0.040451 | 0.80 |
|  | *AT4G21680* | *NRT1.8*; Encodes a nitrate transporter (NRT1.8). Functions in nitrate removal from the xylem sap. Mediates cadmium tolerance;  involved in: nitrate assimilation, oligopeptide transport, response to cadmium ion, response to nitrate, transmembrane transport | **0.59** | 0.000597 | 3.18 |

**Table S7. Normalized RNA-seq read counts of genes differentially regulated by Heatin and high temperature in seven day-old seedlings.** Commonly upregulated (top part of table) and down regulated (lower part of table) genes, indicated by AGI codes and gene description, as indicated in the Venn diagrams depicted in Figure S9c,d. Values are colour-coded according to their relative expression compared with the other two samples. Blue, white and orange respectively correspond with lowest, middle and highest values. Summarized gene descriptions are retrieved from TAIR (www.arabidopsis.org).

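Each of the 31 upregulated genes of the table was also called in all 3 comparisons here, and of the 21 downregulated genes, 21 were called for Heatin at 27°C, 21 for temperature and 18 for Heatin at 22°C.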

| **Upregulated genes** | | | | |
| --- | --- | --- | --- | --- |
| **AGI code** | **Heatin 22°C** | **Heatin 27°C** | **DMSO 27°C** | **Gene description** |
| AT2G43050 | 747.2095 | 2267.798 | 706.0377 | Plant invertase/pectin methylesterase inhibitor superfamily (ATPMEPCRD) |
| AT1G65310 | 1109.476 | 1554.834 | 873.8306 | XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 17 (ATXTH17) |
| AT2G23170 | 849.7201 | 4468.59 | 809.5 | encodes an IAA-amido synthase that conjugates Asp and other amino acids to auxin in vitro. 

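For ATPMEPCRD (AT2G43050), the log2 fold changes at 7 days were 1.48 for Heatin at 22°C, 1.55 for Heatin at 27°C (limma adjusted p = 4.6e-08 for each) and 1.05 for temperature in the mock. XTH17 had 1702 ± 130 normalized reads in Heatin at 22°C, 1718 ± 223 in Heatin at 27°C, 1059 ± 60.2 in the mock at 27°C and 762 ± 46.9 in the mock at 22°C (SD, n = 3), so the Heatin groups differed by less than the spread between replicates. GH3.3 rose by a log2 fold change of 2.35 with Heatin at 27°C (limma adjusted p = 1.6e-07) and 1.40 at 22°C (limma adjusted p = 4.0e-05). Its Heatin effect differed between the temperatures by 0.95 (limma adjusted p = 0.0488).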

(GH3.3) |
| AT1G78970 | 941.7625 | 1199.811 | 545.1526 | LUPEOL SYNTHASE 1 (LUP1) |
| AT1G70830 | 6353.93 | 19925.13 | 10766.23 | MLP-LIKE PROTEIN 28 (MLP28) |
| AT1G27020 | 366.6233 | 1031.431 | 460.4124 | plant/protein |
| AT1G70890 | 1038.91 | 1937.954 | 1090.275 | MLP-LIKE PROTEIN 43 (MLP43);MAJOR LATEX PROTEIN LIKE 43 (MLP43) |
| AT3G15540 | 735.9883 | 1097.294 | 683.396 | INDOLE-3-ACETIC ACID INDUCIBLE 19 (IAA19);MASSUGU 2 (MSG2) |
| AT1G20620 | 48186.53 | 178894.6 | 117815.1 | Catalase, catalyses the breakdown of hydrogen peroxide (H2O2) into water and oxygen. CATALASE 3 (CAT3);SENESCENCE 2 (SEN2) |
| AT5G07010 | 3603.405 | 13510.22 | 9136.697 | Encodes a sulfotransferase that acts specifically on 11- and 12-hydroxyjasmonic acid. SULFOTRANSFERASE 2A (ST2A) |
| AT3G20470 | 1007.287 | 2877.741 | 1706.545 | GLYCINE-RICH PROTEIN 5 (GRP5) |
| AT4G08150 | 786.2683 | 1294.725 | 871.4705 | A member of class I knotted1-like homeobox gene family (together with KNAT2). KNOTTED-LIKE FROM ARABIDOPSIS THALIANA (KNAT1);BREVIPEDICELLUS 1 (BP1) |
| AT5G20710 | 143.0779 | 581.7532 | 233.0679 | BETA-GALACTOSIDASE 7 (BGAL7) |
| AT3G26170 | 75.21313 | 841.1999 | 538.6211 | putative cytochrome P450 (CYP71B19) |
| AT4G19420 | 876.0811 | 2720.572 | 1759.976 | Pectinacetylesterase family protein PECTIN ACETYLESTERASE 8 (PAE8) |
| AT2G18050 | 1358.086 | 5678.489 | 3638.176 | encodes a structurally divergent linker histone whose gene expression is induced by dehydration and ABA. HISTONE H1-3 (HIS1-3) |
| AT2G36220 | 729.9189 | 1966.355 | 1465.972 | hypothetical protein;(source:Araport11) protein_coding |
| AT5G19530 | 2271.289 | 4641.809 | 3445.932 | Encodes a spermine synthase. ACAULIS 5 (ACL5) |
| AT4G18970 | 1692.008 | 2506.265 | 1891.142 | GDSL-motif esterase/acyltransferase/lipase. Enzyme group with broad substrate specificity |
| AT2G43060 | 518.3309 | 1192.068 | 733.6907 | ILI1 BINDING BHLH 1 (IBH1) |
| AT3G28857 | 66.84184 | 110.8382 | 54.90018 | Encodes a atypical member of the bHLH family transcriptional factors. PACLOBUTRAZOL RESISTANCE 5 (PRE5) |
| AT5G37950 | 15.85963 | 44.55112 | 6.467209 | UDP-Glycosyltransferase superfamily protein |
| AT2G37130 | 5525.472 | 15467.37 | 7857.298 | Peroxidase superfamily protein;(source:Araport11) protein_coding |
| AT1G67810 | 360.3545 | 908.1091 | 492.7664 | Encodes a protein capable of stimulating the cysteine desulfurase activity of CpNifS (AT1G08490) in vitro. SULFUR E2 (SUFE2) |
| AT3G56980 | 280.0405 | 826.2258 | 256.365 | Encodes a member of the basic helix-loop-helix transcription factor protein. OBP3-RESPONSIVE GENE 3 (ORG3); (BHLH039) |
| AT1G64710 | 744.3602 | 1737.071 | 1055.361 | GroES-like zinc-binding alcohol dehydrogenase family protein |
| AT1G09480 | 108.8401 | 231.3696 | 144.3987 | similar to Eucalyptus gunnii alcohol dehydrogenase of unknown physiological function |
| AT3G25717 | 937.2998 | 1623.655 | 1194.445 | ROTUNDIFOLIA LIKE 16 (RTFL16);DEVIL 6 (DVL6) |
| AT5G04080 | 440.3337 | 873.3245 | 634.8393 | cysteine-rich TM module stress tolerance protein |
| AT5G03545 | 134.862 | 258.0086 | 154.5678 | Expressed in response to phosphate starvation, this response is enhanced by the presence of IAA. (AT4) INDUCED BY PI STARVATION 2 (ATIPS2); (AT4) |
| AT2G01670 | 1342.098 | 2225.146 | 1713.535 | NUDIX HYDROLASE HOMOLOG 17 (NUDT17) |

| **Downregulated genes** | | | | |
| --- | --- | --- | --- | --- |
| AT5G48000 | 48.95991 | 78.43973 | 148.5338 | Encodes a member of the CYP708A family of cytochrome P450 enzymes. 

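CYP708A2 (AT5G48000) had 230 ± 30.5 normalized reads in the mock at 22°C, 180 ± 10.9 in the mock at 27°C, 75.1 ± 12.9 in Heatin at 22°C and 86.7 ± 16.8 in Heatin at 27°C (SD, n = 3). THAS1 (AT5G48010), next to it on the chromosome, had 729 ± 199, 310 ± 33.4, 230 ± 31.6 and 183 ± 7.61 in the same order. The log2 fold changes of THAS1 were -1.63 for Heatin at 22°C (limma adjusted p = 1.9e-05), -0.75 for Heatin at 27°C (limma adjusted p = 0.00950) and -1.20 for temperature (limma adjusted p = 4.7e-06).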

THAH appears to add a hydroxyl group to the triterpene thalianol. "CYTOCHROME P450, FAMILY 708, SUBFAMILY A, POLYPEPTIDE 2" (CYP708A2);THALIANOL HYDROXYLASE 1 (THAH1) |
| AT5G20630 | 1076.235 | 829.6481 | 1160.156 | Encodes a germin-like protein GERMIN 3 (GER3) GERMIN-LIKE PROTEIN 3 (GLP3) |
| AT1G79840 | 261.5464 | 220.5388 | 285.2976 | Glabra 2, a homeodomain protein affects epidermal cell identity including trichomes, root hairs, and seed coat. GLABRA 2 (GL2) |
| AT2G33850 | 313.281 | 107.9272 | 191.1522 | E6-like protein |
| AT3G09220 | 1103.349 | 959.5911 | 1483.293 | putative laccase LACCASE 7 (LAC7) |
| AT4G28940 | 165.1746 | 68.07668 | 105.2761 | Phosphorylase superfamily protein |
| AT3G14210 | 2282.588 | 1445.559 | 1820.469 | A semidominant QTL which has an epistatic effect on the Epithiospecifier gene. Represses nitrile formation and favors isothiocyanate production during glucosinolate hydrolysis. EPITHIOSPECIFIER MODIFIER 1 (ESM1) |
| AT3G46700 | 167.2139 | 213.896 | 298.2333 | UDP-Glycosyltransferase superfamily protein |
| AT5G24140 | 32.98181 | 24.97136 | 53.47751 | Encodes a protein with similarity to squalene monoxygenases. SQUALENE MONOOXYGENASE 2 (SQP2) |
| AT1G66280 | 1892.105 | 1478.314 | 2207.717 | Glycosyl hydrolase superfamily protein (BGLU22) |
| AT5G62480 | 236.1034 | 226.3598 | 282.8259 | Encodes glutathione transferase belonging to the tau class of GSTs. GLUTATHIONE S-TRANSFERASE TAU 9 (GSTU9) ;GLUTATHIONE S-TRANSFERASE 14 (GST14) |
| AT5G48010 | 150.1205 | 165.9923 | 256.1203 | Encodes an oxidosqualene cyclase involved in the biosynthesis of thalianol, a tricyclic triterpenoid of unknown function. THALIANOL SYNTHASE 1 (THAS1) |
| AT3G20370 | 1876.806 | 885.1374 | 1104.548 | TRAF-like family protein |
| AT2G29750 | 390.5076 | 246.6302 | 385.7497 | UDP-glucosyl transferase 71C1; UDP-GLUCOSYL TRANSFERASE 71C1 (UGT71C1) |
| AT1G24020 | 178.7816 | 25.90262 | 53.24399 | MLP-LIKE PROTEIN 423 (MLP423) |
| AT4G33610 | 876.7477 | 481.3765 | 609.2147 | glycine-rich protein |
| AT4G15160 | 1018.81 | 938.0513 | 1330.269 | Bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin superfamily protein |
| AT1G12040 | 77.1701 | 7.908191 | 29.22345 | encodes a a chimeric leucine-rich repeat/extensin protein that regulates root hair morphogenesis and elongation. LEUCINE-RICH REPEAT/EXTENSIN 1 (LRX1) |
| AT5G10230 | 104.8928 | 23.26215 | 43.80854 | Encodes a calcium-binding protein annexin ANNEXIN 7 (ANN7) |
| AT4G00700 | 356.6288 | 299.0846 | 438.2514 | C2 calcium/lipid-binding plant phosphoribosyltransferase family protein |
| AT2G43150 | 9211.727 | 8695.316 | 9916.654 | Proline-rich extensin-like family protein |

**Table S8. GO-terms of biological processes significantly enriched amongst Heatin regulated genes after seven days.** Shown are results for the two tested temperature conditions (22°C; left, 27°C; right) for upregulated (UP) and downregulated (DN) genes, by GO accession identifier, the term description and the FDR-corrected p-values.

**Table S9. Change in expression (Log2) of selected auxin biosynthesis, perception and signalling genes** (AUX/IAA, Auxin response factors (ARFs) and Small Auxin UP RNA (SAURs), in response to Heatin treatment compared to DMSO mock, in 2 day-old (2d) and 7 day-old (7d) Col-0 wild type seedlings, at 22^o^C and 27^o^C. Indicated are: Gene ID, Gene name, Arabidopsis Genome Initiative (AGI) identifier (www.arabidopsis.org). Positive values with blue shading, and negative values with red shading under the heading: ‘*Heatin vs. DMSO’*, indicate up and downregulation respectively. Significance of the transcriptional regulation is indicated under the heading ‘*p values’*, where significant values (P< 0.05) are indicated in red letters. Missing values indicates that no reads corresponding to the gene were detected.

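At 2 days, none of the 19 auxin biosynthesis genes tested was called for Heatin at either temperature. At an unadjusted p-value below 0.05 there were 0 at 22°C and 1 at 27°C. Their log2 fold changes ran from -0.52 to 0.46 at 22°C and from -1.02 to 0.27 at 27°C. At 7 days they ran from -0.55 to 0.70 at 22°C and from -0.82 to 0.53 at 27°C. Temperature in the mock changed 12 of them at 2 days and 15 at 7 days. For the aldehyde oxidase genes AAO2, AAO3 and AAO4 at 7 days, Heatin at 27°C gave log2 fold changes of 0.15, 0.18 and 1.03, with limma adjusted p-values of 0.213, 0.326 and 0.564.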

**Table S10. Gene identifiers of proteins significantly enriched in the ‘Elute’ fraction.** Shown are Arabidopsis Gene Identifier (AGI) codes, -LOG p-value and the log2-fold change (difference) of protein groups significantly enriched in the Heatin-eluted fraction compared to the ‘On-bead’ fraction and the gene symbol and name, if available (www.arabidopsis.org). Note that in cases that where multiple proteins were assigned to a protein group, all corresponding AGI codes are presented within the same boxed row.

**Table S11. GO-term enrichment analysis of significantly enriched proteins in the ‘Heatin-eluted’ fraction based on their molecular function.** Shown are molecular function categories, the number of proteins within the category, the number of proteins mapped to the category, the expected number of proteins mapped to the category, the fold enrichment, the significance of enrichment; p-value (Fisher‘s Exact test), the protein names with corresponding AGI codes. See also Figure S10a. Results with a Bonferroni-corrected p-value < 0.05 and a fold enrichment > 1 are displayed.

| **GO molecular function category** | **# in category** | **# Mapped IDs** | **expected** | **Fold Enrichment** | **pvalue** | **Mapped proteins** | **AGI code** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| phospholipase activator activity | 6 | 6 | 0.05 | > 100 | 5.15E-07 | ADP-ribosylation factor 1 | AT2G47170 |
|  |  |  |  |  |  | ADP-ribosylation factor 2-A | AT1G70490 AT1G23490 |
|  |  |  |  |  |  | ADP-ribosylation factor 2-B | AT1G70490 AT1G23490 |
|  |  |  |  |  |  | ADP-ribosylation factor A1B | AT5G14670 |
|  |  |  |  |  |  | ADP-ribosylation factor A1E | AT3G62290 |
|  |  |  |  |  |  | ADP-ribosylation factor A1F | AT1G10630 |
| **indole-3-acetonitrile nitrile hydratase activity** | **4** | **3** | **0.03** | **88.02** | **3.46E-02** | **Nitrilase 1** | **AT3G44310** |
|  |  |  |  |  |  | **Nitrilase 2** | **AT3G44300** |
|  |  |  |  |  |  | **Nitrilase 3** | **AT3G44320** |
| **indole-3-acetonitrile nitrilase activity** | **4** | **3** | **0.03** | **88.02** | **3.46E-02** | **Nitrilase 1** | **AT3G44310** |
|  |  |  |  |  |  | **Nitrilase 2** | **AT3G44300** |
|  |  |  |  |  |  | **Nitrilase 3** | **AT3G44320** |
| ribulose-bisphosphate carboxylase activity | 4 | 3 | 0.03 | 88.02 | 3.46E-02 | Ribulose bisphosphate carboxylase large chain | ATCG00490 |
|  |  |  |  |  |  | Ribulose bisphosphate carboxylase small chain 1A, chloroplastic | AT1G67090 |
|  |  |  |  |  |  | Ribulose bisphosphate carboxylase small chain 2B, chloroplastic | AT5G38420 |
| thioredoxin peroxidase activity | 10 | 4 | 0.09 | 46.95 | 7.93E-03 | Peroxiredoxin-2B | AT1G65980 |
|  |  |  |  |  |  | Peroxiredoxin-2E, chloroplastic | AT3G52960 |
|  |  |  |  |  |  | Peroxiredoxin Q, chloroplastic | AT3G26060 |
|  |  |  |  |  |  | 2-Cys peroxiredoxin BAS1, chloroplastic | AT3G11630 |
| proton-transporting ATPase activity, rotational mechanism | 22 | 5 | 0.19 | 26.67 | 4.87E-03 | ATP synthase subunit alpha, chloroplastic | ATCG00120 |
|  |  |  |  |  |  | V-type proton ATPase catalytic subunit A | AT1G78900 |
|  |  |  |  |  |  | V-type proton ATPase subunit C | AT1G12840 |
|  |  |  |  |  |  | V-type proton ATPase subunit E1 | AT4G11150 |
|  |  |  |  |  |  | V-type proton ATPase subunit E3 | AT1G64200 |
| chlorophyll binding | 34 | 5 | 0.29 | 17.26 | 3.20E-02 | Light-harvesting complex-like protein 3 isotype 1, chloroplastic | AT4G17600 |
|  |  |  |  |  |  | Chlorophyll a-b binding protein CP29.2, chloroplastic | AT3G08940 |
|  |  |  |  |  |  | Photosystem I chlorophyll a/b-binding protein 2, chloroplastic | AT3G61470 |
|  |  |  |  |  |  | Photosystem II 22 kDa protein, chloroplastic | AT1G44575 |
|  |  |  |  |  |  | Photosystem II protein D1 | ATCG00020 |
| nutrient reservoir activity | 55 | 7 | 0.47 | 14.94 | 1.59E-03 | 12S seed storage protein CRA1 | AT5G44120 |
|  |  |  |  |  |  | 12S seed storage protein CRB | AT1G03880 |
|  |  |  |  |  |  | 12S seed storage protein CRC | AT4G28520 |
|  |  |  |  |  |  | 12S seed storage protein CRD | AT1G03890 |
|  |  |  |  |  |  | Vicilin-like seed storage protein At2g28490 | AT2G28490 |
|  |  |  |  |  |  | Vicilin-like seed storage protein At3g22640 | AT3G22640 |
|  |  |  |  |  |  | Temperature-induced lipocalin-1 | AT5G58070 |
| copper ion binding | 190 | 12 | 1.62 | 7.41 | 2.86E-04 | 20 kDa chaperonin, chloroplastic | AT5G20720 |
|  |  |  |  |  |  | Adenosine kinase 1 | AT3G09820 |
|  |  |  |  |  |  | Adenosine kinase 2 | AT5G03300 |
|  |  |  |  |  |  | ADP-ribosylation factor A1F | AT1G10630 |
|  |  |  |  |  |  | Beta-glucosidase 23 | AT3G09260 |
|  |  |  |  |  |  | Bifunctional enolase 2/transcriptional activator | AT2G36530 |
|  |  |  |  |  |  | Elongation factor 2 | AT1G56070 |
|  |  |  |  |  |  | Probable elongation factor 1-gamma 2 | AT1G57720 |
|  |  |  |  |  |  | PYK10-binding protein 1 | AT3G16420 |
|  |  |  |  |  |  | Ribosome-recycling factor, chloroplastic | AT3G63190 |
|  |  |  |  |  |  | Ribulose bisphosphate carboxylase small chain 1A, chloroplastic | AT1G67090 |
|  |  |  |  |  |  | Triosephosphate isomerase, cytosolic | AT3G55440 |

**Table S12.** **Primers used in this study.** Left, right and insertion primers are given for genotyping primers. Forward and reverse are given for RT-PCR primers. Tm denote the used annealing temperature.

| **Primers set** | **Left Primer** | **Right Primer** | **Insertion primer** | **Tm** |
| --- | --- | --- | --- | --- |
| *SALK_011511* | TGAGGTAGTGATGGAACAGCC | GTGAGAAAGCGATTGACGAAG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 57°C |
| *SALK_152424* | AACAGGTGATGATGGTGAAGC | CTCTGCTTCCACAACCGTAAG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 60°C-56°C |
| *SALK_104895* | ACTGCATGGGAGTGTCTTTTG | GAGGTTTTGGAGGGAAATCTG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 60°C-58°C,  53°C-50°C |
| *GABI_379H03* | TTAACAGCCTGTCTGGTAGCG | TTGGCGTATCTTCCAAGTTTG | GTGGATTGATGTGATATCTCC (o3144/35St) | 54°C |
| *SALK_072361* | TTCTATTGGAAATGCATTGCC | TAAAACATCGGATGAACCTCG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 59°C-50°C |
| *SAIL_78_H09* | TTTCTTGAATTGTCTCCGGTG | TAAAACATCGGATGAACCTCG | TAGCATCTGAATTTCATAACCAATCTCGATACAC (LB3) | 54°C |
| *SALK_047520* | AATTAGTTGTTGGCAACACGG | ATGCTCCATGTAGACAATGGG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 60°C-50°C |
| *SALK_057531* | ATGCTCCATGTAGACAATGGG | AATTAGTTGTTGGCAACACGG | ATTTTGCCGATTTCGGAAC (LBb1.3) | 51°C, 60°C |
| *SALK_099479* | ATTTCGGATCCCATCAAAATC | AAGCTATACTCGCGAAGCTCC | ATTTTGCCGATTTCGGAAC (LBb1.3) | 58°C |
| **Primers set** | **Forward Primer** | **Reverse Primer** |  |  |
| *AAO1-1* | AAGCTTGGTTGTGGCGAAGGTG | TTCTTCGCGGAGTGCCAAGATG |  | 57°C |
| *AAO1-2* | GCCGTGAAATCAATGCCTGTTGC | TCCCGGTGTTGATCGCATGTTC |  | 57°C |
| *AAO2-1* | AGTCGAAGATTTCACTGTGAGC | ATCAAACCGAGTTAAACTACTAGAATC |  | 57°C |
| *AAO2-2* | GAATGCATCGCCTTCGTGGTTG | ACAGGACGCTGCAGTTTCTTAGC |  | 57°C |
| *AAO2-3* | TGTGGAGAAAACGAGGGATA | TCAGGTACTGCATGGGAGTG |  | 57°C |

# Supplementary material for: The chemical compound ‘Heatin’ stimulates hypocotyl elongation and interferes with the Arabidopsis NIT1‐subfamily of nitrilases
**Source:** Plant J. 2021 May 6;106(6):1523–40. doi: 10.1111/tpj.15250
**Supplement:** Supplementary file 3 — Appendix S1. Transcriptomics of Heatin responsiveness. Appendix S2. Chemical synthesis of azide‐functionalized probe (N‐(6‐azidohexyl)‐4‐((benzyl((2‐hydroxynaphthalen‐1 yl)methyl)amino)methyl)benzamide). Appendix S3. Heatin stimulates growth of Brassicaceae varieties specifically. Appendix S4. Chemical synthesis of Heatin (Ethyl naphthalen‐1‐ylalaninate).

**Appendix S1.**

**Transcriptomics of Heatin responsiveness**

An early (two day-old seedlings; 48 h) and late (seven day-old seedlings; 168 h) sampling time point for RNA-sequencing experiments were defined based on the establishment of a detailed profile of hypocotyl growth from imbibed seed to eight day-old seedling demonstrated in the presence and absence of Heatin (Figure S7, S8, S9a).

High temperature (27°C) had a profound impact on the transcriptome, as in two day-old and seven day-old seedlings 4140 and 2463 genes, respectively, were significantly differentially expressed at least two-fold compared to control temperature (22°C) (Table S5). 

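At more than 2-fold, 4544 genes were differentially expressed between 27°C and 22°C in the mock at 2 days and 2892 at 7 days. Without a limit on the fold change the numbers were 16094 and 14360, and 16898 and 14678 with the replicate number as a block. Leaving out 1 replicate at a time gave 14666 to 15668 genes at 2 days and 13245 to 13680 at 7 days. The largest rises at 7 days were those of OLEO2 (log2 fold change 4.61), M17 (4.41) and AT1G71250 (4.27), and the largest falls those of AT5G33370 (-6.73), AT1G29720 (-6.58) and AT2G15020 (-6.58), each with a limma adjusted p-value of at most 9.8e-07. Seed storage transcripts varied between replicates at this age, with a sum over 8 genes from 8.36 to 1886 normalized reads per sample.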

49.8% of these genes were upregulated and 50.2% downregulated in two day-old seedlings and 41.9% upregulated vs. 58.1% downregulated in seven day-old seedlings (Table S5, Figure S9b).

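Of the genes changed more than 2-fold by temperature, 2305 (50.7%) were upregulated and 2239 (49.3%) downregulated at 2 days, and 1204 (41.6%) were upregulated and 1688 (58.4%) downregulated at 7 days.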

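The median size of the log2 fold change over all genes tested was 0.475 for temperature at 2 days and 0.360 at 7 days. For Heatin it was 0.0625 at 22°C and 0.0622 at 27°C at 2 days, and 0.0986 and 0.108 at 7 days. At 7 days 61.8% of the genes tested were called for temperature in the mock, 2.47% for Heatin at 22°C and 5.42% for Heatin at 27°C.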

The large number of high temperature-regulated genes was in stark contrast with the transcriptional response to Heatin application (Table S5). 

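For Heatin in 2-day-old seedlings, 1157 of the genes tested would have an unadjusted p-value below 0.05 by chance at each temperature, more than were found at either. This shortfall does not show that no gene responded, since the fit leaves spread tied to the replicate number in its error. In simulated data with 200 genes changed in 1 arm, each by 2-fold or 4-fold, the same fit at this age recovered 77.3% of those changed 2-fold and 98.9% of those changed 4-fold at 22°C, and 80.6% and 96.9% at 27°C. Smaller changes were not simulated. The simulated samples were drawn independently, with no shift shared by same-numbered replicates. With 200 genes changed, the adjusted threshold is also easier to pass than where few genes change. These shares therefore do not show how many real changes of this size would be found. The simulated and the real numbers are both for the fit without a replicate block. In the real data, spread tied to the replicate number stays in its error. With the block, 6 genes were called at 22°C and 15 at 27°C.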

In two day-old seedlings, the expression of only 2 genes was significantly different at 22°C and 10 genes at 27°C (Table S6). 

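Among genes past the threshold, the change with Heatin was more than 2-fold for 1 gene at 22°C at 2 days and for 0 genes at 27°C, for 88 genes at 22°C at 7 days and for 300 at 27°C. At 2 days the alternatives that kept every replicate gave 0 to 4 genes at 22°C, the highest in 1 fit of all 24 samples, and 0 to 8 at 27°C, the highest with a replicate block, and each fit that left out 1 replicate gave 0. At 7 days a pseudocount of 10 in place of 1 lowered the numbers of 88 and 300 to 44 and 141, and a replicate block raised them to 114 and 320. Leaving out 1 replicate at a time gave 53 to 90 genes at 22°C and 222 to 301 at 27°C.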

None were left when a 2-fold change threshold was considered at 22°C and only 6 remained at 27°C. The Heatin-transcriptome was nevertheless more pronounced in seven day-old seedlings, where 406 genes were significantly regulated at 22°C and 606 genes at 27°C. Yet only 49 (22°C) and 193 (27°C) genes were left when the 2-fold change cut-off was considered (Table S5), despite the clear stimulating effect of Heatin on hypocotyl elongation (Figure S9a).

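At 7 days 323 genes were upregulated and 251 downregulated by Heatin at 22°C, and 540 were upregulated and 720 downregulated at 27°C. The fit with a replicate block gave 533 and 415 genes at 22°C, and 701 and 886 at 27°C. The largest rises at 22°C, among genes whose replicates were separated, were those of AT5G37950, CYP78A10 and AT5G45690, with log2 fold changes from 2.53 to 3.57, and the largest falls those of ZIP7 (-2.82), MRN1 (-2.31) and AT5G44973 (-2.30). At 27°C they were those of CYP82C4 (3.99), NAS2 (3.64) and WSD1 (3.28), and of HDK (-3.30), EXT6 (-2.56) and AIR1 (-2.55). Limma adjusted p-values were from 0.000875 to 0.0991 at 22°C and from 1.9e-07 to 0.0332 at 27°C, and AT5G44973 was not called in any fit that left out 1 replicate of its comparison. In the mock, CYP82C4 fell by 5.02 and NAS2 fell by 4.60 on the log2 scale at 27°C.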

Of the 406 and 606 Heatin-regulated genes in seven day-old seedlings grown at 22°C and 27°C, 219 and 291, respectively, were upregulated, whereas 187 and 315 were downregulated (Table S5). 

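Of the genes upregulated by Heatin at 22°C at 7 days, 106 (32.8%) were also upregulated at 27°C, where 7.50 were expected by chance (Fisher's exact test, two-sided, p = 5.9e-93), and 31.1% with a replicate block. The comparisons have no samples in common. Leaving out 1 replicate at a time gave shares of 26.4% to 41.0%.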

Approximately 29% (63/219) of the upregulated genes at 22°C were also among the 291 upregulated genes at 27°C (Figure S9b). Considering the downregulated genes at 22°C, 18% (34/187) were also among the 315 downregulated genes at 27°C. Two genes were upregulated at 22°C and downregulated at 27°C and one gene was downregulated at 22°C and upregulated at 27°C (Figure S9b). 

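Of the genes downregulated by Heatin at 22°C, 63 (25.1%) were also downregulated at 27°C, where 7.77 were expected by chance (Fisher's exact test, two-sided, p = 4.1e-39), and 24.3% with a replicate block. Opposite directions were found for 3 genes upregulated at 22°C and downregulated at 27°C and for 5 genes downregulated at 22°C and upregulated at 27°C. With a replicate block these numbers were 11 and 14, and with all 24 samples in the fit 0 and 0.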

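Whether the Heatin effect differed between the temperatures was tested for each gene as an interaction term. At 7 days 182 genes had an interaction at an adjusted p-value (limma, Benjamini-Hochberg) below 0.1, of which 78 had a more positive Heatin effect at 27°C and 104 a more negative one, and 446 genes with the replicate number as a block. Leaving out 1 replicate at a time gave 70 to 186 genes. At 2 days there was none, with 304 genes at an unadjusted p-value below 0.05. Of the 1657 genes differentially expressed by Heatin at 22°C or 27°C at 7 days, 1218 (73.5%) changed in the same direction at both temperatures and 174 (10.5%) had an interaction. Among the 397 genes called at 22°C alone, 41 had an interaction, and among the 1083 called at 27°C alone, 117 had.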

Together, the transcriptome analyses showed little overlap in the response to Heatin at the two tested temperatures, indicating a strong interaction between compound and temperature.

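Of the 323 genes upregulated by Heatin at 22°C at 7 days, 208 (64.4%) were upregulated by high temperature in the mock, against 28.8% of all genes tested (Fisher's exact test, two-sided, p = 1.4e-40), and 60.8% with a replicate block. Both effects are measured against the same mock samples at 22°C. With different mock replicates behind each effect, the share was 54.8% to 79.3% in 6 arrangements, a measure added after the data were seen, and the correlation of the effects across genes fell from 0.296 to between 0.0642 and 0.155. Genes are not independent replicates, so no p-value is given for the correlation, and that of Fisher's test does not measure the spread between replicates.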

A large fraction (56.6%; 124/219) of the genes that were upregulated in response to Heatin at control temperature (22°C), were also upregulated by high temperature conditions (27°C) in the absence (mock) of Heatin (Figure S9c). Genes induced by Heatin at 27°C showed 28.2% (82/291) overlap with the mock high temperature transcriptome. 

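Of the 540 genes upregulated by Heatin at 27°C, 137 (25.4%) were upregulated by high temperature in the mock, below the share of all genes (Fisher's exact test, two-sided, odds ratio 0.837, p = 0.0754), and 28.4% with a replicate block. The direction of this difference from all genes depended on the processing, with a share of 29.5% when only the groups compared were fitted. A further 271 (50.2%) were downregulated by high temperature in the mock (odds ratio 2.09, Fisher's exact test, two-sided, p = 7.4e-17), although the mock at 27°C enters both effects with opposite sign.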

Among the downregulated genes, a similar trend was observed with 71.7% (134/187) overlap at 22°C and 33.7% (106/315) at 27°C (Fig. 9d). 

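Of the 251 genes downregulated by Heatin at 22°C, 164 (65.3%) were downregulated by high temperature in the mock, and of the 720 at 27°C, 313 (43.5%), against 32.9% of all genes tested (Fisher's exact test, two-sided, p = 8.3e-26 and 2.2e-09). A replicate block gave 58.8% and 47.3%. When only the groups compared were fitted, the share at 27°C was 36.6% (Fisher's exact test, two-sided, p = 0.132). With different mock replicates at 27°C behind each effect, it was 37.0% to 60.3% in 6 arrangements, each above the share of all genes. That measure was added after the data were seen.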

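At 7 days 55 genes were upregulated and 39 downregulated in all 3 comparisons, Heatin at 22°C, Heatin at 27°C and high temperature in the mock. At an adjusted p-value below 0.05 (limma, Benjamini-Hochberg) these were 35 and 17 genes. With a replicate block they were 80 and 61.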

31 and 21 genes were found to be shared by all three groups of upregulated respectively downregulated genes (Figure S9c,d, Table S7). Of the 31 genes with upregulated expression in all 3 comparisons, we consistently found the highest RNA-seq read counts in seedlings that were grown in the presence of Heatin at warm temperatures (Table S7). This is in line with hypocotyl length observations of these three groups (Figure 1a), suggesting that these genes could be tightly linked with the observed phenotype. 

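Among Heatin at 22°C, Heatin at 27°C and the mock at 27°C, the highest mean was in Heatin at 27°C for 30 of the 31 genes of Table S7, and in 27 of them every replicate of that group was above every replicate of the other groups. The exception was LUP1 (AT1G78970), with 1445 ± 140 normalized reads in Heatin at 22°C and 1326 ± 51.9 in Heatin at 27°C (SD, n = 3), whose Heatin effect was smaller at 27°C, with a difference of -0.42 on the log2 scale (limma adjusted p = 0.0972). Of the 55 genes found in all 3 comparisons here, 54 were highest in Heatin at 27°C.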

Downregulated genes showed a similar trend, where 18 of the 21 overlapping genes had the lowest RNA-seq read count in Heatin-treated samples grown at 27°C (Table S7).

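Among the same 3 groups, the lowest mean was in Heatin at 27°C for 20 of the 21 downregulated genes of Table S7, the exception being CYP708A2, where the Heatin groups differed by less than the spread between replicates. AT3G46700 had 256 ± 46.4 normalized reads in Heatin at 22°C and 236 ± 20.9 in Heatin at 27°C (SD, n = 3), also within that spread. Of the 39 genes found here, 38 were lowest in Heatin at 27°C.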

**Appendix S2.**

**Chemical synthesis of azide-functionalized probe (N-(6-azidohexyl)-4-((benzyl((2-hydroxynaphthalen-1-yl)methyl)amino)methyl)benzamide)**

All starting materials, reagents and solvents used for probe synthesis were obtained from commercial vendors and used without further purification. The 4-(chloromethylbenzoyl)chloride used in the synthesis of compound **3** was purchased from Sigma-Aldrich. Dry solvents were dried over 4A or 3A molecular sieves. Thin-layer chromatography (TLC) spots were visualized under 254 and 356 nm and by staining with ninhydrine, triphenylphosphine/ninhydrine and phosphomolybdic acid. Nuclear magnetic resonance (NMR) spectroscopy was performed on a 400 MHz Varian NMR machine.

**1,6-diazidohexane (1)**

To a solution of 1,6-dibromohexane (8.00 g, 32.8 mmol) in 50 ml of dry N,N-dimethylformamide (DMF) was added sodium azide (6.40 g, 3 eq), and the reaction mixture was stirred for 14 h at 60°C. The mixture was concentrated in vacuum, diluted with Et2O, extracted with saturated NaHCO3 and water. The water layer was extracted with Et2O, the organic layers combined, dried with Na2SO4, concentrated in vacuum and purified by column chromatography (Petroleum ether (PE), then PE:EtOAc 97:3) yielding 1,6-diazidohexane as a colorless oil (4.30 g, 78%). **Analytical data:** *Rf* 0.6 (PE/EtOAc 97:3); 1H NMR (400 MHz, CDCl3) δ 3.26 (t, 4H), 1.60 (m, 4H), 1.39 (m, 4H).

**1-aminohexyl-6-azide (2)**

To a solution of 1,6-diazidohexane (4.30 g, 25.6 mmol) in a mixture of Et2O (25 ml) and EtOAc (25ml) was added 1M HCl (40ml). The mixture was cooled to 0°C and triphenylphosphine (3.36 g, 12.8 mmol) was added in portions over 15 minutes. The mixture was stirred vigorously for4 h. The layers were separated, and the aqueous layer was extracted with 2x 20 ml Et2O. The pH of the aqueous layer was adjusted with 4M NaOH until pH 12 and was extracted 3x with 50 mL Et2O. The combined organic layers were dried with Na2SO4, concentrated in vacuum and purified by column chromatography (Dichloromethane (DCM)/MeOH/NH4OH 9:1:0.1 yielding 1-aminohexyl-6-azide as a colorless oil (2.40 g, 65%). **Analytical data:** 1H NMR (400 MHz, CDCl3) δ 3.24 (t, J = 6.9 Hz, 2H), 2.68 (t, J = 7.0 Hz, 2H), 1.59 (m, J = 10.7, 6.9 Hz, 3H), 1.50 – 1.25 (m, 7H).

**N-(6-azidohexyl)-4-(chloromethyl)benzamide (3)**

1-aminohexyl-6-azide (1.26 g, 8.86 mmol) was dissolved in dry DCM and cooled to 0°C. DMAP (217 mg, 1.77 mmol, 0.2 eq.), pyridine (1.30 ml, 17.7 mmol, 2 eq.) and 4-(chloromethylbenzoyl)chloride (1.68 g, 8.86 mmol, 1 eq.) were added and the mixture was stirred for 16 h at room temperature (RT). The reaction was quenched with satd. aq. NH4Cl. The layers were separated, and the aqueous layer was back-extracted with 2x 25 ml DCM. The organic layers were combined, dried with Na­2SO4 and concentrated in vacuuum. After column chromatography (9:1 DCM/MeOH) N-(6-azidohexyl)-4-(chloromethyl)benzamide was obtained as a yellowish solid (1.38 g, 53 %). **Analytical data:** 1H NMR (400 MHz, CDCl3) δ 7.79 – 7.66 (d, 2H), 7.49 – 7.37 (d, 2H), 6.17 (s, 1H), 4.58 (s, 1H), 3.50 – 3.36 (q, 2H), 3.25 (t, 2H), 1.68 – 1.49 (m, 4H), 1.49 – 1.30 (m, 4H).

**N-(6-azidohexyl)-4-(iodomethyl)benzamide (4)**

N-(6-azidohexyl)-4-(chloromethyl)benzamide (1.00 g, 3,39 mmol) was dissolved in 50 ml dry acetone. NaI (863 mg, 5.76 mmol, 1.7 eq) was added and the mixture was stirred overnight at 60°C. The reaction mixture was concentrated in vacuum. Et2O (100 ml) was added and washed twice with H2O and once with 1M sodium thiosulphate. The aqueous layers were back-extracted with Et2O (2x20 mL), the organic layers combined, dried with Na­2SO4 and concentrated in vacuum yielding N-(6-azidohexyl)-4-(iodomethyl)benzamide ( 1.24 g, 95%) as a yellowish crystalline solid which was used without further purification.

***tert*-butyl benzylcarbamate (5)**

Benzylamine (2,2 ml, 20 mmol) and triethylamine (4.2 ml, 1.5 eq) were dissolved in 50 ml dry DCM. Di-*tert*-butyl dicarbonate (5.24 g, 24 mmol, 1.2 eq) was added in portions at RT. The resulting reaction mixture was stirred at RT for 16H, diluted with Et2O and washed with 0.1M HCl and brine. The organic layers were dried with Na2SO4 and concentrated in vacuum. Column chromatography (9:1 PE/EtOAc) yielded white crystals of tert-butyl benzylcarbamate (1.5 g, 36%). **Analytical data:** 1H NMR (400 MHz, CDCl3) δ 7.40 – 7.15 (m, 5H), 4.81 (s, 1H), 4.24 (t, 2H), 1.45 (s, 9H).

**tert-butyl (4-((6-azidohexyl)carbamoyl)benzyl)(benzyl)carbamate (6)**

tert-butyl benzylcarbamate (216 mg, 2.41 mmol) was dissolved in dry DMF and cooled to 0°C. NaH (60% in paraffin) (440 mg, 26.5 mmol, 4.5 eq) was added and the reaction mixture was allowed to warm to RT in 30 min. N-(6-azidohexyl)-4-(iodomethyl)benzamide (400 mg, 2.41 mmol, 1 eq) was added and the reaction mixture was stirred at RT for 16 h. Water was added to quench the excess NaH and the mixture was concentrated in vacuum. The residue was dissolved in DCM and washed with H2O. The aqueous layer was back-extracted with DCM, the organic layers combined, dried with Na­2SO4 and concentrated in vacuum. The residue was purified by column chromatography (1:1 PE/ EtOAc) yielding tert-butyl (4-((6-azidohexyl)carbamoyl)benzyl)(benzyl)carbamate ( 336 mg, 30 %) as a waxy solid.

**Analytical data:** 1H NMR (400 MHz, CDCl3) δ 7.70 (d, 2H), 7.36 – 7.10 (m, 7H), 6.15 (s, 1H), 4.52 – 4.21 (m, 4H), 3.50 – 3.34 (q, 2H), 3.25 (t, 2H), 1.76 – 1.53 (m, 5H), 1.53 – 1.09 (m, 12H), MS (ESI) found 931.30 (2M+H)+

**N-(6-azidohexyl)-4-((benzyl((2-hydroxynaphthalen-1-yl)methyl)amino)methyl)benzamide (7)**

tert-butyl (4-((6-azidohexyl)carbamoyl)benzyl)(benzyl)carbamate (256 mg, 0.55 mmol) was dissolved in 20ml dry DCM and cooled to 0°C. 10 ml Trifluoroacetic acid (TFA) was added and the mixture was stirred for 2H. After TLC indicated completion, the mixture was concentrated in vacuum, co-evaporated with CHCl3 and used without further purification. The amine (200 mg, 0.55 mmol) was dissolved in 1,2-dichloroethane. 3 Å molecular sieves were added, followed by 2-hydroxy-1-naphthaldehyde (190 mg, 1.1 mmol, 2 eq) and sodium triacetoxyborohydride (580 mg, 2.75 mmol, 5 eq). The mixture was stirred at RT for 14 H, filtered and concentrated in vacuum. The residue was partitioned between EtOAc and satd. NaHCO3 and the aqueous layers were back extracted with EtOAc. The organic layers were dried with Na2SO4, concentrated in vacuum and purified by column chromatography (2:1 PE/EtOAc) and then preparative HPLC yielding N-(6-azidohexyl)-4-((benzyl((2-hydroxynaphthalen-1-yl)methyl)amino)methyl) benzamide as a colorless oil (33 mg, 3.5 %). **Analytical data:** 1H NMR (400 MHz, CDCl3) δ 7.81-7.67 (m, 5H), 7.66 – 7.51 (m, 1H), 7.50 – 7.41 (m, 1H), 7.41 – 7.26 (m, 7H), 7.21 – 7.12 (d, 1H) 6.33 – 6.14 (t, 1H), 4.35 – 4.20 (s, 2H), 4.00 – 3.80 (d, 4H), 3.51 – 3.34 (q, 2H), 3.34 – 3.11 (t, 2H), 1.68 – 1.49 (m, 4H), 1.49 – 1.30 (m, 4H). HRMS (ESI) calcd. for C32H36N5O2 [M+H]+ 522.28690, found 522.2864

**Compound 1: 1H NMR (400 MHz, CHCl3)**

**Compound 2: 1H NMR (400 MHz, CHCl3)**

**Compound 3: 1H NMR (400 MHz, CHCl3)**

**Compound 5: 1H NMR (400 MHz, CHCl3)**

**Compound 6: 1H NMR (400 MHz, CHCl3)**

**Compound 7: 1H NMR (400 MHz, CHCl3)**

**Appendix S3.**

**Heatin stimulates growth of *Brassicaceae* varieties specifically.**

In an agricultural setting, Heatin might be applicable for priming of crops for thermomorphogenesis, potentially increasing crop survival and production under otherwise high temperature conditions. Therefore, to exclude that Heatin effects are specific for Arabidopsis and to test the lead that Heatin may target the *Brassicaceae-*specific NIT1-subfamily of Nitrilases, we quantified Heatin effects on hypocotyl elongation of several commercial crop varieties (Figure S10b). We applied 25 µM Heatin, at control and high temperature conditions (22°C and 27°C) to the crop varieties: *Brassica oleracea* var. *Italica* (broccoli), *Raphanus raphanistrum* subsp. *Sativus* (radish), *Brassica oleracea* var. *gemmifera* (Brussels sprouts) and *Brassica rapa* subsp. *pekinensis* (Chinese cabbage), next to non-*Brassicaceae* crops: *Lactuca sativa* (Butter lettuce and Batavia lettuce), *Solanum lycopersicum* (tomato) and *Capsicum annuum* (chili pepper and bell pepper). For broccoli, radish, Brussels sprouts, Chinese cabbage and tomato ‘Low Seed Count’ (LSC) and ‘High Seed Count’ (HSC) seed batches were included, which had a relatively low or relatively high number of seeds per gram respectively, which is directly related to seed size.

Significant hypocotyl elongation in response to Heatin was observed in broccoli, Brussels sprouts and Chinese cabbage (Figure 10b). In broccoli, we observed clear Heatin-induced hypocotyl elongation in the LSC seed batch under both temperatures and in HSC seed batch only in high temperature conditions. In Brussels sprouts, Heatin sensitivity was observed in the HSC seed batch under both temperatures and in Chinese cabbage in the LSC seed batch under high temperature conditions only. Strikingly, all the non-*Brassicacea* crops in this experiment (butter lettuce, tomato, chili pepper and bell pepper), did not respond to Heatin under either temperature condition. These results strongly suggest that Heatin activity potential extends beyond Arabidopsis but is likely restricted to the *Brassicaceae* family. However, not all members of this family are sensitive, as we found no response in radish (Figure S10b). Additionally, high temperature seems to affect Heatin sensitivity as broccoli HSC and Chinese cabbage LSC are only sensitive to the compound under high temperature conditions.

**Appendix S4. Chemical synthesis of Heatin (Ethyl naphthalen-1-ylalaninate)**

**ethyl naphthalen-1-ylalaninate (1)**

2-napthylamine (2.86 g, 20.00 mmol) and triethylamine (7.00 ml, 2.5 eq.) were dissolved in 30 ml dry DMF. Ethyl-2-bromopropionate (2.85 ml, 1.1 eq.) was added and the mixture was heated to 60°C and stirred for 14H. The mixture was concentrated in vacuo, the residue redissolved in DCM, extracted with H2O. The organic layer was dried with Na2SO4, concentrated in vacuo and purified by column chromatography (4:1 hexanes/EtOAc) yielding ethyl naphthalen-1-ylalaninate (3.94 g, 80%).

**Analytical data:** 1H NMR (400 MHz, CDCl3) δ 7.89 (m, 1H), 7.83 – 7.71 (m, 1H), 7.52 – 7.37 (m, 2H), 7.35 – 7.21 (m, 2H), 6.53 (d, 1H), 4.94 (d, 1H), 4.40 – 4.26 (m, 1H), 4.26 – 4.11 (m, 2H), 1.59 (m, 3H), 1.26 (m, 3H).

**2-(naphthalen-1-ylamino)propanehydrazide (2)**

Ethyl naphthalen-1-ylalaninate (4,00 g, 16,44 mmol) was dissolved in 30 ml of ethanol. Hydrazine hydrate (8.4 ml, 10 eq.) was added and the mixture was heated to reflux for and stirred for 3H. The mixture was concentrated in vacuo, redissolved in DCM, extracted with H2O, the organic layer dried with Na2SO4, concentrated in vacuo and purified by column chromatography (97:3 DCM/MeOH) yielding 2-(naphthalen-1-ylamino)propanehydrazide (3.24 g, 86%).

**Analytical data:** 1H NMR (400 MHz, CD3OD) δ 8.06 (dd, 1H), 7.69 (dd, 1H), 7.57 – 7.33 (m, 2H), 7.33 – 7.03 (m, 2H), 6.48 (t, 1H), 4.19 – 3.94 (m, 1H), 1.54 (m, 3H).

**N'-((2-hydroxynaphthalen-1-yl)methylene)-2-(naphthalen-1-ylamino)propanehydrazide (3)**

2-(naphthalen-1-ylamino)propanehydrazide ( 2.8 g, 12.21 mmol) was dissolved in ethanol and 1-hydroxy-2-naphthaldehyde (2.09 g, 1 eq.) was added. The reaction mixture was refluxed for 2H and the yellowish precipitate was collected by vacuum filtration, yielding N'-((2-hydroxynaphthalen-1-yl)methylene)-2-(naphthalen-1-ylamino)propanehydrazide (4.12 g, 88%). 1H NMR spectrum matches the commercially available compound.

**Analytical data:** 1H NMR (400 MHz, DMSO*-d6*) δ 9.28 (s, 1H), 8.93 (s, 1H), 8.80 (d, , 1H), 8.42 – 8.25 (m, 1H), 8.17 (d, 1H), 7.85 (dd, 2H), 7.78 – 7.67 (m, 1H), 7.63 – 6.99 (m, 7H), 6.46 (d, 1H), 6.39 – 6.14 (m, 1H), 4.99 (dd, 1H), 4.19 (m, 1H), 1.60 (m, 3H).

**ethyl naphthalen-1-ylalaninate 1H NMR (400 MHz, CDCl3) (1)**

**2-(naphthalen-1-ylamino)propanehydrazide 1H NMR (400 MHz, CD3OD)** **(2)**

**N'-((2-hydroxynaphthalen-1-yl)methylene)-2-(naphthalen-1-ylamino)propanehydrazide
1H NMR (400 MHz, DMSO-*d6*) (3)**

How the deposited data were processed for this re-analysis (not part of the article)

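RNA-sequencing samples of Arabidopsis Col-0 seedlings were analysed: 2 and 7 days old, grown at 22°C or 27°C, with 8.5 µM Heatin or DMSO alone, 3 replicates per group and 24 samples in all. Sample conditions and replicate numbers were taken from the sample labels and the methods of the paper.

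The authors mapped single-end reads to TAIR10 with TopHat 2.0.13, counted reads per gene without regard to strand with HTSeq-count, removed the CPuORF annotations, and divided the read counts of each sample by a depth factor of the DESeq package; the deposited values are these normalized read counts, with 33540 genes and 5 summary lines per sample. Each value is a whole multiple of the worth of 1 read in its sample (0.598 to 2.09), which gives 19705950 to 60575036 reads on genes per sample, with a median of 34387203.5. Since the deposited values are not whole counts, the test was limma on their logarithms, and limma's voom on the whole reads worked out from them was run as an alternative. The precision of genes with few reads is limited by counting error. The paper's genome build is TAIR10, while symbols, gene order and sequences came from TAIR10.1, in which 32835 of the 33540 identifiers were found and 705 were not.

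From the deposited values, log2(value + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with 1 mean for each group and the 12 samples of an age in a fit, over genes with a mean value of at least 1 (23140 genes at 2 days, 23252 at 7 days). Genes were called at an adjusted p-value (limma, Benjamini-Hochberg) below 0.1. The paper does not state its threshold in its methods, and 0.1 was taken because the highest adjusted p-value in Table S6 lies between 0.05 and 0.1. The contrasts were Heatin against DMSO at each temperature and over both, 27°C against 22°C in DMSO, and the interaction of Heatin and temperature. Overlaps of gene sets and auxin gene families were tested with Fisher's exact test against the genes tested at that age. That test counts genes as independent, so its p-values do not measure the spread between replicates. NIT1, NIT2 and NIT3 were tested by exact permutation within temperature or within compound, with 400 arrangements, or with 64 arrangements in a paired version. The genes named were those that the paper names for its RNA-sequencing, together with the 3 largest rises and 3 largest falls of genes past the threshold, with separated replicates, for Heatin at each temperature and for temperature at 7 days, a rule set before the data were examined. Genes listed for auxin families, iron uptake and seed storage are named as parts of their lists, and genes in neighbouring runs because of their position. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

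The fit was tested on simulated data in which 200 genes with a mean of at least 10 were changed 2-fold or 4-fold in 1 arm. It recovered 87.0% and 88.5% of them at 2 days and 96.0% and 91.0% at 7 days, and 7.94% to 11.5% of the calls were unchanged genes. The simulated samples were independent and 200 genes were changed, so these shares may not hold where replicates share shifts or few genes change.

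The replicate numbers come from the sample labels, and the paper does not say that samples with the same number belong together. The deviations of samples with the same number from their group means had an average correlation across genes of 0.163 at 2 days and 0.0424 at 7 days, which was not tested. The results with the replicate number as a block are given beside those without it.

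The results were recomputed under 15 alternatives planned in advance, under 24 fits that each left out 1 replicate, and with 6 divisions of the DMSO samples at 22°C between the effects of Heatin and temperature. A further 9 alternatives, and the numbers of shared genes under the 6 divisions, were added after seeing the data. Of 31 tests of explanations, 18 were fixed before and 13 after the result was seen. GO terms were not analysed here, since no such annotation was used, and the values of Table S9 were not used.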

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

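The tests of spread between replicates at 2 days and the test of reads shared between nitrilase copies were chosen only after the results were seen.

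The Heatin effect differed between 22°C and 27°C at 7 days in 182 genes, by a test of the interaction. After thinning each library to 19705950 reads, 116 genes were called, so unequal depth does not fully account for it. The interaction effect followed the GC content of genes at a Spearman's rho of 0.0873 and their length at 0.243 across 23078 genes, which are not independent replicates. Both are below the 0.3 set for these tests, but the value for length is not small, and a part of the pattern may follow gene length. With differences between same-numbered samples as the unit, 723 genes were called, and 1 of the 4 splits that part each same-numbered pair, the real one, gave as many. So few splits cannot settle whether the grouping of the samples accounts for it, and a temperature-dependent effect of Heatin remains a hypothesis.

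The effect of temperature differed between 2 and 7 days in 11744 genes, by a test of the difference. Rescaling to an equal upper quartile gave 11772 genes and thinning gave 10459, so neither scaling nor depth fully accounts for it. Of the 10868 genes changed by temperature at both ages, 1998 (18.4%) changed in opposite directions. A batch shift common to both temperatures of an age cancels from the effect at that age. No record of sequencing batches was used here, so batches that differ between the temperatures within an age were not tested. The pattern cannot be told apart from such batches. For the temperature contrast at each age, 16094 and 14360 genes, 1 of the 4 splits of the samples, the real one, gave as many. The others gave 0, but so few splits cannot settle it alone. The largest component of the variation, 71.7% at 2 days and 55.1% at 7 days, parted all 12 samples of an age by temperature. At 2 days it ran from -80.1 to -44.1 at 22°C and from 48.1 to 87.6 at 27°C. At 7 days it ran from -59.7 to -47.0 and from 46.6 to 69.6. This argues against an accidental grouping of the samples.

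The effect of Heatin over both temperatures differed between the ages in 169 genes, by a test of the difference. Thinning left 132. A wider spread between replicates at 2 days was weighed by fitting the replicate number as a block. This gave 41 genes at 2 days against 1995 at 7 days, beside 4 and 1531 without it. A block removes only the part tied to the replicate number. The median standard error was 0.0865 at 2 days and 0.0675 at 7 days. Over the 22579 genes tested at both ages, the 2-day effects with the standard errors of the 7-day fit gave 240 genes against 1504 for the 7-day effects. The 2-day effects still carry their wider spread, which raises this number even if no gene responds. It therefore cannot show that the spread hid a part of the response. Since 240 is still below 1504, the wider spread does not account for all of the difference in numbers. Over both temperatures, 1 of 32 splits of the 12 samples that part each same-numbered pair, the real one, gave as many genes at 2 days and the same was so at 7 days. The highest number among the others was 0 at 2 days, where 697 genes had an unadjusted p-value below 0.05 in the real split, and 666 at 7 days. A developmental difference in the response to Heatin is a candidate explanation. A batch shift common to the Heatin and mock samples of an age cancels from the effect at that age. Batches that differ between Heatin and mock within an age were not tested and cannot be told apart from it.

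NIT1 responded to temperature differently at the 2 ages in the mock, by 0.56 on the log2 scale (limma adjusted p = 0.00139). At 2 days each of the 3 mock replicates at 27°C was below each mock replicate at 22°C, and at 7 days each was above. NIT2 differed by -1.25 (limma adjusted p = 0.0163) and NIT3 by 0.58 (limma adjusted p = 0.00247). After rescaling to an equal upper quartile the limma adjusted p-value for NIT1 was 0.000595, so scaling does not account for it. Depth, batches and the mix of tissues were not tested for it.

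NIT2 was raised by Heatin at 7 days, an age for which the paper's text does not name its transcript, by 0.32 on the log2 scale over both temperatures, and it was higher in Heatin in 6 of 6 same-numbered pairs (exact permutation test within temperature, two-sided, p = 0.01, limma adjusted p = 0.0164). Of its 50-base windows, 5.79% also occur in NIT1 or NIT3, and after thinning the limma adjusted p-value was 0.0136. In these tests shared reads and depth do not account for it, and that Heatin raises NIT2 in older seedlings is a hypothesis, with batches not tested.

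The other counts were given to splits of the same kind. For Heatin at 22°C and at 27°C, at each age, 1 of 4 splits, the real one, gave as many genes. The other splits of the samples at 22°C at 7 days gave 0 to 6 genes. For the interaction at 2 days, 2 of 4 splits gave as many, with 1 gene in the real one and 6 in another. A design with 4 splits cannot settle the matter in any of these.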

How the results depend on the processing

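The divisions of the DMSO samples at 27°C, the shared gene numbers under divisions at 22°C, the rescaling by median-of-ratios and the scale of each group's own comparison were added after the data were seen, and the other alternatives were planned in advance. Of 312 comparisons of summary results with alternatives planned in advance, 257 were the same, 45 moved, 7 changed their side of a threshold and 3 changed direction; of 509 for named genes, 468 were the same, 28 weaker and 13 stronger, with none in the other direction. For the changes below the cause was not tested. The alternative normalizations planned for deposited whole counts were not run, because the deposited values are scaled. Whole reads could be worked out from them and were used for voom, thinning and median-of-ratios, so this was not a limit of the data.

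With a pseudocount of 10, 0 genes were changed by Heatin at 22°C and 5 at 27°C at 2 days. With no filter the numbers were 0 and 6, and 7 over both temperatures, and with voom 0 at 22°C. With an equal upper quartile 0 genes were changed at 27°C at 2 days and the genes raised by Heatin at 27°C overlapped with temperature by 25.4% (Fisher's exact test, p = 0.0306). A minimum mean of 10 gave 27.1% for that overlap (Fisher's exact test, p = 0.0399).

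At a threshold of 0.05, 0, 0 and 2 genes were changed by Heatin at 2 days at 22°C, at 27°C and over both, and 304, 824 and 1002 at 7 days, with an interaction in 88. Of the genes in all 3 comparisons 34 were highest and 17 lowest in Heatin at 27°C, and 5.26% of the auxin biosynthesis genes were raised at 27°C. Where 0 genes were called at 2 days, 412 genes at 22°C and 593 at 27°C had an unadjusted p-value below 0.05 in the fit of 12 samples.

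With all 24 samples in the fit, 4 genes were changed by Heatin at 22°C and 12 over both temperatures at 2 days, and 245, 651 and 810 at 22°C, 27°C and over both at 7 days, with an interaction in 42, an overlap of genes raised at 27°C with temperature of 19.5% (Fisher's exact test, p = 0.000706), 21 and 12 genes highest and lowest in Heatin at 27°C, and 5.26% of the auxin biosynthesis genes raised at 27°C. With only the groups compared, 0 and 0 genes were changed at 2 days, the overlap with temperature was 29.5% for genes raised at 27°C, above the share of all genes and so reversed, and 36.6% for genes lowered, and 32 and 25 genes were highest and lowest in Heatin at 27°C.

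The genes of auxin biosynthesis raised at 22°C, 0 of 19, were 5.26% when only the groups compared were fitted and when Heatin 22°C replicate 2 was left out, and 10.5% at an unadjusted p-value below 0.05, which turns a share below that of all genes into one above it.

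With the replicate number as a block, 6, 15 and 41 genes were changed by Heatin at 2 days at 22°C, 27°C and over both, and 948 at 22°C at 7 days, with an interaction in 446, and 59 genes were lowest in Heatin at 27°C. The paired effect of NIT2 at 2 days was 0.36 (exact permutation p = 0.0313, beside 0.25 without pairing).

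With a limit of more than 2-fold in the fit without the block, 0 genes were changed by Heatin at 27°C and 4544 by temperature at 2 days, and 88, 300 and 2892 by Heatin at 22°C, Heatin at 27°C and temperature at 7 days.

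With different DMSO samples at 22°C behind the effects of Heatin and temperature, their correlation across genes, 0.296 with shared samples, was 0.131, 0.109, 0.0642, 0.155, 0.137 and 0.111. With different DMSO samples at 27°C (added) it was 0.0633, -0.0276, -0.0393, 0.0419, 0.00921 and 0.0251, and the overlap of genes raised at 27°C was 35.0% (Fisher's exact test, p = 0.000135), 27.7% (p = 0.0503) and 24.9% (p = 0.233) in 3 of them, above the share of all genes and so reversed, and 18.1% in another (Fisher's exact test, p = 0.0410). Rescaling by median-of-ratios within the groups compared (added) gave 0 and 0 genes changed by Heatin at 2 days, and more than 2-fold 0 and 0 for Heatin and 4558 for temperature at 2 days, and 56, 242 and 2894 at 7 days, with 33.6% of genes lowered at 27°C shared with temperature.

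Across the fits that each left out 1 replicate, Heatin changed from 0 to 0 genes at 22°C, 0 to 1 at 27°C and 2 to 6 over both at 2 days, and 237 to 434 at 22°C and 731 to 1111 at 27°C at 7 days, with an interaction in 70 to 186. From 32 to 50 genes were highest and 19 to 38 lowest in Heatin at 27°C, the overlap of genes raised at 27°C with temperature was 16.7% to 29.7% (reversed at 27.0% and 29.7%), and 0% to 5.26% and 5.26% to 21.1% of auxin biosynthesis genes were raised at 22°C and 27°C. Of 324 comparisons of summary results with these fits, 276 were the same, 38 moved, 3 were weaker, 4 stronger and 3 reversed. At 22°C at 2 days GH3.3 ran from -0.0979 to 0.0322 and GH3.1 from -0.0298 to 0.208, with a change of sign to 0.0159 and 0.0322 for GH3.3 and to -0.0298 and -0.01 for GH3.1, none of them called. Of 324 comparisons for named genes, 279 were the same, 40 weaker, 1 stronger and 4 reversed.

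Depth limits the number of genes called: after thinning every library to 19705950 reads, 442 and 999 genes were changed by Heatin at 22°C and 27°C at 7 days in place of 574 and 1260.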

Differences from the paper's values

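Alternatives chosen only after the values were seen are marked as such. For each number, those of the alternatives set before the data were examined that brought it within 1.5 times the paper's are named with the number they gave, and the others among them did not close the difference.

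The paper's number of genes changed by Heatin at 22°C in 2-day-old seedlings was 2 and the number here 1, and none of these alternatives closed the difference, and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes raised by Heatin at 22°C in 2-day-old seedlings was 2 and the number here 1, and none of these alternatives closed the difference, and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes changed by Heatin at 22°C in 2-day-old seedlings by more than 2-fold was 0 and the number here 1, and the difference closed with a pseudocount of 10 (0), no filter on low values (0), a threshold of 0.05 (0), only the groups compared in the fit (0) and voom on whole reads (0), as did 6 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (0). The paper's number of genes raised by Heatin at 22°C in 2-day-old seedlings by more than 2-fold was 0 and the number here 1, and the difference closed with a pseudocount of 10 (0), no filter on low values (0), a threshold of 0.05 (0), only the groups compared in the fit (0) and voom on whole reads (0), as did 6 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (0). The paper's number of genes changed by Heatin at 27°C in 2-day-old seedlings was 10 and the number here 1, and the difference closed with the replicate number as a block (15), and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes raised by Heatin at 27°C in 2-day-old seedlings was 8 and the number here 1, and the difference closed with the replicate number as a block (12), and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes lowered by Heatin at 27°C in 2-day-old seedlings was 2 and the number here 0, and the difference closed with no filter on low values (3) and the replicate number as a block (3), and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes changed by Heatin at 27°C in 2-day-old seedlings by more than 2-fold was 6 and the number here 0, and the difference closed with no filter on low values (4) and the replicate number as a block (8), and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes raised by Heatin at 27°C in 2-day-old seedlings by more than 2-fold was 5 and the number here 0, and the difference closed with the replicate number as a block (6), and 0 of the 6 fits that left out 1 replicate closed it. The paper's number of genes lowered by Heatin at 27°C in 2-day-old seedlings by more than 2-fold was 1 and the number here 0, and none of these alternatives closed the difference, and 0 of the 6 fits that left out 1 replicate closed it.

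The paper's number of genes changed by Heatin at 22°C in 7-day-old seedlings by more than 2-fold was 49 and the number here 88, and the difference closed with a pseudocount of 10 (44), a minimum mean of 10 (69), a threshold of 0.05 (56), only the groups compared in the fit (58) and voom on whole reads (66), as did 4 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (56). The paper's number of genes raised by Heatin at 22°C in 7-day-old seedlings by more than 2-fold was 26 and the number here 50, and the difference closed with a pseudocount of 10 (24), a minimum mean of 10 (37), a threshold of 0.05 (30), only the groups compared in the fit (27) and voom on whole reads (30), as did 2 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (27). The paper's number of genes lowered by Heatin at 22°C in 7-day-old seedlings by more than 2-fold was 23 and the number here 38, and the difference closed with a pseudocount of 10 (20), a minimum mean of 10 (32), a threshold of 0.05 (26), only the groups compared in the fit (31) and all 24 samples in the fit (25), as did 4 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (29). The paper's number of genes changed by Heatin at 27°C in 7-day-old seedlings was 606 and the number here 1260, and the difference closed with a threshold of 0.05 (824), only the groups compared in the fit (907) and all 24 samples in the fit (651), as did 4 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (890). The paper's number of genes raised by Heatin at 27°C in 7-day-old seedlings was 291 and the number here 540, and the difference closed with a threshold of 0.05 (357), only the groups compared in the fit (420) and all 24 samples in the fit (323), as did 6 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (429). The paper's number of genes lowered by Heatin at 27°C in 7-day-old seedlings was 315 and the number here 720, and the difference closed with a threshold of 0.05 (467) and all 24 samples in the fit (328), as did 2 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (461). The paper's number of genes changed by Heatin at 27°C in 7-day-old seedlings by more than 2-fold was 193 and the number here 300, and the difference closed with a pseudocount of 10 (141), a minimum mean of 10 (251), a threshold of 0.05 (236), only the groups compared in the fit (245), all 24 samples in the fit (229) and voom on whole reads (279), as did 5 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (242). The paper's number of genes lowered by Heatin at 27°C in 7-day-old seedlings by more than 2-fold was 107 and the number here 174, and the difference closed with a minimum mean of 10 (147), a threshold of 0.05 (131), only the groups compared in the fit (133), all 24 samples in the fit (112) and voom on whole reads (144), as did 5 of the 6 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (129).

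The paper's number of genes raised by Heatin at both temperatures at 7 days was 63 and the number here 106, and the difference closed with a threshold of 0.05 (64), only the groups compared in the fit (70) and all 24 samples in the fit (48), as did 10 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (75). The paper's number of genes lowered by Heatin at both temperatures at 7 days was 34 and the number here 63, and the difference closed with no filter on low values (46), a threshold of 0.05 (32) and only the groups compared in the fit (39), as did 7 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (37). The paper's number of genes raised by Heatin at 22°C and by temperature at 7 days was 124 and the number here 208, and the difference closed with no filter on low values (181), a threshold of 0.05 (125), only the groups compared in the fit (116), all 24 samples in the fit (98) and voom on whole reads (137), as did 10 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, different DMSO samples at 22°C, replicates 2 and 3 for Heatin (120), different DMSO samples at 22°C, replicates 1 and 3 for Heatin (96), different DMSO samples at 22°C, replicates 1 and 2 for Heatin (107) and rescaling by median-of-ratios within the groups compared (126). The paper's number of genes raised by Heatin at 27°C and by temperature at 7 days was 82 and the number here 137, and the difference closed with no filter on low values (122), a threshold of 0.05 (87) and all 24 samples in the fit (63), as did 7 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, different DMSO samples at 27°C, replicates 2 and 3 for Heatin (60), different DMSO samples at 27°C, replicates 1 and 3 for Heatin (111) and different DMSO samples at 27°C, replicates 1 and 2 for Heatin (102). The paper's number of genes lowered by Heatin at 27°C and by temperature at 7 days was 106 and the number here 313, and the difference closed with all 24 samples in the fit (133), and 0 of the 12 fits that left out 1 replicate closed it, and so did, chosen after seeing the values, different DMSO samples at 27°C, replicates 2 and 3 for Heatin (144) and rescaling by median-of-ratios within the groups compared (155). The paper's number of genes lowered at 22°C and raised at 27°C by Heatin at 7 days was 1 and the number here 5, and the difference closed with a threshold of 0.05 (1), as did 2 of the 12 fits that left out 1 replicate. The paper's number of genes raised in all 3 comparisons at 7 days was 31 and the number here 55, and the difference closed with a threshold of 0.05 (35), only the groups compared in the fit (33) and all 24 samples in the fit (22), as did 11 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (37). The paper's number of genes lowered in all 3 comparisons at 7 days was 21 and the number here 39, and the difference closed with no filter on low values (28), a threshold of 0.05 (17) and only the groups compared in the fit (27), as did 8 of the 12 fits that left out 1 replicate, and so did, chosen after seeing the values, rescaling by median-of-ratios within the groups compared (24).

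The mean normalized reads of the 52 genes of Table S7 in Heatin at 22°C at 7 days differed in each, and the paper's value is given second. For ATPMEPCRD the mean was 1146 against 747.2095, for XTH17 it was 1702 against 1109.476, for GH3.3 it was 1303 against 849.7201, for LUP1 it was 1445 against 941.7625. For MLP28 it was 9746 against 6353.93, for AT1G27020 it was 562 against 366.6233, for MLP43 it was 1594 against 1038.91, for IAA19 it was 1129 against 735.9883. For CAT3 it was 73910 against 48186.53, for ST2A it was 5527 against 3603.405, for GRP5 it was 1545 against 1007.287, for KNAT1 it was 1206 against 786.2683. For BGAL7 it was 219 against 143.0779, for CYP71B19 it was 115 against 75.21313, for AT4G19420 it was 1344 against 876.0811, for HIS1-3 it was 2083 against 1358.086. For AT2G36220 it was 1120 against 729.9189, for ACL5 it was 3484 against 2271.289, for AT4G18970 it was 2595 against 1692.008, for IBH1 it was 795 against 518.3309. For PRE5 it was 103 against 66.84184, for AT5G37950 it was 24.3 against 15.85963, for AT2G37130 it was 8475 against 5525.472, for SUFE2 it was 553 against 360.3545. For bHLH39 it was 429.5 against 280.0405, for AT1G64710 it was 1142 against 744.3602, for AT1G09480 it was 167 against 108.8401, for RTFL16 it was 1438 against 937.2998. For AT5G04080 it was 675 against 440.3337, for AT5G03545 it was 207 against 134.862, for NUDT17 it was 2059 against 1342.098, for CYP708A2 it was 75.1 against 48.95991. For GER3 it was 1651 against 1076.235, for GL2 it was 401 against 261.5464, for AT2G33850 it was 481 against 313.281, for LAC7 it was 1692 against 1103.349. For AT4G28940 it was 253 against 165.1746, for ESM1 it was 3501 against 2282.588, for AT3G46700 it was 256 against 167.2139, for SQP2 it was 50.6 against 32.98181. For BGLU22 it was 2902 against 1892.105, for GSTU9 it was 362 against 236.1034, for THAS1 it was 230.3 against 150.1205, for AT3G20370 it was 2879 against 1876.806. For UGT71C1 it was 599 against 390.5076, for MLP423 it was 274 against 178.7816, for AT4G33610 it was 1345 against 876.7477, for AT4G15160 it was 1563 against 1018.81. For LRX1 it was 118 against 77.1701, for ANNAT7 it was 161 against 104.8928, for AT4G00700 it was 547 against 356.6288, for AT2G43150 it was 14129 against 9211.727. Rescaling to an equal upper quartile, set before the data were examined, brought none within 1.5 times the paper's value, and the fits that left out 1 replicate did so for none, 1 or 2 of the 3 replicates of a gene. Putting each group on the median-of-ratios scale of its own comparison, chosen after seeing the values, brought all 52 to the paper's value. The means in Heatin and DMSO at 27°C in the same table were within the range.

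Rescaling by median-of-ratios within the groups compared, chosen after seeing the values, gave 407 genes changed by Heatin at 22°C at 7 days (217 raised and 190 lowered), beside 406 in the paper (219 and 187), where the number above, 574, had not been counted as different.

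The paper lists LUP1 as highest in Heatin at 27°C, while here its mean was 1445 in Heatin at 22°C and 1326 in Heatin at 27°C. It lists AT3G46700 and THAS1 as not lowest in Heatin at 27°C, while here the means in Heatin at 22°C and 27°C were 256 and 236 for AT3G46700 and 230 and 183 for THAS1. In 2-day-old seedlings the paper lists AT4G33550 and AT5G03350 as changed by Heatin at 22°C, and neither was called there (limma adjusted p = 0.223 and 1), while AT2G37870, which it lists at 27°C, was called at 22°C (0.0777). Of the genes the paper lists at 27°C, GH3.3 was called (0.0740), and ACS4, IAA5, GH3.1, RTFL13, ATPMEPCRD, AT4G01700, NRT1.8, AT2G37870 (0.585) and AT4G33550 (0.244) were not. With the replicate number as a block, AT4G33550 was called at 22°C and 27°C, and ACS4, IAA5, GH3.1, AT4G01700 and NRT1.8 at 27°C. With a pseudocount of 10, ACS4, IAA5 and AT4G01700 were called, and with no filter ACS4 and AT4G01700. Of auxin biosynthesis genes, which the paper does not count as affected at the transcript level, CYP79B3, NIT2 and AAO1 were raised here at 27°C at 7 days (limma adjusted p = 0.00159, 0.0517 and 0.0676), and YUC8 was lowered over both temperatures (limma adjusted p = 0.0545). These calls are at 0.1 and for a gene list made here, while the paper marks P < 0.05 for its own list. Only CYP79B3 was below 0.05 at 27°C. The paper reports mRNA levels of the NIT1 subfamily as unaffected by Heatin, without naming an age, and shows reads for 2-day-old seedlings. At 2 days here NIT2 was higher in Heatin in all 6 same-numbered pairs (exact permutation p = 0.0313, pairing replicates, the smallest that test allows). Without pairing, the exact permutation test gave p = 0.25, which does not depart from the paper's report. The paper does not say that same-numbered samples belong together.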

Other observations

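Every test here was chosen only after the result was seen.

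The overlap of genes raised by Heatin at 22°C with genes raised by temperature could come from the DMSO samples at 22°C that both effects share. With different DMSO samples behind them, the lowest correlation across genes was 0.0642 over 6 arrangements, above 0, so this does not fully account for it. The genes raised by Heatin at 27°C tended to be lowered by temperature in DMSO (271 of 540). With different DMSO samples at 27°C behind the effects, the odds ratio was 0.849 in 1 of 6 arrangements (Fisher's exact test, p = 0.0967) and 2.38, 2.21, 1.54, 2.45 and 1.98 in the others, with a largest p of 5.47e-05. Sharing those samples may therefore explain a part of it, and how large a part was not settled.

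Heatin at 27°C was not the highest or lowest group in the same genes as in Table S7. When each group was put on the scale of its own comparison, the number of genes ranked otherwise than in the table was 0, and each of the table's values for 52 genes in 3 groups was 1 times the mean on that scale. These scales account for the 3 genes ranked otherwise on the deposited values.

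Replicate 3 of the 2-day-old samples lay towards the 27°C samples in all 4 groups along the component that separates the temperatures. It had the most reads in 2 of the 4 groups and not in the others, so depth does not account for it. A candidate explanation is that replicate 3 was developmentally ahead, since its deviation correlated across genes with the change from 2 to 7 days, with a lowest r of 0.322 in the 4 groups. It correlated with the temperature effect as well, at 0.390 to 0.449, so age and temperature cannot be told apart here, and genes are not independent replicates.

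A hypothesis was that Heatin raises genes of iron uptake at 27°C. It came from seeing IRT1, IRT2, FRO2, NAS2, CYP82C4, BHLH100 and ZIP8 rise, and 17 further genes were listed, of which 16 were tested. Their median change with Heatin at 27°C was at the 93.6 percentile of 10000 random lists of the same size and expression, below the percentile set for it, so the test of the median was negative. Among the 16, 4 (bHLH38, BHLH101, NAS1 and MTPA2) were past the threshold and raised, a number that was not set against random lists. A first list that also held bHLH39, already known from Table S7 to rise, gave 99.5, so the outcome rested on that gene. The median change of the same 16 genes from 22°C to 27°C in DMSO was at the 1.98 percentile, with 9 of them lowered past the threshold and FRO3 raised past it, and since Heatin and temperature share the DMSO samples at 27°C, these results are not independent.

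Neighbouring genes changed together with Heatin at 7 days. Over both temperatures 113 neighbouring pairs changed the same way, and 90 of them shared no 50-base window, more than the largest of 10000 permutations, 77 (p = 0.0001, the smallest they can give). Reads shared between copies therefore do not fully account for it. At 27°C the lowered genes included the neighbours CYP705A12, CYP71A16 and MRN1, and the neighbours AT5G47980, CYP705A5, CYP708A2 and THAS1. Genes of a cluster responding together is a hypothesis that remains, and gene clusters with shared function were not otherwise tested.

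Seed storage transcripts were high in single samples of 7-day-old seedlings. The sum of 8 genes was 16.4, 28.3 and 8.62 normalized reads in DMSO replicates 1 to 3 at 22°C, 54.6, 52.0 and 434.8 in DMSO at 27°C, 101.5, 1886 and 8.36 in Heatin at 22°C, and 106.0, 1132 and 88.1 in Heatin at 27°C. Carry-over from the 2-day libraries was weighed. By a first measure, the ratio of PORA, a gene read far more at 2 days, in the sample to the other replicates was 0.756 in DMSO at 27°C, 0.996 in Heatin at 22°C and 1.56 in Heatin at 27°C, of which the last was past the 1.5 set for carry-over. By a second measure, chosen after the first was seen, PORA was at 40.5, 73.2 and 38.0 normalized reads in these samples, where carry-over of their seed storage transcripts would bring 20795, 90216 and 54153, so at most 0.195% was there. By this measure carry-over does not account for them. Seeds or seed remains in the pooled tissue may explain it, with OLEO1 at least 2.80 times the other replicates in those samples, but OLEO1 is a seed gene and the samples were noticed by such genes, so this value cannot decide it.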
